# Upregulation of *Mir342* in Diet-Induced Obesity Mouse and the Hypothalamic Appetite Control

**DOI:** 10.3389/fendo.2021.727915

**Published:** 2021-08-30

**Authors:** Dongxiao Zhang, Satoshi Yamaguchi, Xinhao Zhang, Boxuan Yang, Naoko Kurooka, Ryosuke Sugawara, Haya Hamed H. Albuayjan, Atsuko Nakatsuka, Jun Eguchi, Takeshi Y. Hiyama, Atsunori Kamiya, Jun Wada

**Keywords:** abdominal obesity, non-coding RNAs, adipose tissues, appetite regulation, hypothalamus

## Abstract

In obesity and type 2 diabetes, numerous genes are differentially expressed, and microRNAs are involved in transcriptional regulation of target mRNAs, but miRNAs critically involved in the appetite control are not known. Here, we identified upregulation of miR-342-3p and its host gene *Evl* in brain and adipose tissues in C57BL/6 mice fed with high fat-high sucrose (HFHS) chow by RNA sequencing. *Mir342* (-/-) mice fed with HFHS chow were protected from obesity and diabetes. The hypothalamic arcuate nucleus neurons co-express *Mir342* and EVL. The percentage of activated NPY^+^pSTAT3^+^ neurons were reduced, while POMC^+^pSTAT3^+^ neurons increased in *Mir342* (-/-) mice, and they demonstrated the reduction of food intake and amelioration of metabolic phenotypes. *Snap25* was identified as a major target gene of miR-342-3p and the reduced expression of *Snap25* may link to functional impairment hypothalamic neurons and excess of food intake. The inhibition of miR-342-3p may be a potential candidate for miRNA-based therapy.

## Introduction

microRNAs are non-coding RNAs with the length of 21-25 nucleic acids and repress the expression of hundreds of target mRNAs by the binding to complete or 1- or 2-bp mismatched complementary sequences on 3’-untranslated regions (UTR), mRNA cleavage, mRNA deadenylation, and subsequent translational repression (1). Numerous studies demonstrated that miRNAs play critical roles in fine-tuning of gene expression in various physiological and pathological states (2). Furthermore, miRNAs themselves are transcriptionally regulated, however, little is known about the structural features of miRNA promoters (3) and the accurate miRNA promotor identification is underway (2). In the disease states of obesity and diabetes, differential expression of miRNAs associated with regulation of target mRNAs would be critically involved in the pathogenesis and they are candidates for biomarkers and therapeutic targets. In fact, initial attempts were made to survey miRNA expression profile in pancreatic β cells caused by obesity, hyperglycemia, and dyslipidemia. In the islets of healthy and type 2 diabetes (T2D) organ donors, miR-7a, miR-130a/b, miR-152, and miR-184 were differentially expressed (4). The expression of microRNA is regulated by environmental, genetic, and epigenetic factors and their disturbance is critically involved in the pathogenesis of diabetes and its complications (5, 6). The promoter CpG islands of maternally expressed *MEG3* and miRNA cluster was hypomethylated in T2D organ donors, and reduction of miRNAs caused upregulation of their target genes such as *TP53INP1*, which induced the apoptosis of pancreatic β cells (7). T2D loci were recently identified at clusters of miRNAs maternally expressed *MEG3* and paternally expressed *DLK1* (8). *DLK1* is known to inhibit adipocyte differentiation and protect against obesity (9).

The further attempts were made to identify the miRNAs related to insulin resistance in obesity and T2D, and miRNAs profiling studies were extensively performed in adipose tissues, liver and muscle (6). Notably, miRNAs can be packaged in the extracellular vesicle such as exosomes, which transfer miRNAs between cells and mediate the interorgan crosstalk. Thus, the profile of circulating miRNAs was also vigorously performed (10). In our attempts to identify new therapeutic target of miRNAs, we surveyed expression profile in liver, muscle, white adipose tissues, and sera of C57BL/6JJcl mice fed with standard (STD) and high fat-high sucrose (HFHS) chow by RNA sequencing (GSE61959) (11). We identified unique miRNA gene, *Mir342*, and it is highly upregulated in brain and white adipose tissues by the feeding of HFHS chow in C57BL/6JJcl mice. Here, we report the benefits of the deletion of *Mir342* gene in C57BL/6JJcl mice fed with HFHS chow, *i.e*., amelioration of obesity and T2D. *Mir342* (-/-) mice fed with HFHS chow were characterized with reduced chow intake and reduced activation of neuropeptide Y (NPY) neurons in arcuate nuclei. We also investigated the expression of *Evl*, host gene of *Mir342*, and identified *Snap25* as a target gene of miR-342-3p.

## Materials And Methods

### Animal Models

We obtained Sanger MirKO ES cell line *Mir342* (*Mir342* ^tm1Wtsi^) from MMRRC (Mutant Mouse Resource & Research Centers, University of California, Davis, USA). The insertion of the PGK_EM7_PuDtk_bGHpA cassette created a deletion of size 196 bp (109,896,794–109,896,990 of Chromosome 12 in NC_000078.5 Chromosome 12 Reference MGSCv37 C57BL/6J; 108,624,843-108,624,915 in NC_000078.7 Chromosome 12 Reference GRCm39 C57BL/6J). This deletion eliminates the DNA sequence for this microRNA. The cassette is composed of a loxP site followed by an F3 site followed by a PGK-puromycin-delta-tk cassette, a loxP site and finally an FRT site (12). The germline chimeric mice were prepared under the background of C57BL/6N. Targeted *Mir342* was confirmed by 2 sets of primer pairs, 5’ common rev 5′-ATAGCATACATTATACGAAGTTATCACTGG-3′ and 5’ gene specific fwd (LR1) 5′-AGCTCACTTACATTTTATTTATTTTCTCCT-3′ (5,739 bp); 3’ common fwd 5′-TCTAGAAAGTATAGGAACTTCCATGGTC-3′ and 3’ gene specific rev (LR4) 5′-GTAGGCAAGAAGACATAATACAGAAAAG-3′ (3,232 bp). Wild-type *Mir342* was detected by primers, LR1 and LR4 (8,789 bp). The male chimeric mice were mated with C57BL/6JJcl (CLEA Japan, Tokyo, Japan) to generate heterozygous *Mir342* (+/-). By crossing *Mir342* (+/-) C57BL/6JJcl mice, we generated male homozygous *Mir342* (-/-) and wild-type *Mir342* (+/+) littermates. Five-week-old mice were randomly assigned to standard diet (STD) group (MF, Oriental Yeast, Japan) or high fat high sucrose diet (HFHS) group (D12331, Research Diets, New Brunswick, NJ). At 24 weeks of age, we obtained various organs and they were subjected to following experiments.

### Human Serum Samples

Human serum samples were collected from 65 patients with type 2 diabetes (T2D) in Okayama University Hospital and 45 subjects with normal fasting glucose (NFG, fasting glucose < 110 mg/dL). The patients with malignancies, treatment with steroids and immunosuppressants, and total pancreas resection were excluded. It was approved by Okayama University Graduate School of Medicine, Dentistry and Pharmaceutical Sciences and Okayama University Hospital, Ethics Committee (#1708-045).

### 3T3-L1 Cell Cultures

3T3-L1 pre-adipocytes were cultured in Dulbecco’s modified eagle’s medium (DMEM, 124951, Gibco). On day 0, the media were changed to the differentiation media of the DMEM supplemented with 10% FBS, 10 µg/ml insulin (I1882, Sigma), 1 µM DEX (D2915, Sigma) and 0.5 mM IBMX (I5879, Sigma). On day 2, the media were changed to DMEM supplemented with 10 µg/ml insulin and 10% FBS. The media were changed every day. Total RNA was isolated from 3T3-L1 cells during differentiation from day 1 to day 10 using RNeasy Mini kit (74106, Qiagen) and subjected to RT-qPCR.

### Insulin Tolerance Test and Glucose Tolerance Test (ITT and GTT)

The 20-week-old mice (n=4 in each experimental group) were fasted for 16 hours in GTT and for 3 hours in ITT. They were then intraperitoneally injected with glucose solution (1 mg/g body weight) and human insulin (1 unit/kg in HFHS groups and 0.75 unit/kg in STD groups) for GTT and ITT, respectively. Serum Insulin and leptin levels were measured (Skylight Biotech, Tokyo, Japan).

### Food Intake, Locomotor Activity, and Basal Metabolic Rate

At 16 weeks of age, daily food intake was measured and calculated; daily food intake [g/day/body weight (BW)] = [initial food weight (g) – leftover food weight (g)]/measurement period (days)/BW (g). The locomotor activity was recorded for 24 hours by the frequency of interrupting an infrared sensor (ACTIMO-100, Shinfactory, Fukuoka, Japan). O_2_/CO_2_ metabolism measuring system (MK-5000, Muromachi Kikai, Tokyo, Japan) were used to quantify oxygen consumption rate and carbon dioxide production for the estimation of V̇O2 and respiratory quotient (RQ). Four mice in each experimental group were examined.

### Pair-Feeding Study

*Mir342* (+/+) and *Mir342* (-/-) mice (n=3 for free-feeding and n=5 for pair-feeding) were individually housed and fed with HFHS chow, body weight was measured every week. Food intake of free-fed mice were measured every 3 days. The equal amount of chow consumed by free-fed *Mir342* (-/-) mice for 3 days was given to the pair-fed *Mir342* (+/+) and *Mir342* (-/-) mice.

### Reverse Transcription-Quantitative Polymerase Chain Reaction

RNAs were extracted from frozen tissues and cultured 3T3-L1 cells with RNeasy Mini Kit (Qiagen). For brain tissues, the hypothalamus and ventral midbrain region were removed by free-hand dissection. The QIAamp Circulating Nucleic Acid Kit and the exoRNeasy Serum/Plasma Midi Kit (Qiagen) were used for the isolation of total RNAs from serum and exosomes. For gene expression analyses, cDNAs were prepared with High-Capacity RNA-to-cDNA Kit (Thermo Fisher Scientific). TaqMan gene expression primers, *Evl* (Mm00468405_m1), *Snap25* (Mm01276449_m1), *Cidea* (Mm00432554_m1), *Cox7a1* (Mm00438297_g1), *Pparg* (Mm00440940_m1), *Il6* (Mm00446190_m1), *Il1b* (Mm00434228_m1), *Tnf* (Mm00443258_m1), *Ifng* (Mm01168134_m1), *Lpl* (Mm00434764_m1), *Adipoq* (Mm00456425_m1), *Nhlh2* (Mm01959164_u1), *Msi1* (Mm01203522_m1), *Fat2* (Mm01295775_m1), *Rplp0* (Mm00725448_s1), and *Rn18s* (Mm03928990_g1) were employed. For miRNA expression studies, cDNAs were prepared from total RNAs by TaqMan MicroRNA Reverse Transcription Kit (Life Technologies). MicroRNA primers, hsa-miR-342p (002260), snoRNA202 (001232), snoRNA234 (001234), and cel-miR-39 (000200) were used. *Rplp0*, *Rn18s*, snoRNA202, snoRNA234, and cel-miR-39 were served as the invariant controls. The RT-qPCR was performed using TaqMan Universal PCR Master mix II (no UNG) at a StepOne Plus Real-Time PCR system. The quantification was performed by the 2^−ΔΔCT^ analysis method.

### Western Blot Analysis

The brain and hypothalamic tissues from 24-week-old mice (n=3-4 in each experimental group) were homogenized in RIPA lysis buffer (radioimmunoprecipitation buffer) plus protease inhibitors. The samples were boiled in SDS-PAGE loading buffer, separated on 12% Mini-PROTEAN TGX Precast Protein Gels (Bio-Rad), and transferred to a PVDF Blotting Membrane (cytiva). After blocking with 5% nonfat milk for 1 hour at room temperature (RT), the blots were incubated with rabbit Anti-SNAP25 antibody (ab5666, Abcam, 1:1000), rabbit Anti-EVL antibody (ab204835, Abcam, 1:1000) overnight at 4°C. Rabbit anti-β-Actin antibody (4967S, Cell Signaling Technology) was used as a loading control. After washing three times with Tris-buffered saline (TBS), the blots were incubated with ECL Donkey Anti-Rabbit IgG, HRP-Conjugated Antibodies (NA934V, GE healthcare Life science, 1:10000) at RT for 1 hour. The blots were developed with Pierce ECL Western Blotting Substrate (TE261327, Thermo Fisher Scientific). The chemiluminescence was analyzed using ImageQuant LAS-4000 mini (FUJIFILM).

### Morphometric Analysis for Adipocyte Size

Epidydimal and subdermal adipose tissues were fixed by 10% formalin, embedded with paraffin. The 5-μm paraffin sections were prepared and stained with PAS. The images were captured using an Olympus BX51 microscope. The size of the adipocytes was analyzed by the ImageJ software (National Institutes of Health). Epidydimal and subdermal adipose tissue were taken from 4 individual animals from each experimental group.

### *In Situ* Hybridization

*In situ* hybridization for miRNA was performed using miRCURY LNA miRNA ISH Optimization Kit (FFPE) 4 (Qiagen) on formalin-fixed paraffin embedded (FFPE) tissue samples. The sections were deparaffinized in xylene, hydrated in a series of graded alcohols until water at RT, and followed by washing three times with phosphate-buffered saline (PBS). The slides were incubated for 30 minutes with 3 μg/ml of proteinase K at 37°C. After washing twice with PBS and dehydrated, the sections were hybridized for 2 hours with a gene specific probe (40 nM for double-DIG LNA *Mir342* probe) and LNA *Scramble-miR* probe (double DIG labeled) at 55°C. LNA *U6* snRNA probe (5’ DIG labeled) and LNA *Scramble-miR* probe was used for endogenous control. The sections were washed in stringent condition with 5×SSC, 1×SSC and 0.2× SSC for 10 minutes at 55°C. After the wash with PBS, the sections were blocked with Antibody blocking solution (PBS, 0.1% Tween, 2% Sheep serum, and 1% BSA) and incubated with Anti-Digoxigenin-AP Fab fragments (11093274910, Roche, 1:800) in Antibody Dilutant solution (PBS, 0.05% Tween, 1% Sheep serum, and 1% BSA) for 1 hour at RT. After washing by PBS, the sections were incubated with AP substrate, *i.e.* NBT/BCIP ready-to-use tablet (ROCHE) in 10 ml Milli-Q water and 0.2 mM Levamisole for 2 hours at 30°C. They were then incubated in KTBT buffer (50 mM Tris-Cl, 150 mM NaCl, 10 mM KCl, and 1% Triton X-100) twice for 5 min each to stop the reaction. Finally, the slides were counterstained, dehydrated, and mounted. The processed sections were visualized using an Olympus BX51 microscope.

### Immunofluorescence

The mice (n=4-5 in each experimental group) were fasted for 16 hours and euthanized. The whole brain was taken after systemic perfusion with 4% paraformaldehyde (PFA). For STAT3 activation study, the intraperitoneal injection of mouse recombinant leptin (181030-10-4, FUJIFILM) (1 mg/kg body weight) was given 1 hour before euthanasia. The frozen coronal brain sections (-1.10 mm to -1.90 mm from bregma) were cut at 20-μm thick and fixed in 4% PFA for 15 min. For adipose tissues, 5-μm paraffin sections were first deparaffinized in xylene and hydrated in a series of graded alcohols until water. After antigen retrieval in HistoVT One (nacalai tesque) at 90°C for 15 min, the sections were first incubated in the avidin-biotin blocking kit and incubated with primary antibodies, rabbit Anti-EVL antibody (ab204835, Abcam, 1:250), rabbit Anti-pSTAT3 Antibody (9131, Cell Signaling Technology, 1:500), mouse Anti-NPY antibody (GTX60971, Gene Tex, 1:2000), goat Anti-POMC antibody (ab32893, Abcam, 1:4000), mouse Anti-Neun antibody (ab104224, Abcam,1:500), chicken Anti-GFAP antibody (ab4674, Abcam, 1:500), mouse Anti-IBA1 antibody (sc-32725, Santa Cruz, 1:500), mouse Anti-Myelin Basic Protein antibody (ab62631, Abcam, 1:500), chicken Anti-Tyrosine Hydroxylase antibody (ab76442, Abcam, 1:500) and rat Anti-F4/80 Antibody (ab6640, Abcam, 1:100) for 3 days at 4°C. After 3 times washing by PBS, the tissue sections were then incubated with secondary antibodies, Alexa 647-conjugated goat Anti-Rabbit IgG (ab150083, Abcam, 1:500), Alexa 488-conjugated goat Anti-Rat (ab150165, Abcam, 1:500), Alexa 488-conjugated goat Anti-Mouse (ab150117, Abcam, 1:500), Alexa 488-conjugated donkey Anti-Goat IgG (ab150129, Abcam, 1:500), Alexa 488-conjugated goat Anti-Chicken IgY (ab150173, Abcam, 1:500), Biotin-conjugated donkey Anti-Rabbit/Goat IgG (711-065-152, 705-065-147, Jackson ImmunoResearch, 1:500) for 1 hour at RT. Next, the sections were incubated with fluorescent streptavidin (SA-1200, Vector) for 1 hour at RT. Finally, the sections were mounted using ProLong Gold Antifade Mountant with DAPI (P36931, Thermo Fisher) and observed by an Olympus BX51 microscope. Images covering the whole arcuate nucleus of brain sections (438.6 μm x 330.2 μm = 0.14 mm^2^) were subjected to count cell numbers using Image J software. For quantification, the average cell count from 3 sections per animal was obtained.

### Isolation of Stromal Vascular Fraction From White Adipose Tissues

SVF was isolated from epididymal adipose tissue of 24-week-old mice. Briefly, fresh mouse epididymal fat pads were minced and digested with collagenase type 1 (CLSS1, Worthington) in HBSS containing 10% FBS for 45 minutes at 37°C. The mixture was filtered through a nylon mesh (100 μm), then centrifuged at 400 g for 1 minute. The adipocyte fraction was obtained from the supernatant and the SVF from the pellet.

### Identification of *Mir342* Target mRNAs

The mRNA microarray was performed by GeneChip Mouse Gene 2.0 array using total RNA of epidydimal fat obtained from 16-week-old mice (3 individual animals from each group) and analyzed by Filgen (Nagoya, Japan). The raw data are available in Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) (GSE163880). TargetScan (http://www.targetscan.org/vert_72/), miRDB (http://www.mirdb.org/), Pictar (https://pictar.mdc-berlin.de/) and DIANA-microT v5.0 (https://bio.tools/DIANA-microT) and were used to identify potential target genes for *Mir342*.

### Luciferase Reporter Assay

To quantitatively evaluate miRNA activity on cloned miRNA target sequence from 3’-untranslated region (3’-UTR) of *Snap25*, pmirGLO dual luciferase miRNA Target expression vector (E1330, Promega) was used. Firstly, the pmirGLO plasmid was linearized by double digestion with *Xho*I and *Sac*I. The cDNAs of *Snap25* wild type (WT) 3′-UTR and *Snap25* mutant (MT) 3’-UTR were amplified by PCR and ligated with CIP treated pmirGLO Vector. The primers are Forward *Xho*I *Snap25*: 5’-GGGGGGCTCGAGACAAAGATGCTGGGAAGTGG-3′, Reverse *Sac*I *Snap25*: 5’-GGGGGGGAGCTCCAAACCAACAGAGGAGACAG-3′, Reverse *Sac*I mutant *Snap25*: 5’-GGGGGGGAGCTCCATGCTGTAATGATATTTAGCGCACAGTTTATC-3′. The seed sequence “TCTCACA” was mutated to “GCGCACA”. After transformation to *E. coli* JM109 cells, pmirGLO*-Snap25* WT 3’-UTR, pmirGLO-*Snap25* MT 3’-UTR, and pmirGLO no-insert control plasmids were isolated with EndoFree Plasmid Maxi Kit (12362, Qiagen). HEK293T cells were seeded at a density of 120,000 cells/mL, then co-transfected with *Mir342* mimic (MSY0000590, Qiagen), *Mir342* inhibitor (MIN0000590, Qiagen), negative control *siRNA* (1027280, Qiagen), inhibitor negative control (1027271, Qiagen), pmirGLO*-Snap25* WT 3’-UTR, pmirGLO-*Snap25* MT 3’-UTR, and pmirGLO no-insert control plasmids. Twenty-four hours after transfection, the cells were analyzed to measure luciferase activities using the Dual-Glo Luciferase Assay System and a GloMax 20/20 luminometer (Promega).

### DNA Methylation Analysis

The methylation status of *Evl* and *Mir342* genes was investigated (EpigenDx, http://www.epigendx.com/). NGS (next-generation sequencing) methylation assays were designed to interrogate the DNA methylation status of 103 CpG sites in the 5’ upstream to 3’UTR regions of the Mouse *Evl* gene. The CpG loci location or coordinates are based on Ensembl Gene ID ENSMUSG00000021262 and GRCm39 genomic build. Genomic DNA extracted from brain tissues of *Mir342* (+/+) mice fed with HFHS or STD chow (n=3) were subjected to NGS methylation analysis. Bisulfite modification was carried out using EZ DNA Methylation-Direct Kit (D5020) according to the manufacturer’s protocol (Zymo Research). PCRs included 0.5 units of HotStarTaq (203205, Qiagen), 0.2 μM primers, and 3 μL of bisulfite-treated 200-500 ng DNA in a 20 μL reaction. All PCR products were verified using the Qiagen QIAxcel Advanced System (v1.0.6). Prior to library preparation, PCR products from the same sample were pooled and then purified using the QIAquick PCR Purification Kit columns or plates (28106, Qiagen). Libraries were prepared using a custom Library Preparation method created by EpigenDX. Next, libraries were purified using Agencourt AMPure XP beads (A63882, Beckman Coulter). Barcoded samples were then pooled in an equimolar fashion before template preparation and enrichment were performed in the Ion Chef system using Ion 520 & Ion 530 ExT Chef reagents (A30670, Thermo Fisher). Following this, enriched, template-positive libraries were sequenced on the Ion S5 sequencer using an Ion 530 sequencing chip (A27764). FASTQ files from the Ion Torrent S5 server were aligned to the local reference database using open-source Bismark Bisulfite Read Mapper with the Bowtie2 alignment algorithm. Methylation levels were calculated in Bismark by dividing the number of methylated reads by the total number of reads.

### Statistical Analysis

All values were represented as the mean ± standard deviation (SD). Statistical analyses were conducted using IBM SPSS Statistics 23 and GraphPad Prism (version 8.0). Independent *t*-test, one-way ANOVA with Tukey test and two-way ANOVA with Bonferroni tests were used to determine the differences. For DNA methylation analysis, Fisher’s exact test was applied at each CpG site, and Mann–Whitney *U* test was used by NGS methylation assay. For correlation, non-parametric Spearman r coefficient was used. p<0.05 was considered statistically significant.

## Results

### *Mir342* (-/-) Mice Are Resistant to Diet-Induced Obesity and Diabetes

To identify miRNAs which are critically involved in the disease process of metabolic syndrome and type 2 diabetes (T2D), we performed miRNA profiling of serum, liver and epididymal fat tissues in C57BL/6JJcl mice fed with standard (STD) and high fat-high sucrose (HFHS) chow (11). The Illumina RNA sequencing data are available in the Gene Expression Omnibus (GEO) under the accession number GSE61959. The miRNA genes with read number more than 2,000 were sorted by HFHS/STD ratios and we identified that *Mir342* was ranked second with 9.5-fold up-regulation in epididymal adipose tissues of HFHS group (**Figure 1A** and **Supplementary Table 1**). In the patients with T2D (n=65), we found that serum concentrations of miR-342-3p showed positive and significant correlation with body weight (**Figure 2**). However, in NFG (n=45) and NFG + T2D (n=110), there were no significant correlations between miR-342-3p and body weight (**Supplementary Figure 1** **)**. There were no significant differences of miR-342-3p levels in T2D with and without metformin (**Supplementary Table 2**). To further give a new insight and investigate the role of *Mir342* in obesity and diabetes, we obtained Sanger MirKO ES cell line *Mir342* (*Mir342* ^tm1Wtsi^) from MMRRC (Mutant Mouse Resource & Research Centers) and generated *Mir342* knockout mice [*Mir342* (-/-)].

**Figure 1:**
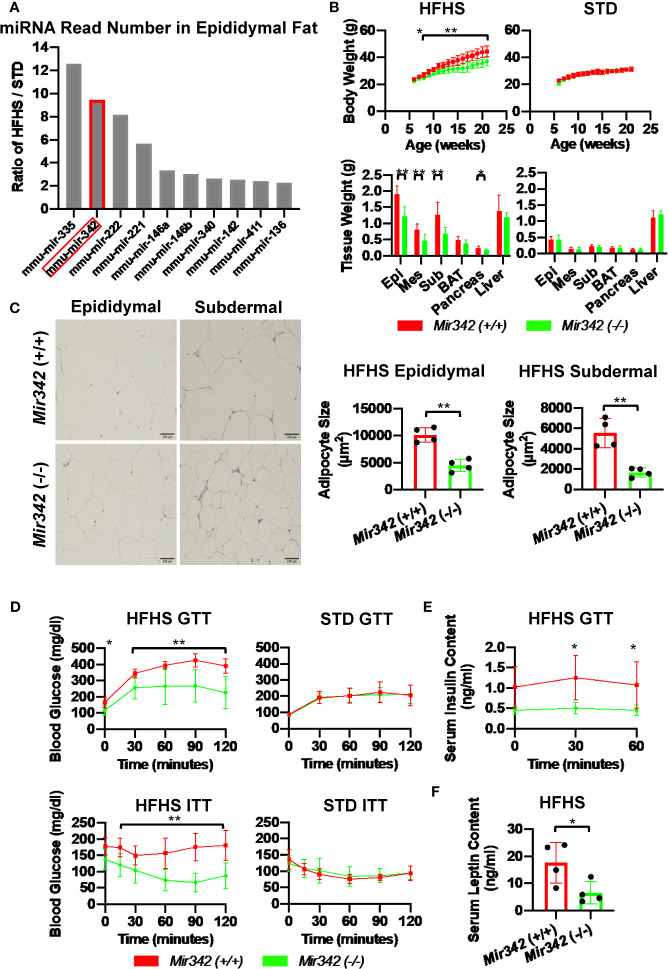
The metabolic phenotypes of *Mir342* (-/-) and *Mir342* (+/+) mice fed with high fat-high sucrose (HFHS) or standard (STD) chow. **(A)** The HFHS/STD ratio of miRNA read numbers in epididymal fat tissues. **(B)** Body and tissue weight of *Mir342* (+/+) and *Mir342* (-/-) mice fed with HFHS (n=7) or STD chow (n=8). **(C)** Adipocyte area in epididymal and subdermal adipose tissues (n=4). Quantitative analyses were carried out on PAS-stained paraffin sections. **(D)** Glucose tolerance test (GTT) and insulin tolerance test (ITT) of mice fed with HFHS (n=7) or STD chow (n=8). **(E)** Serum insulin levels in *Mir342* (+/+) and *Mir342* (-/-) mice fed with HFHS chow during GTT (n=4). **(F)** Fasting serum leptin levels in *Mir342* (+/+) and *Mir342* (-/-) mice fed with HFHS mice (n=4). Data shown as mean ± SD and analyzed by independent *t*-test or two-way ANOVA with Bonferroni tests (*p < 0.05; **p < 0.01).

**Figure 2:**
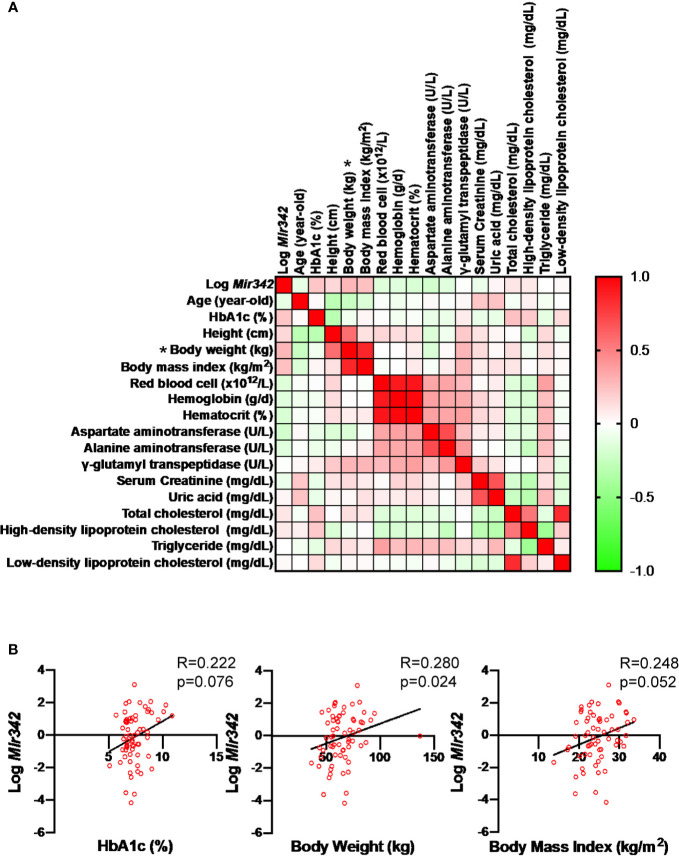
Correlation of serum mmu-mir-342-3p levels (*Log Mir342*) with various clinical parameters in the patients with type 2 diabetes (n=65). **(A)** In correlation matrix, Spearman’s rank correlation coefficient is shown. *P < 0.05. **(B)** The correlations between Log miR-342-3p (Log *Mir342*) with HbA1c (R=0.222, p=0.076), body weight (R=0.280, p=0.024) and body mass index (R=0.248, p=0.052).

Body weight of *Mir342* (-/-) mice fed with HFHS chow was significantly reduced compared with *Mir342* (+/+) mice. The weight of epididymal, subdermal and brown fat was also reduced in *Mir342* (-/-) mice. The *Mir342* (-/-) and *Mir342* (+/+) mice fed with STD chow demonstrated no significant differences in their body and tissue weight (**Figure 1B**). The size of adipocytes in epididymal and subdermal adipose tissues derived from *Mir342* (-/-) mice fed with HFHS chow was smaller compared with *Mir342* (+/+) mice (**Figure 1C**). To investigate glucose homeostasis, we performed insulin tolerance test (ITT) and glucose tolerance test (GTT). The blood glucose levels of *Mir342* (-/-) mice fed with HFHS chow were significantly reduced both in ITT and GTT (**Figure 1D**). In GTT, *Mir342* (-/-) mice exhibited significantly lower serum insulin level at 30 and 60 minutes after the peritoneal injection of glucose solution (**Figure 1E**), indicating that insulin sensitivity was significantly improved in *Mir342* (-/-) mice fed with HFHS chow. The levels of fasting serum leptin were also decreased in *Mir342* (-/-) mice, suggesting improved leptin sensitivity (**Figure 1F**). To investigate whether reduced adiposity in *Mir342* (-/-) mice was due to changes in energy intake or energy expenditure, we measured food intake, locomotor activity, and basal metabolic rates. *Mir342* (-/-) mice at 16 weeks of age demonstrated reduced daily food intake under HFHS chow whereas no changes in STD chow (**Figures 3A** **, B**). To prove that increased food intake is the main cause of obesity, we performed pair-feeding experiments in mice fed with HFHS chow. The pair-fed *Mir342* (+/+) mice demonstrated similar body weight with *Mir342* (-/-) mice whereas significantly higher body weight and food consumption were demonstrated in free-fed *Mir342* (+/+) mice after 12 weeks old (**Figure 3C**). The locomotor activity was recorded for over 24 hours, most of the activities were observed during the dark phase in all groups. The significantly increased activity was observed in *Mir342* (-/-) mice under HFHS chow during 23:00-24:00; however, there were no significant differences during whole dark period (**Supplementary Figures 2A, B** **)**. Dark-period oxygen consumption rate, V̇O2, was increased, while daily respiratory quotient (RQ) was reduced in *Mir342* (-/-) mice fed with HFHS chow compared with *Mir342* (+/+) mice (**Supplementary Figures 2C, D** **)**. Since the changes in V̇O2 and RQ were rather mild, the data suggested that the reduction of food intake mainly contributed to the resistance to diet-induced obesity and diabetes in *Mir342* (-/-) mice. There was no difference in the concentrations of miR-342-3p in both isolated exosome and total serum between *Mir342* (+/+) fed with HFHS and STD chow (**Supplementary Figure 3A**). The gene expression of *Cidea*, *Cox7a1*, and *Pparg* was down regulated in brown adipose tissue of *Mir342* (-/-) mice fed compared with *Mir342* (+/+) mice fed with HFHS chow, while they were not altered in epididymal adipose tissue (**Supplementary Figure 3B**).

**Figure 3:**
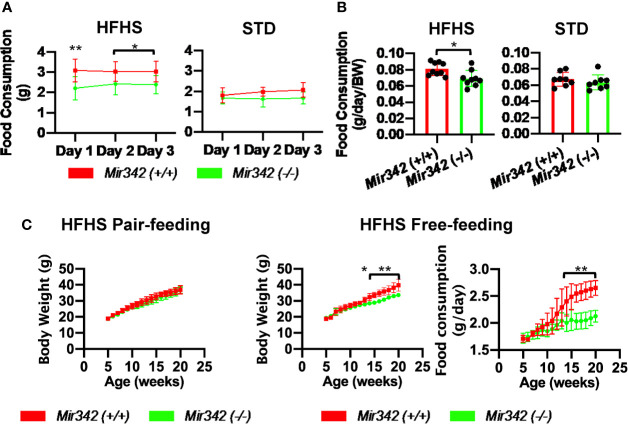
Food intake of *Mir342* (-/-) and *Mir342* (+/+) mice fed with high fat-high sucrose (HFHS) or standard (STD) chow. **(A)** Daily food intake over 3 consecutive days of mice fed with HFHS (n=9) or STD chow (n=8) at 18 weeks of age. **(B)** Average food intake over 3 days per g body weight of mice fed with HFHS (n=9) or STD chow (n=8). **(C)** Pair-feeding studies in *Mir342* (+/+) and *Mir342* (-/-) mice fed with HFHS chow (n=5). Free-feeding mice (n=3 in each group) were used as controls to match the food intake. Data shown as mean ± SD and analyzed by independent *t*-test or two-way ANOVA with Bonferroni tests (*p < 0.05; **p < 0.01).

### *Mir342* and Its Host Gene *Evl* Are Highly Expressed in Neurons Under HFHS Chow

*Mir342* is located within an intron of the *Evl* (Enabled/vasodilator-stimulated phosphoprotein-like) gene, thus *Evl* is regarded as a host gene of *Mir342* (**Figure 4A**). We further investigated *Mir342* and *Evl* expression in various organs. miR-342-3p was abundantly expressed in spleen, brain and white adipose tissues and they were significantly upregulated in *Mir342* (+/+) fed with HFHS compared with STD chow (**Figure 4B**). We further investigated the distribution of miR-342-3p in hypothalamus and ventral midbrain region, including ventral tegmental area and substantial nigra (**Supplementary Figure 3C**). miR-342-3p was upregulated by HFHS chow in both brain areas, and it was highly expressed in hypothalamus compared with midbrain region. The similar tissue distributions of *Evl* were observed and it was also significantly upregulated in brain and white adipose tissues in *Mir342* (+/+) mice fed with HFHS chow (**Figure 4C**). Both expressions of *Mir342* and *Evl* were regulated in parallel and rather accentuated in brain tissues compared with adipose tissues. In *Mir342* (-/-) mice, the expression of miR-342-3p was absent in all tissues and mRNA expression of *Evl* was reduced in brain and adipose tissues compared with *Mir342* (+/+) mice fed with HFHS chow without statistical significance (**Figures 4B, C** **)**. The reduction of protein levels of EVL were confirmed by Western blot analyses using brain samples in *Mir342* (-/-) mice fed with HFHS chow (**Figure 4D** and **Supplementary Figure 4**).

**Figure 4:**
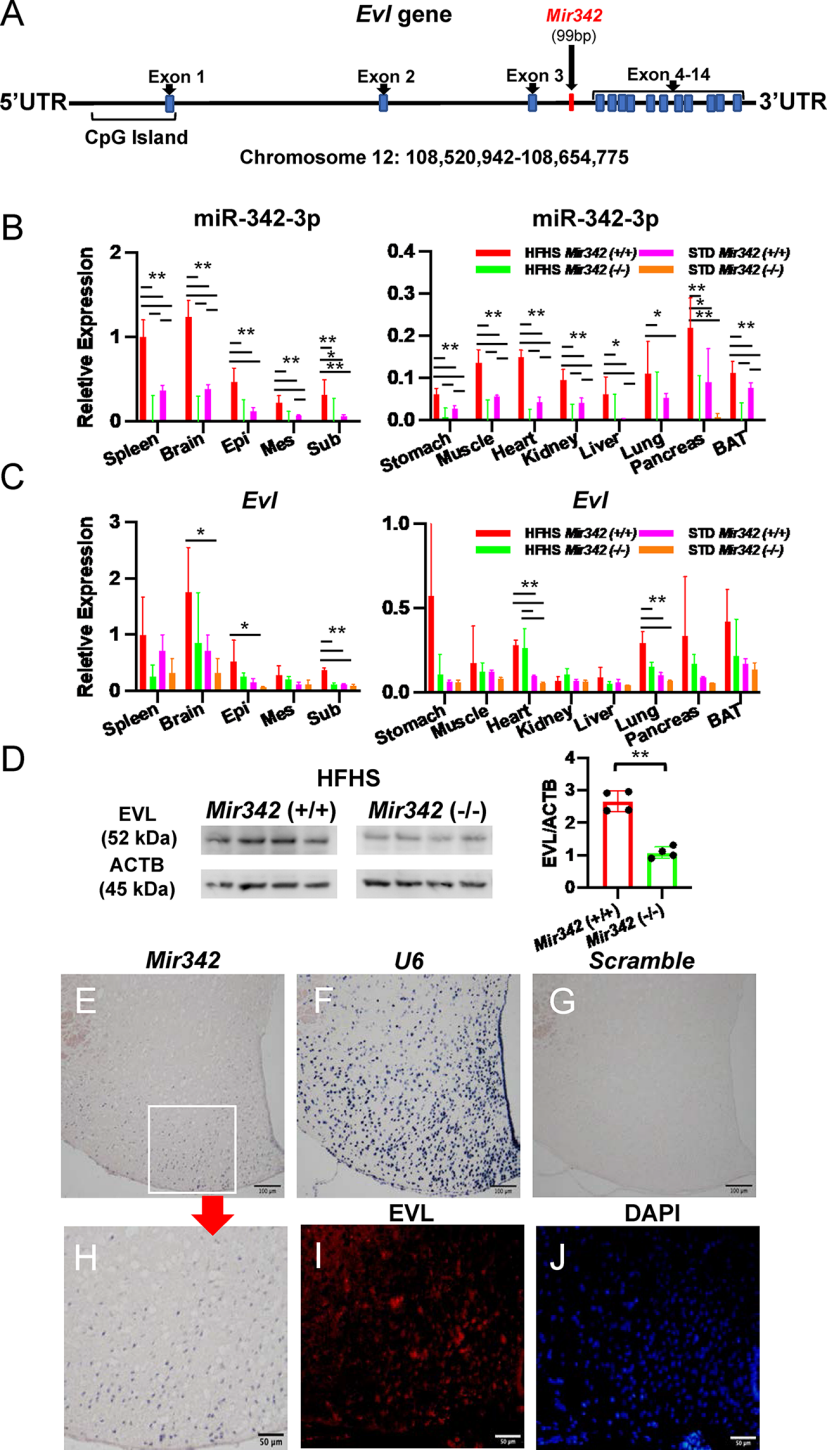
Expression of *Mir342* and its host gene *Evl*. **(A)** *Mir342* is an intronic miRNA in *Evl* (Enabled/Vasodilator-stimulated phosphoprotein) gene. **(B, C)** In various tissues, the expression of miR-342-3p is normalized by snoRNA202 and snoRNA234, while *Evl* is normalized by *Rplp0* and *Rn18s*. HFHS *Mir342* (+/+) (n=4), HFHS *Mir342* (-/-) (n=3), STD *Mir342* (+/+) (n=4) and STD *Mir342* (-/-) mice (n=4). Bar=100 μm. Data are analyzed by one-way ANOVA with a Tukey test. **(D)** Western blot analyses and quantification of EVL protein levels of brain tissue normalized by β-actin (ACTB). Data are analyzed by independent *t*-test. **(E–H)** In *in situ* hybridization, the sections of hypothalamus from *Mir342* (+/+) mice were hybridized with *Mir342* probe (**E**; *Mir342*), *U6* snRNA probe (**F**; *U6*), and *Scramble-miR* probe (**G**; *Scramble*). The inset in **(E)** is shown in panel **(H)**. Immunostaining of EVL (red) in hypothalamus of *Mir342* (+/+) mice **(I)** and nuclear staining of DAPI (blue) **(J)** are shown. Bars are 100 and 50 μm in panels **(E, H)**, respectively. Data presented as means ± SD (*p < 0.05; **p < 0.01).

The expression of *Evl* is mainly regulated by the methylation status of CpG islands (13) and miRNA biogenesis is enhanced by DNA methylation in the regions flanking the miRNA coding sequence (14), we examined the DNA methylation status of 103 CpG sites ranging from the 5’ upstream to 3’UTR regions of the mouse *Evl* gene. The flanking regions of *Mir342* (103,758-103,874 and 115,467-115,543 from TTS of *Evl* gene) were highly methylated. The immediate upstream (103,758-103,874 from TTS) of *Mir342* demonstrated slightly increased methylation by HFHS chow (**Supplementary Figure 5** and **Supplementary Data**) and it may be responsible for the upregulation of *Mir342* by HFHS chow. In contrast, all samples of both STD and HFHS groups were demethylated throughout the CpG island located at 293-585 from TTS of *Evl* gene. The methylation status of CpG island was not responsible for the upregulation of *Evl* gene by HFHS chow.

Next, we investigated the localization of *Mir342* in the cell fractions of epididymal adipose tissues. miR-342-3p was predominantly expressed in stromal vascular fraction (SVF), but lower in mature adipocytes (**Supplementary Figure 6A**). 3T3-L1 pre-adipocytes were induced to differentiate for 10 days, while *Mir342* expression was continuously declined during differentiation (**Supplementary Figure 6B**). Double immunostaining demonstrated that EVL was colocalized with F4/80, indicating that adipose tissue macrophages express EVL (**Supplementary Figures 6C–F**). In cerebral cortex, EVL was colocalized with neuron marker (NeuN, neuronal nuclei), but EVL-positive cells were negative for the markers of dopaminergic neurons (TH, tyrosine hydroxylase), astrocytes (GFAP, glial fibrillary acidic protein), microglia (IBA1, ionized calcium binding adaptor molecule 1), and oligodendrocytes (MBP, myeline basic protein) (**Supplementary Figure 7**). *In situ* hybridization of *Mir342* and immunostaining of EVL demonstrated that they showed similar distribution and their expressions were accentuated in arcuate nuclei in hypothalamus (**Figures 4E** **–J**). The data indicated that EVL and its intronic miRNA, *Mir342*, colocalized in cells and tissues, especially neurons in central nervous system, and their transcriptional activities were coregulated in a parallel manner.

### NPY^+^EVL^+^ and NPY^+^pSTAT3^+^ Neurons Are Reduced in *Mir342 (-/-)* Mice

An important function of the hypothalamus is to control appetite and satiety. Neuropeptide Y (NPY) and proopiomelanocortin (POMC) neurons are main target of leptin and distribute in hypothalamus. The activation of POMC neurons decreases food intake whereas the activation of NPY neurons increases food intake. The activation of NPY and POMC neurons was investigated after the injection of leptin by double immunostainings of NPY, POMC and phosphorylated signal transducer and activator of transcription 3 (pSTAT3). We identified EVL-positive and EVL-negative NPY and POMC neuron populations in hypothalamus. The percentage of NPY^+^EVL^+^ cells in NPY^+^ neurons were significantly reduced in *Mir342* (-/-) mice compared with *Mir342* (+/+) mice in both STD and HFHS chow (**Figure 5A** and **Supplementary Figures 8A, 9A**). The total number of NPY^+^EVL^+^ neurons were significantly reduced in *Mir342* (-/-) mice fed with HFHS chow (**Figure 5A** **)**. Both percentage and number of activated NPY^+^pSTAT3^+^ neurons were significantly reduced in *Mir342* (-/-) mice fed with HFHS chow (**Figure 5B** and **Supplementary Figure 8B**). No significant difference was obtained in the group of STD chow (**Supplementary Figure 9B**). In contrast, both percentage and total number of POMC^+^EVL^+^ were comparable in the two genotypes, and slight elevation was detected in percentage of POMC^+^pSTAT3^+^ neurons in *Mir342* (-/-) mice (**Figures 5C, D** and **Supplementary Figures 8C, D**). However, there were no significant differences in POMC^+^EVL^+^ and POMC^+^pSTAT3^+^ neurons under STD chow (**Supplementary Figures 9C, D**). In *Mir342* (-/-) mice fed with both STD and HFHS chow, total NPY^+^ neurons were reduced compared with *Mir342* (+/+) mice, while POMC^+^ neurons were increased in HFHS chow (**Figure 5E** and **Supplementary Figure 9E**). Similar to the results of Western blot, EVL-positive cells were reduced in STD and HFHS chow, total pSTAT3^+^ cells were increased in *Mir342* (-/-) mice in HFHS chow (**Figure 5F** and **Supplementary Figure 9F**). The results suggested that deficiency of *Mir342* links to the reduced population and blunted activation of NPY orexigenic neurons, which result in reduced food intake and amelioration of obesity and diabetes under HFHS chow.

**Figure 5:**
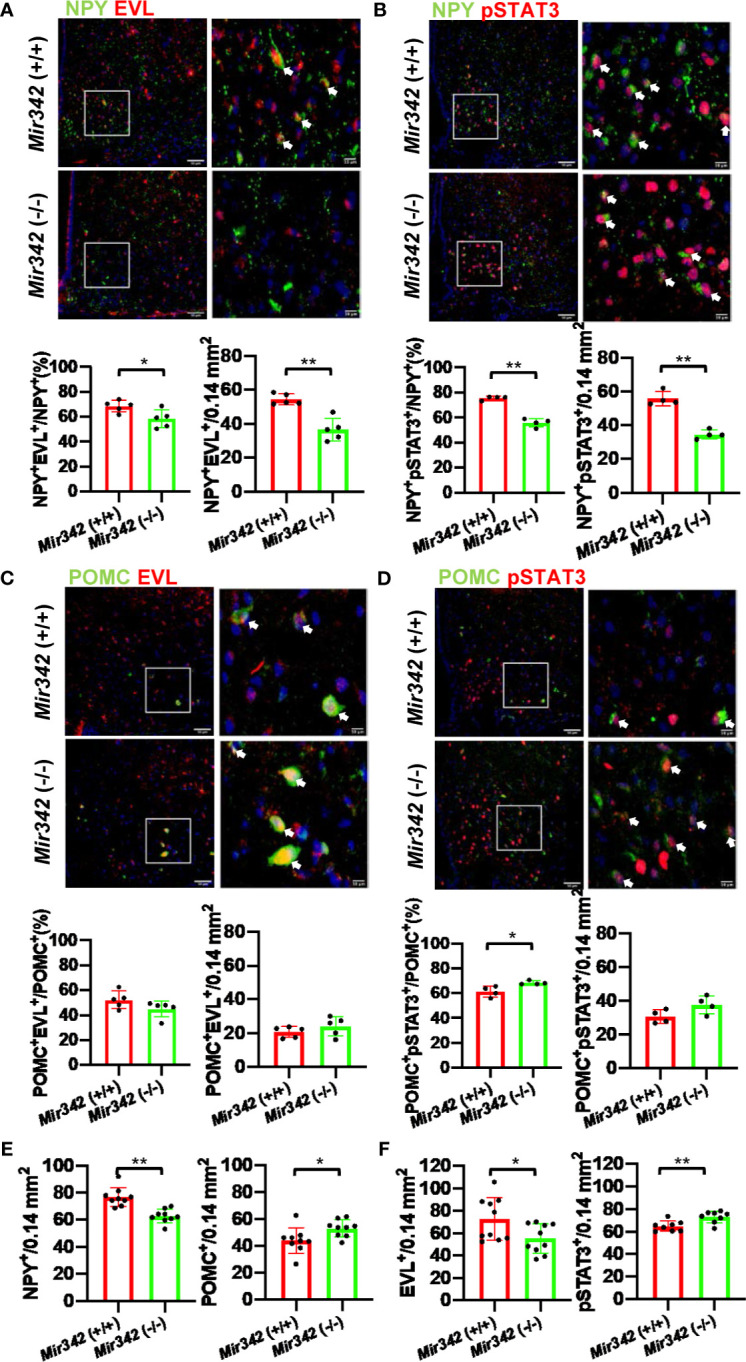
The activation of neuropeptide Y (NPY) and proopiomelanocortin (POMC) neurons by leptin injection. **(A)** Representative photographs of NPY (Green) and EVL (Red) double staining in arcuate nuclei from *Mir342* (+/+) and *Mir342* (-/-) mice fed with HFHS chow (n=5 each). The arrows indicate double-positive cells. The percentage and total numbers of NPY^+^EVL^+^ cells are shown. **(B)** NPY (Green) and pSTAT3 (Red) double staining in the mice fed with HFHS (n=4) after intraperitoneal injection of leptin (1 mg/kg body weight). The percentage and total numbers of NPY^+^pSTAT3^+^ cells are shown. **(C)** Double staining with POMC (Green) and EVL (Red) in *Mir342* (+/+) and *Mir342* (-/-) mice fed with HFHS chow (n=5). The percentage and total numbers of POMC^+^EVL^+^ cells are shown. **(D)** POMC (Green) and pSTAT3 (Red) double staining in the mice fed with HFHS (n=4) after intraperitoneal injection of leptin (1 mg/kg body weight). The percentage and total numbers of POMC^+^pSTAT3^+^ cells are shown. **(E)** Average cell numbers of NPY^+^ (n=9) and POMC^+^ (n=9) cells detected in hypothalamus of the mice fed with HFHS. **(F)** Average cell numbers of EVL^+^ (n=10) and pSTAT3^+^ (n=8) cells detected in hypothalamus of the mice fed with HFHS. Data shown as mean ± SD and analyzed by independent *t*-test (*p < 0.05; **p < 0.01).

### *Snap25* Is a Target of miR-342-3p

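Expression was measured with the GeneChip Mouse Gene 2.0 ST array, which reads each gene through short probes spread over its exons and reports 1 value per transcript cluster. Total RNA came from epididymal fat of male *Mir342* (+/+) and *Mir342* (-/-) mice at 16 weeks of age, fed with standard (STD) or high fat-high sucrose (HFHS) chow. The paper names 3 individual animals from each group, and each of the 4 groups has 1 array. It does not state whether that array holds RNA of 1 animal or a pool. With 1 array per group there are no replicates, so each difference is that between 2 arrays and carries no error of its own. The deposited values are log2 expression values. Their normalization is not given in the sources used here, and since their distributions are close they were taken as normalized between arrays. Their medians over all 41345 probes were 5.14 in STD *Mir342* (-/-), 5.09 in STD *Mir342* (+/+), 5.09 in HFHS *Mir342* (-/-) and 5.06 in HFHS *Mir342* (+/+). A floor was set at 5.06, the 95th percentile of 1443 probes of olfactory, vomeronasal and taste receptors, and 12963 of 22180 named genes had a mean above it. Lists of genes fixed beforehand were compared with 10000 random lists of the same size and mean expression, and a list was called higher or lower where its median lay in the top 2.5% or the bottom 2.5% of these. This percentile places a list among other genes of the same arrays and does not measure variation between animals. A call therefore describes the arrays compared and does not by itself show an effect of genotype or diet. Where 1 of 2 compared arrays read under the floor, the difference of a named gene is given as a bound, with the floor in place of that value; counts, list medians and the limma fit use the values as they are. The 1 test across all 4 arrays was an additive limma fit of genotype and diet, with 1 residual degree of freedom, in which any difference of the genotype effect between diets counts as error. The probe of *Mir342* itself read 5.43 in STD *Mir342* (+/+) and 4.62 in STD *Mir342* (-/-), and 5.52 and 4.46 on HFHS. Its mean of 5.01 lies below the floor, and an array for long RNA measures a short hairpin poorly, so these values check the genotype labels only weakly. *Evl*, the host gene, was above the floor, with a log2 difference of *Mir342* (-/-) minus *Mir342* (+/+) of -0.61 on STD and -0.19 on HFHS.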

We further performed mRNA profiling by DNA microarray using total RNAs derived from epididymal fat tissues to identify the target genes (GSE163880). We compared 4 groups of *Mir342* (+/+) and *Mir342* (-/-) mice fed with STD and HFHS chow (**Supplementary Tables 3–5**). 

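On STD chow, fat of *Mir342* (-/-) mice held more mRNA of adipocyte hormones and of fat synthesis than fat of *Mir342* (+/+) mice, and less of lipid-associated macrophage, endothelial and immediate early genes. *Lep*, the gene of leptin, was 2.91-fold higher in *Mir342* (-/-) (log2 difference 1.54), *Fasn*, the fatty acid synthase, 2.41-fold (1.27), and *Thrsp*, a regulator of lipogenesis, 2.35-fold (1.23). *Nnat*, an imprinted gene expressed in adipocytes, was 3.55-fold higher (1.83). Of 21 genes of adipokines and adipocyte identity, 7 were at least 1.5-fold higher and 0 lower, with a median log2 difference of 0.35 (percentile 100). Of 22 lipogenesis genes, 4 were at least 1.5-fold higher, among them *Dgat2*, which makes triglyceride (1.14), and *Pnpla3* (0.89), and 1 was lower, with a median of 0.12 (percentile 99.8). The medians of 33 oxidative phosphorylation genes (0.08, percentile 99.5), of 17 interferon response genes (0.19, percentile 99.96) and of 11 markers of fibroblasts and preadipocytes (0.19, percentile 99.8) were called higher as well. Markers of mesothelium, the layer that covers the fat pad, were higher (median 0.52 over 12 genes, percentile 100), with *Muc16* at 0.92 or more, *Upk3b* at 0.87 and *Msln* at 0.81. So were 8 skeletal muscle markers (median 0.40, percentile 99.96), with *Acta1* at 0.77. The 16 skeletal muscle markers on the array had a median level of 5.08, close to the floor, so this is a shift of weak signals.
In the other direction, 19 genes of lipid-associated macrophages had a median of -0.41 (percentile 0), with *Atp6v0d2*, a subunit of the lysosomal proton pump that was under the floor in *Mir342* (-/-), at -1.73 or lower, the macrophage elastase *Mmp12* at -1.93 and *Gpnmb* at -1.52, while the list of 21 macrophage genes was not called (median -0.04, percentile 70.0). All 12 endothelial markers were lower (median -0.49, percentile 0), such as *Vwf* at -0.88 and the VEGF receptor *Kdr* at -0.73. The median of 22 immediate early genes was -0.27 (percentile 0.07), with *Nr4a3* at -2.06 and *Klf4* at -0.96, and that of 12 markers of smooth muscle and pericytes was -0.29 (percentile 0.28). Large decreases were in *Mmp7*, a metalloproteinase of epithelia (-3.27), and *Plet1* (-2.92), while *Cuzd1* (-3.02 or lower) and *Prom1* (-2.30 or lower) were under the floor in *Mir342* (-/-). These 4, *Nr4a3* and *Gpnmb* are among 50 genes that were at least 2-fold higher in the STD *Mir342* (+/+) array than in each of the other 3 arrays. *Fasn* and *Lep* were lowest in the same array, at 8.24 and 9.28, against 9.51 and 10.82 in STD *Mir342* (-/-).
In all, 29 genes were at least 2-fold higher and 106 at least 2-fold lower in *Mir342* (-/-). The 50 genes high in the STD *Mir342* (+/+) array are among the 106 by definition. Centring each array on its median moved the median of all genes from -0.06 to 0.05 and gave 50 higher and 72 lower, and under quantile normalization the lipogenesis list reached only percentile 94.8.

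**Figure D1:**
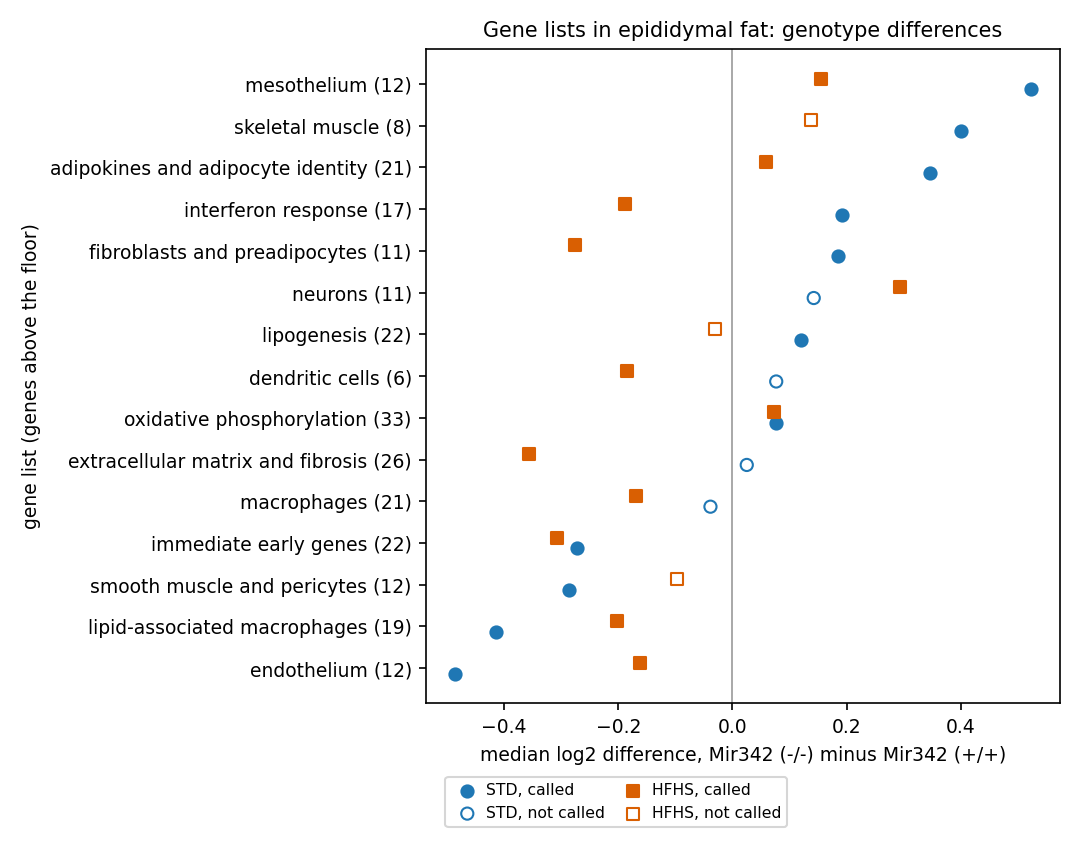
Median log2 difference of *Mir342* (-/-) minus *Mir342* (+/+) over the genes above the floor of each list that was called on STD or HFHS chow, with the number of genes in brackets, from 1 array per group. Circles stand for STD and squares for HFHS, filled where the list was called, and the lists run from endothelium (-0.49 on STD) to mesothelium (0.52 on STD).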

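On HFHS chow, fat of *Mir342* (-/-) mice held less mRNA of extracellular matrix, macrophage and immediate early genes than fat of *Mir342* (+/+) mice. Of 26 genes of extracellular matrix and fibrosis, 24 were lower and 5 at least 1.5-fold lower, with a median log2 difference of -0.36 (percentile 0). *Lum*, the gene of the collagen-binding proteoglycan lumican, was at -0.96, *Lox*, which cross-links collagen, at -0.76 and *Mmp2* at -0.71. Markers of fibroblasts and preadipocytes had a median of -0.28 (percentile 0.01), with *Col14a1* at -0.84. The medians were -0.17 for 21 macrophage genes (percentile 0.02; *Cd68* -0.31) and -0.20 for lipid-associated macrophages (percentile 0.01), where *Ctsk* was at -0.88 and *Itgax*, which encodes CD11c, at -0.56. Interferon response genes had a median of -0.19 (percentile 0.27; *Oasl2* -0.52), endothelial markers -0.16 (percentile 0.74) and 6 dendritic cell markers -0.18 (percentile 2.26; *H2-Aa* -0.47). Immediate early genes had a median of -0.31 (percentile 0), with *Fos* at -1.62, *Egr1* at -1.16 and *Ccn1* at -1.12. Oxidative phosphorylation genes (0.07, percentile 99.98), adipokines and adipocyte identity (0.06, percentile 99.5) and mesothelial markers (0.16, percentile 99.95) were called higher; against random lists not matched on expression, the adipokine list reached only percentile 97.2. Skeletal muscle markers (0.14, percentile 97.2) were not called, but were under quantile normalization (99.4), without the floor (99.8) and against unmatched lists (98.9).
Besides *Snap25*, large increases were in *Ighg3*, the constant region of an immunoglobulin G heavy chain (3.59 or more), in *Cxcl13*, which attracts B cells (2.44), and in *Jchain*, the joining chain of secreted antibodies (0.98 or more), where *Ighg3* and *Jchain* were under the floor in *Mir342* (+/+). The list of B and plasma cell markers had 3 genes above the floor, too few for a call. *Alb* was at 1.31 and *Irf4*, a transcription factor of plasma cells and adipocytes, at 0.89. *Snap25*, *Ighg3*, *Cxcl13* and *Alb* are among 6 genes that were at least 2-fold higher in the HFHS *Mir342* (-/-) array than in each of the other 3, so that 1 array sets these differences too. The largest decreases were in the lipase gene *Lipf* (-2.22), the choline transporter gene *Slc5a7* (-1.84) and *Fos*, followed by *Apod* (-1.32) and the collagen receptor gene *Mrc2* (-1.26). All of these but *Apod* are among 15 genes that were at least 2-fold higher in the HFHS *Mir342* (+/+) array than in each of the other 3, so that 1 array sets these differences. In all, 11 genes were at least 2-fold higher and 19 at least 2-fold lower.
The genotype differences of the 2 diets had a Pearson r of 0.17 across 12963 genes, which are not independent replicates. Of 135 genes that differed at least 2-fold on STD, 77 (57.0%) differed in the same direction on HFHS, no larger a share than among all genes (57.8%), and 2 genes, the immunoglobulin segments *Igkv4-70* and *Igkv15-103*, named here after their values were seen, were at least 2-fold higher on both as read; *Igkv4-70* was under the floor in both *Mir342* (+/+) arrays, so its difference on HFHS is 0.60 or more. The interferon and the fibroblast lists were called in opposite directions on the 2 diets, a difference that was not tested. In limma's additive fit, 0 genes passed an adjusted p of 0.05 for genotype, the smallest being 0.272, with 1081 under an unadjusted p of 0.05, 389 higher and 692 lower; with a trend and robust variances limma also gave 0, with 1064 unadjusted. Adjusted over the list alone, 3 of 22 immediate early genes and 2 of 19 genes of lipid-associated macrophages passed as lower. In the same way 1 of 14 inflammatory cytokine and chemokine genes passed as higher. This adjustment does not correct across the lists, and 0 of these genes passed over all genes.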

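On HFHS chow, epididymal fat of both genotypes held more mRNA of fat synthesis, macrophages and the interferon response than on STD chow. In limma's additive fit, 237 of 12963 genes passed an adjusted p of 0.05 for diet, 167 rising and 70 falling, with 2553 under an unadjusted p of 0.05. This count rests on the processing: it was 0 after quantile normalization and 0 without the floor, with 2463 and 2853 genes under an unadjusted p of 0.05, and 293 with a trend and robust variances.
Of 22 lipogenesis genes, 9 rose and 0 fell (10 higher and 2 lower when adjusted over the list alone). *Pnpla3* rose by 2.03 on the log2 scale (standard error 0.22), *Fasn* by 1.88 (0.32), *Acss2*, which activates acetate, by 1.67 (0.14) and *Dgat2* by 1.56 (0.24), with adjusted p from 0.012 to 0.048. Of 21 macrophage genes, 5 rose (16 higher and 2 lower when adjusted over the list alone), among them *Adgre1*, which encodes F4/80, by 0.94 and *Fcer1g* by 1.01. Of 21 genes of adipokines and adipocyte identity, *Sfrp5*, a secreted Wnt inhibitor, rose by 2.96 (standard error 0.43), *Npr3* by 1.39 and *Apln*, under the floor on STD, by 1.15 as read, and *Nampt* fell by 0.90 (11 higher and 2 lower when adjusted over the list alone). Of 17 interferon response genes, *Gbp3* and *Oas2* rose (12 higher and 0 lower when adjusted over the list alone). Of 19 genes of lipid-associated macrophages, *Fabp5* and *Lgals3* rose (6 higher over the list alone), of 26 extracellular matrix genes only *Col15a1* (5 higher over the list alone), and of 6 dendritic cell markers only *H2-Ab1* (3 higher and 1 lower over the list alone). Of the 10 genes with the smallest p, *Cdsn* rose by 2.48, *Aldh1a7* by 1.94, *Orm3*, an acute phase protein gene, by 1.87, *Pcbd1* by 1.83, *Fam20c*, a kinase of secreted proteins, by 1.82, *Serpina3b* by 1.64 and *Paqr9*, under the floor on STD, by 1.74 as read, while *2010106E10Rik*, under the floor on HFHS, fell by 2.78 as read, the imprinted gene *Zim1* fell by 1.77 and the mitochondrial gene *Chchd10* fell by 1.66 (standard errors 0.12 to 0.23).
Compared with random lists, 9 lists were called higher on HFHS in both genotypes. The medians in *Mir342* (+/+) and *Mir342* (-/-) were 0.65 and 0.54 for macrophages, 0.65 and 0.36 for adipokines and adipocyte identity, 0.57 and 0.37 for the interferon response, 0.55 and 0.36 for dendritic cells, 0.46 and 0.25 for the cell cycle, 0.46 and 0.31 for lipogenesis, 0.43 and 0.24 for mast cells, 0.40 and 0.23 for thermogenic fat, and 0.22 and 0.33 for inflammatory cytokines and chemokines. The mast cell and thermogenic fat genes on the array had median levels of 5.12 and 5.20, close to the floor, so these are shifts of weak signals. Without the floor, the calls of thermogenic fat (percentile 75.1) and dendritic cells (86.3) in *Mir342* (-/-) and of cytokines in *Mir342* (+/+) (96.6) were lost. Against random lists not matched on expression, the call of mast cells in *Mir342* (-/-) was lost too (96.5). Extracellular matrix genes (0.58 against 0.14), fibroblast markers (0.43 against 0.13) and oxidative phosphorylation genes (0.17 against 0.14) were called only in *Mir342* (+/+). Lipid-associated macrophages (0.28 against 0.13) and endothelium (0.29 against -0.10) were called only in *Mir342* (-/-). The difference between genotypes was not tested. The matrix and fibroblast medians in *Mir342* (+/+) share the HFHS *Mir342* (+/+) array with the lower genotype medians of these lists on HFHS. Likewise, the endothelial median in *Mir342* (-/-) shares the STD *Mir342* (-/-) array with the lower endothelial genotype median on STD. These diet and genotype results are therefore not independent of each other. Under quantile normalization the oxidative phosphorylation list was called in *Mir342* (-/-) too (percentile 98.8), and with the floor raised by 1 lipid-associated macrophages were called in *Mir342* (+/+) too (99.0), while the cytokine list was called in neither genotype (48.5 and 75.1).
In *Mir342* (+/+), 240 genes were at least 2-fold higher on HFHS and 154 lower, the 50 genes high in the STD *Mir342* (+/+) array alone among these 154 by definition, and in *Mir342* (-/-) 75 were higher and 24 lower, with 48 and 15 shared. Centring each array on its median gave 50 higher and 43 lower in *Mir342* (-/-). Of the 394 genes in *Mir342* (+/+), 363 differed in the same direction in *Mir342* (-/-), and the diet differences of the 2 genotypes had a Pearson r of 0.56 across genes. In *Mir342* (+/+), *Tmem45b* was 8.51-fold higher and *Lctl*, under the floor on STD, at least 4.02-fold higher, while *Irf4* was 14.1-fold lower and *Nr4a3* 7.48-fold lower. The epithelial genes *Mmp7* and *Cuzd1* were 11.9-fold and, with *Cuzd1* under the floor on HFHS, at least 8.09-fold lower in the same comparison. These 4 lower genes are among the 50, and the comparison shares the STD *Mir342* (+/+) array with the genotype difference on STD, so a feature of that array cannot be told apart from diet. In *Mir342* (-/-), *Hcar1*, the lactate receptor of adipocytes, was 3.50-fold higher, and *Fkbp5*, which glucocorticoids induce, was 3.27-fold lower.

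**Figure D2:**
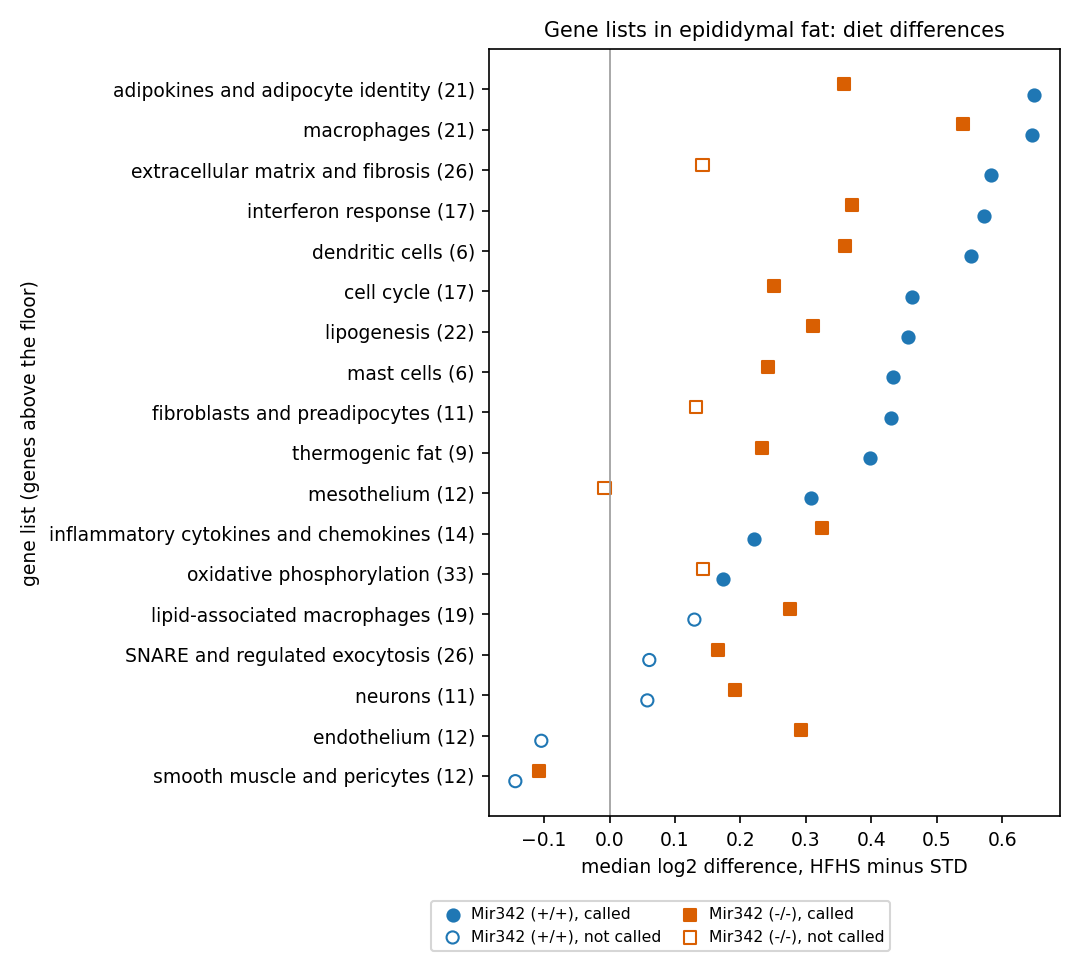
Median log2 difference of HFHS minus STD over the genes above the floor of each list that was called in *Mir342* (+/+) or *Mir342* (-/-), with the number of genes in brackets, from 1 array per group. Circles stand for *Mir342* (+/+) and squares for *Mir342* (-/-), filled where the list was called, and macrophage genes are among the highest in both (0.65 and 0.54).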

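The predicted targets of miR-342-3p in Supplementary Table 6, as a list, were not higher in *Mir342* (-/-) fat than other genes of like expression. Of 300 symbols used from that table, 279 were on the array and 231 above the floor. On STD chow, 64 of the 231 were higher in *Mir342* (-/-) and 167 lower, with a median log2 difference of -0.12 against -0.06 for all genes (percentile 0.73 among matched random lists). On HFHS chow, 83 were higher and 147 lower, with a median of -0.06 against -0.03 for all genes (percentile 5.47). Higher on both diets were 27 targets, 11.7% of the 231, where matched random lists held a median of 43 (percentile 0.125; 16.1 without the floor).
Among the 231 targets above the floor, those with the largest increase on STD were *Eef1a2*, a translation elongation factor (0.53), *S100a7a* (0.50), *Pygb*, a glycogen phosphorylase (0.50), and *Gsta4*, a glutathione transferase of lipid aldehydes (0.44). They were at 0.57, 0.56, 0.46 and 0.43 on HFHS. With *Pax7* they are the 5 targets above the floor that were at least 1.2-fold higher on both diets, a number at percentile 80.1 of the random lists. *Kmt5a* was at 0.37 on STD and -0.09 on HFHS, and the collagen gene *Col1a2* was at 0.33 on STD and -0.50 on HFHS. On STD, 12 targets above the floor were at least 1.5-fold lower and 0 higher, against 512 lower and 232 higher among all genes above the floor. Among the 12 were *Ptger4*, a prostaglandin E2 receptor (-1.09), *Sgms2*, a sphingomyelin synthase (-1.04), and *Adgrg2* (-0.82). On HFHS, 1 was at least 1.5-fold higher and 0 lower, and besides *Col1a2* the largest decreases were in *Cd180* (-0.52), *Tanc2* (-0.44), *Sgms2* (-0.44) and *Rgs4* (-0.44).
In limma's additive fit, 0 of the 231 targets passed an adjusted p of 0.05 for genotype, over all genes or adjusted over the list alone (smallest 0.576 and 0.323). Of the 231, 20 had an unadjusted p under 0.05, 5 higher and 15 lower. Among all 12963 genes 1081 did, 389 higher and 692 lower, so this count does not set the targets apart. The call on STD was lost without the floor (percentile 2.68) and with the floor raised by 1 (3.43), and on HFHS the list was called lower without the Supplementary Table 7 genes (2.44) and against random lists not matched on expression (1.55).

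**Figure D3:**
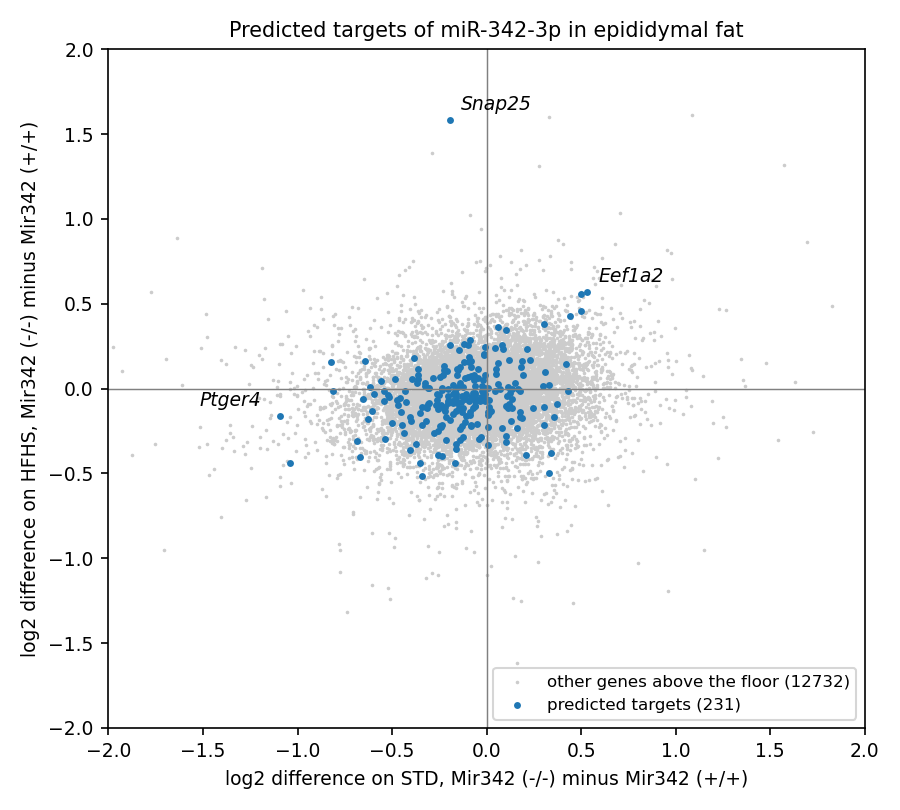
Log2 difference of *Mir342* (-/-) minus *Mir342* (+/+) on STD (horizontal) and on HFHS (vertical) for 231 predicted targets (blue) and the other genes above the floor (grey), from 1 array per group, with 19 genes outside the axes. *Snap25* stands apart from the other targets on HFHS only, *Eef1a2* is at 0.53 and 0.57, and *Ptger4* is at -1.09 on STD.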

We selected the predicted target genes of miR-342-3p from TargetScan, miRDB, Pictar and DIANA-microT v5.0 (**Supplementary Table 6**). The results of gene chip demonstrated that *Snap25* (synaptosomal-associated protein, 25kDa) was ranked as top among the genes upregulated in *Mir342* (-/-) mice fed with both STD and HFHS chow (**Supplementary Table 7**). 

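*Snap25*, which encodes a SNARE protein of vesicle exocytosis, was 3.00-fold higher in *Mir342* (-/-) than in *Mir342* (+/+) fat on HFHS chow and was not higher on STD chow. Its log2 value was 6.85 in HFHS *Mir342* (-/-), 5.27 in HFHS *Mir342* (+/+), 4.91 in STD *Mir342* (-/-) and 5.11 in STD *Mir342* (+/+), where the floor is 5.06. The log2 difference on HFHS was 1.58, rank 1 of the 231 predicted targets and rank 6 of 12963 genes above the floor, and at percentile 99.9 of the 1000 genes nearest to it in mean expression. On STD, with the *Mir342* (-/-) value under the floor, it was -0.20 as read, a ratio of 0.873, rank 148 of the 231 targets and percentile 19.7 of its neighbours. The diet difference of HFHS minus STD was 1.79 or more in *Mir342* (-/-) and 0.16 in *Mir342* (+/+). In limma's additive fit, the genotype coefficient of *Snap25* was 0.69 (standard error 0.37, adjusted p 0.613), with the unequal differences of the 2 diets counted as error.
Of 13 genes of Supplementary Table 7 examined here, whose values were seen before the data were examined, 5 lie above the floor. *Fat2*, a protocadherin, had a mean below the floor (4.79), with a log2 difference as read of 0.55 on STD and 0.68 on HFHS. The probe named *Msi1*, an RNA-binding protein of neural progenitors, was at 0.07 and 0.06, also below the floor (mean 4.89). *Grin2d* was at 0.30 and 0.49, *Ntm* at 0.38 and 0.41, *Pkp1* at 0.52 and 0.40 and *Lmx1a* at 0.44 and 0.38, all as read and with a mean below the floor. In HFHS *Mir342* (-/-), *Fat2* (5.23), *Grin2d* (5.16) and *Ntm* (5.17) read above the floor, against values under it in HFHS *Mir342* (+/+). *Hoxd9* and *Tcte1* were under the floor in both HFHS arrays. At these low levels genes as a whole were slightly higher in STD *Mir342* (-/-), by a median of 0.14 among the 1000 neighbours of *Fat2*. *Pax7*, above the floor in its mean, was at 0.30 on STD and 0.32 or more on HFHS.
Other neuronal genes were higher in the HFHS *Mir342* (-/-) array as well, by less than *Snap25*. Of 11 neuron markers above the floor, *Snap25* among them, 10 were higher in *Mir342* (-/-) on HFHS, with a median of 0.29 (percentile 100), *Syt1*, the calcium sensor of synaptic vesicles, at 0.57 or more, *Rbfox3*, which encodes NeuN, at 0.48 and *Syn1* at 0.40. On STD the same list had a median of 0.14 (percentile 83.1). The 21 neuron markers on the array had a median level of 5.10, close to the floor, so these are shifts of weak signals. In limma's fit, 0 of the 11 passed for genotype over all genes and 2 rose when adjusted over the list alone. The 26 genes of SNARE proteins and regulated exocytosis were not called on either diet, with medians of -0.11 (percentile 28.9) and 0.01 (percentile 85.8). The paper ranks *Snap25* first among the genes raised in *Mir342* (-/-) mice on both diets. By RT-qPCR it reports more *Snap25* mRNA in brain and epididymal fat of *Mir342* (-/-) mice on either diet. The STD arrays do not show this in fat, with 1 array per group, and no array covers brain. The general methods of the paper have organs taken at an older age than the fat for the arrays. The arrays and the RT-qPCR of the paper are therefore not a direct comparison. For the Western blot, its text gives SNAP25 protein in hypothalamus as reduced, not raised. In its reporter assay, a *Mir342* mimic lowered the activity of the *Snap25* 3'-UTR but not of a mutated one. It concludes that *Snap25* is a target of miR-342-3p.

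**Figure D4:**
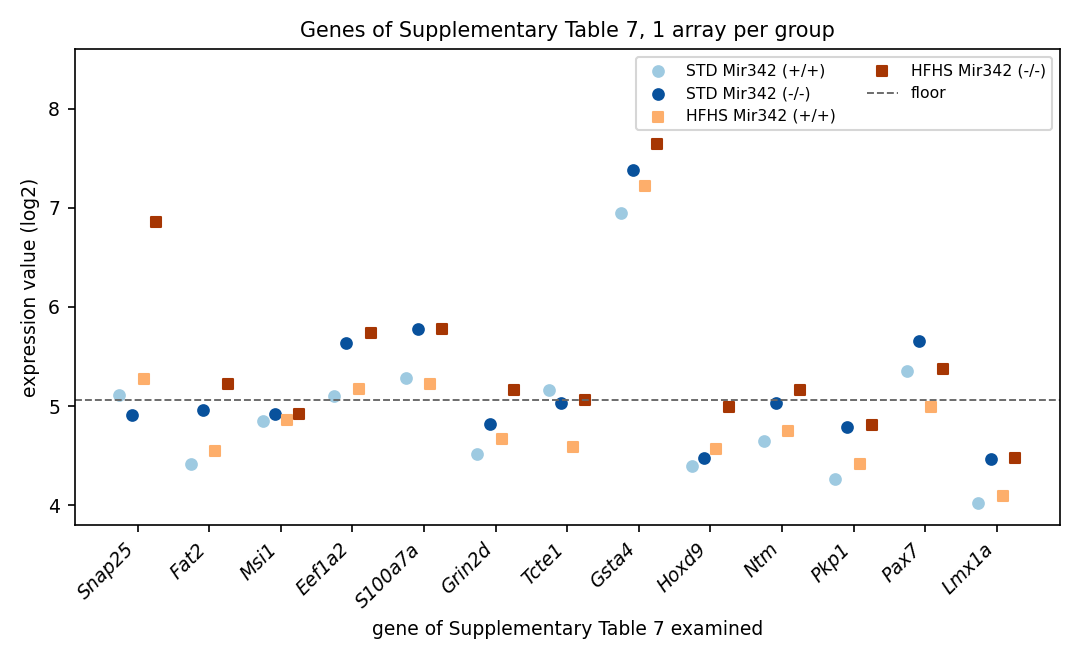
Log2 expression value of the 13 genes of Supplementary Table 7 examined here in each of the 4 arrays, with the floor of 5.06 as a dashed line. Circles stand for STD and squares for HFHS, dark for *Mir342* (-/-) and light for *Mir342* (+/+), and *Snap25* reaches 6.85 in HFHS *Mir342* (-/-) alone.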

We performed RT-qPCR of top-ranked 3 mRNAs including *Snap25*, *Fat2*, and *Msi1*. In addition, we also check the expression of *Nhlh2*, since it was reported as hypothalamic basic helix-loop-helix transcription factor and the deletion of *Nhlh2* in mice displays adult-onset obesity (15) (**Figure 6**). We confirmed that *Snap25* mRNA increased in both brain and epididymal adipose tissues in *Mir342 (-/-)* mice fed with STD and HFHS chow (**Figure 6A**), while other 3 genes were not altered by the deletion of *Mir342* in brain tissues (**Figure 6D**). Western blot analyses further confirmed that protein expression of SNAP25 was reduced in hypothalamus (**Figure 6B** and **Supplementary Figure 4**). Finally, luciferase reporter assay demonstrated that the transfection of *Mir342* mimic reduced the luciferase activity of pmirGLO*-Snap25* WT 3’-UTR. The luciferase activity of pmirGLO-*Snap25* MT 3’-UTR was not altered by the co-transfection of *Mir342* mimic (**Figure 6C**).

**Figure 6:**
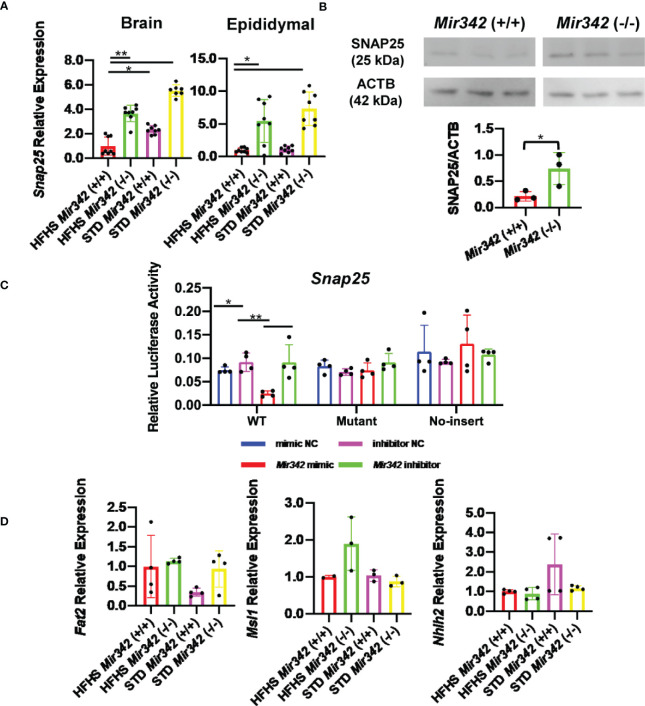
The expression and reporter assay of Snap25 (synaptosomal-associated protein, 25kDa). (A) Relative mRNA expression of Snap25 normalized by Rplp0 and Rn18s in brain and epididymal fat tissues detected by RT-qPCR. (B) Western blot analyses and quantification of SNAP25 protein levels in hypothalamus. (C) Dual-luciferase reporter assay. pmirGLO-Snap25 WT 3’-UTR, pmirGLO-Snap25 MT 3’-UTR, and pmirGLO no-insert control plasmids were cotransfected with Mir342 mimic, Mir342 inhibitor, negative control siRNA (mimic NC), inhibitor negative control (inhibitor NC) into HEK293T cells, respectively. (D) The expression of predicted target genes (Fat2, Msi1 and Nhlh2) in brain. Data are analyzed by independent t-test or one-way ANOVA with a Tukey test. All data are presented as mean ± SD (*p < 0.05; **p < 0.01).

## Discussion

*Mir342* was highly upregulated by HFHS chow in brain in mice, and the striking feature of *Mir342* (-/-) mice fed with HFHS is that they were resistant to development of obesity and T2D. The food intake was reduced in *Mir342* (-/-) mice fed with HFHS and the STAT3 activation of NPY orexigenic neurons was suppressed. By high throughput sequencing, arcuate and paraventricular nuclei were defined by abundant expression of *Mirlet7*, *Mir7*, *Mir9*, and *Mir30* gene families (16), while *Mirlet7a*, *Mir9*, *Mir30b*, *Mir100a*, and *Mir145* were altered by caloric restriction and high-fat diet in hypothalamus (17). The specific knockdown of *Mir7* and knockout of *Mir17-Mir92* in POMC neurons aggravated diet-induced obesity in females and males, respectively (18). In current investigation, we firstly demonstrate the expression of *Mir342* in neurons in arcuate nucleus by *in situ* hybridization and functional relevance in control of appetite and satiety. Intriguingly, STD chow intake was not altered, while HFHS chow intake was reduced by the genetic deletion of *Mir342*. It suggested the roles of *Mir342* and *Evl* in the appetite control for the lipid and sugar rich diet by the alter the development and activation of NPY/POMC progenitors (**Supplementary Figure 10**). We performed RT-qPCR for miR-342-3p in hypothalamus and ventral midbrain region including ventral tegmental area and substantial nigra; however, we did not check the status of dopaminergic neurons in ventral midbrain region in *Mir342* (-/-) mice fed with HFHS. To further confirm whether the inhibition of miR-342-3p is a new therapeutic modality to control appetite and satiety in obesity, the experiments with neuron specific *Mir342* knockout and transgenic mice, and direct injection of miR-342-3p mimic and antagomir are required.

Another major site of *Mir342* expression is adipose tissue. The upregulated expression of *Mir342* in white adipose tissue was reported in diet-induced obese mice (19) and ob/ob mice (20) and also in the patients with HIV-induced lipodystrophy (21). miR-342-3p promotes the adipogenesis in mesenchymal stem cells by suppressing CtBP2 and releasing C/EBPα from CtBP2 binding (22). In the female patients with T2D and impaired fasting glucose (IFG), miRNAs including miR-342-3p were upregulated and *in silico* enrichment analyses suggested the 11 top differentially expressed miRNAs possibly involved in oxidative stress, inflammation and insulin signaling (23). In our study, miR-342-3p was prominently expressed in SVF of epididymal adipose tissue and we were interested in the status of inflammation. However, the gene expression of *Il6*, *Il1b* and *Tnf* were not altered in epididymal adipose tissues.

Epigenetic silencing of *MIR342* and its host gene *EVL* by DNA methylation was reported in colorectal cancer (13, 24, 25), multiple myeloma (26), and B cell lymphoma (27) from the patients. CpG island is located at the promotor region of *EVL* gene, while the expression of *EVL* and intronic miR-342-3p is coregulated in parallel. The DNA methylation of CpG island causes the reduction of miR-342-3p, which is resulted in failure to operate tumor suppressor function by inhibiting pro-survival autophagy by targeting *MAP1LC3B* and *DNMT1* in B cell lymphoma (27). In various tissues of *Mir342* (+/+) mice fed with HFHS chow, the expression of *Evl* and miR-342-3p upregulated in parallel and both genes demonstrated tight co-expression. *EVL* gene is suppressed in colon cancer cells and associated with a dense methylation of CpG island in the 5’-UTR region of *EVL*, which is known as tumor suppressor gene (13). In contrast to previous studies, genomic DNAs in *Mir342* (+/+) mice fed with STD and HFHS were demethylated throughout the CpG island located at 293-585 from TTS of *Evl* gene. However, the flanking regions of *Mir342* were highly methylated. It has been reported that miRNA biogenesis is enhanced by DNA methylation in the regions flanking the miRNA coding sequence (14). It suggested that transcriptional activity of *Evl* and *Mir342* under HFHS chow are differentially regulated by site-specific DNA methylation in the brain. EVL also involves in the actin cytoskeleton formation and multiple actin-dependent process such as axonal morphogenesis and neurites formation (28). One can speculate that the upregulation of *Evl* in neurons and adipose tissue macrophages may alter the neuronal function and motility of macrophages by facilitating the actin cytoskeletal formation, respectively. However, in current investigation, the *Evl* expression was maintained in brain and adipose tissues from *Mir342* (-/-) mice fed with HFHS chow, the roles of *Evl* in obesity and T2D remains unexplored.

In current investigation, we identified *Snap25* as one of the major target genes of miR-342-3p. *Snap25* is an important component of the soluble N-ethylmaleimide-sensitive factor attachment protein (SNARE) complex, contributes formation of 2 out of 4 α helices of the complex, and regulates the membrane fusion during the process of exocytosis (29). The SNARE-mediated fusion such as exocytic fusion and synaptic transmission involved vesicle-associated membrane protein-2 (VAMP2), SNAP25, and syntaxin-1, which are sufficient to fuse membranes *in vitro* experiments (30). *Snap25* is developmentally regulated in neuroendocrine cells and SNAP25a precedes SNAP25b in the development of mouse brain, and SNAP25b becomes major splicing variant at the 2^nd^ postnatal week (31). SNAP25b containing SNARE complexes demonstrate a higher degree of stability associated with increased numbers of pooled and primed vesicles (32). *Snap25b* deficient mice fed with HFHS diet demonstrated exacerbated hyperglycemia, liver steatosis, adipocyte hypertrophy, and reduced expression of pSTAT3 in hypothalamic samples (33), suggesting reduction of SNARE complex stability tightly linked to the obesity and diabetes phenotypes (29). In human studies, *SNAP25* gene single nucleotide polymorphism (SNP, rs362551) associated with severity of metabolic syndrome and type 2 diabetes (34). In addition, SNAP25 interacting protein such as syntaxin-1 SNPs were also associated with obesity (35) and type 2 diabetes (36). Prominent upregulation of miR-342-3p and subsequent reduction of *Snap25* expression in neurons in hypothalamus may link to the instability of SNARE complexes and impairment of neurotransmission.

Taken together, upregulation of *Mir342* and its host gene *Evl* in brain and adipose tissues tightly links to the metabolic syndrome phenotype of HFHS chow induced obesity mice. Percentage activated NPY^+^pSTAT3^+^ neurons were reduced while POMC^+^pSTAT3^+^ neurons increased in *Mir342* (-/-) mice, and they demonstrated the reduction of food intake and amelioration of metabolic phenotypes. We also identified that the major target gene of miR-342-3p is *Snap25* and the functional impairment of SNARE complexes in arcuate nucleus neurons may link to the excess of food intake under HFHS chow. The future studies are necessary to validate the beneficial effects of miR-342-3p antagomir by proof of concept (POC) study using the disease animal models.

### Limitation of Study

In this study, we demonstrated *Mir342* and *Evl* are co-expressed in the central nervous system and adipose tissues, and they were highly upregulated by HFHS chow in C57BL/6JJcl mice. The functional roles of *Mir342* in obesity were demonstrated in the study by investigating *Mir342* (-/-) mice, however, the expression of *Evl* was maintained in *Mir342* (-/-) mice and role of *Evl* in obesity and T2D remains elusive. We examined the expression of miR-342-3p in the sera, exosomes, and various tissues, however, inter-organ communication was not clearly demonstrated, since we did not inject the labeled miR-342-3p into the animal model. The transcriptional regulation of miRNAs is not fully understood, and we did not find out the transcription factors which regulated the expression of *Mir342* and *Evl*. We mainly investigated the major mature form of *Mir342*, *i.e.*, miR-342-3p, however, minor mature form of miR-342-5p may have a role in obesity and T2D.

## Data Availability Statement

The raw data supporting the conclusions of this article will be made available by the authors, without undue reservation. RNA sequencing and mRNA microarray data generated in this study is available at GEO: GSE61959 and GSE163880.

## Ethics Statement

The observational clinical study was approved by Okayama University Graduate School of Medicine, Dentistry and Pharmaceutical Sciences and Okayama University Hospital, Ethics Committee (#1708-045). The patients/participants provided their written informed consent to participate in this study. All animal experiments were approved by the Animal Care and Use Committee of the Department of Animal Resources, Advanced Science Research Center, Okayama University (OKU-2015547, 2016030, 2016203, 2018477, and 2018480).

## Author Contributions

DZ, SY, TH, AK, and JW designed the project and experiments and wrote the manuscript. DZ, SY, XZ, BY, NK, RS, and HA performed animal experiments and analyzed and interpreted data. AN and JE performed culture experiments and molecular biology experiments. TH and AK performed immunohistochemistry of brain tissue. SY, NK, AN, JE, and JW designed clinical study using human serum samples. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by a Grant-in-Aid for Scientific Research (B) 19H03675, Japan Agency for Medical Research and Development (AMED, grant no: 17ek0210095h0001, 20ek0109445h0001).

## Conflict of Interest

JW receives speaker honoraria from Astra Zeneca, Daiichi Sankyo, MSD, Novartis, Tanabe Mitsubishi, Taisho Toyama and receives grant support from Baxter, Chugai, Dainippon Sumitomo, Ono, Teijin.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Upregulation of Mir342 in Diet-Induced Obesity Mouse and the Hypothalamic Appetite Control
**Source:** Front Endocrinol (Lausanne). 2021 Aug 30;12:727915. doi: 10.3389/fendo.2021.727915
**Supplement:** Supplementary file 2

Supplementary Figure 1

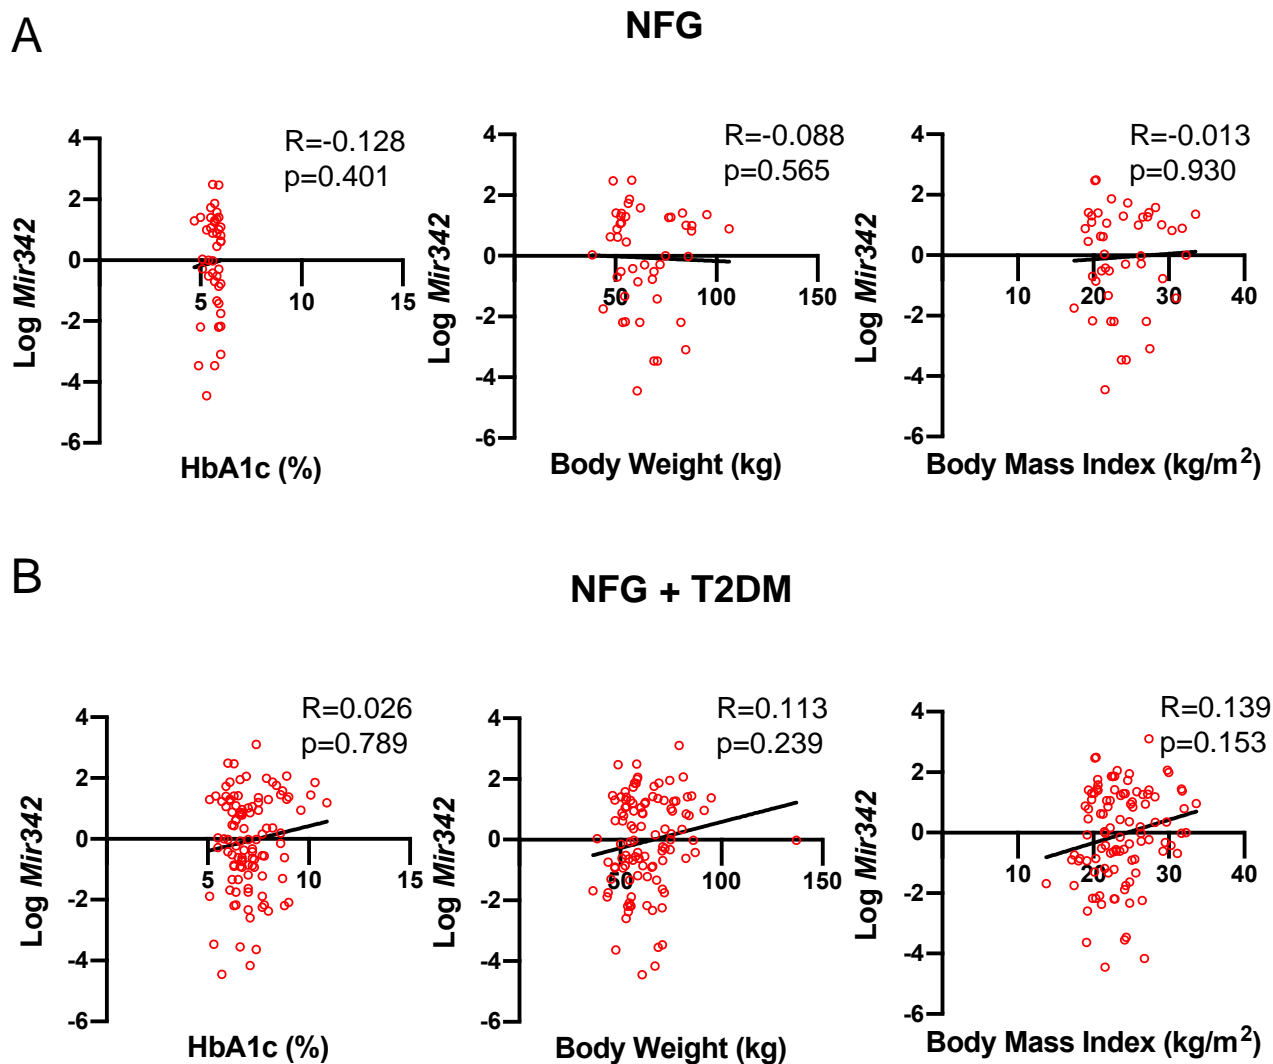

Supplementary Figure 1. (A) The correlations between Log *Mir342* with HbA1c ($R=-0.128$, $p=0.401$), body weight ($R=-0.088$, $p=0.565$) and body mass index ($R=-0.013$, $p=0.930$) in normal fasting glucose (NFG) ($n=45$). (B) The correlations between Log *miR-342-3p* (Log *Mir342*) with HbA1c ($R=0.026$, $p=0.789$), body weight ($R=0.113$, $p=0.239$) and body mass index ($R=0.139$, $p=0.153$) in NFG and the patients with type 2 diabetes (T2D) ($n=110$).

Supplementary Figure 2

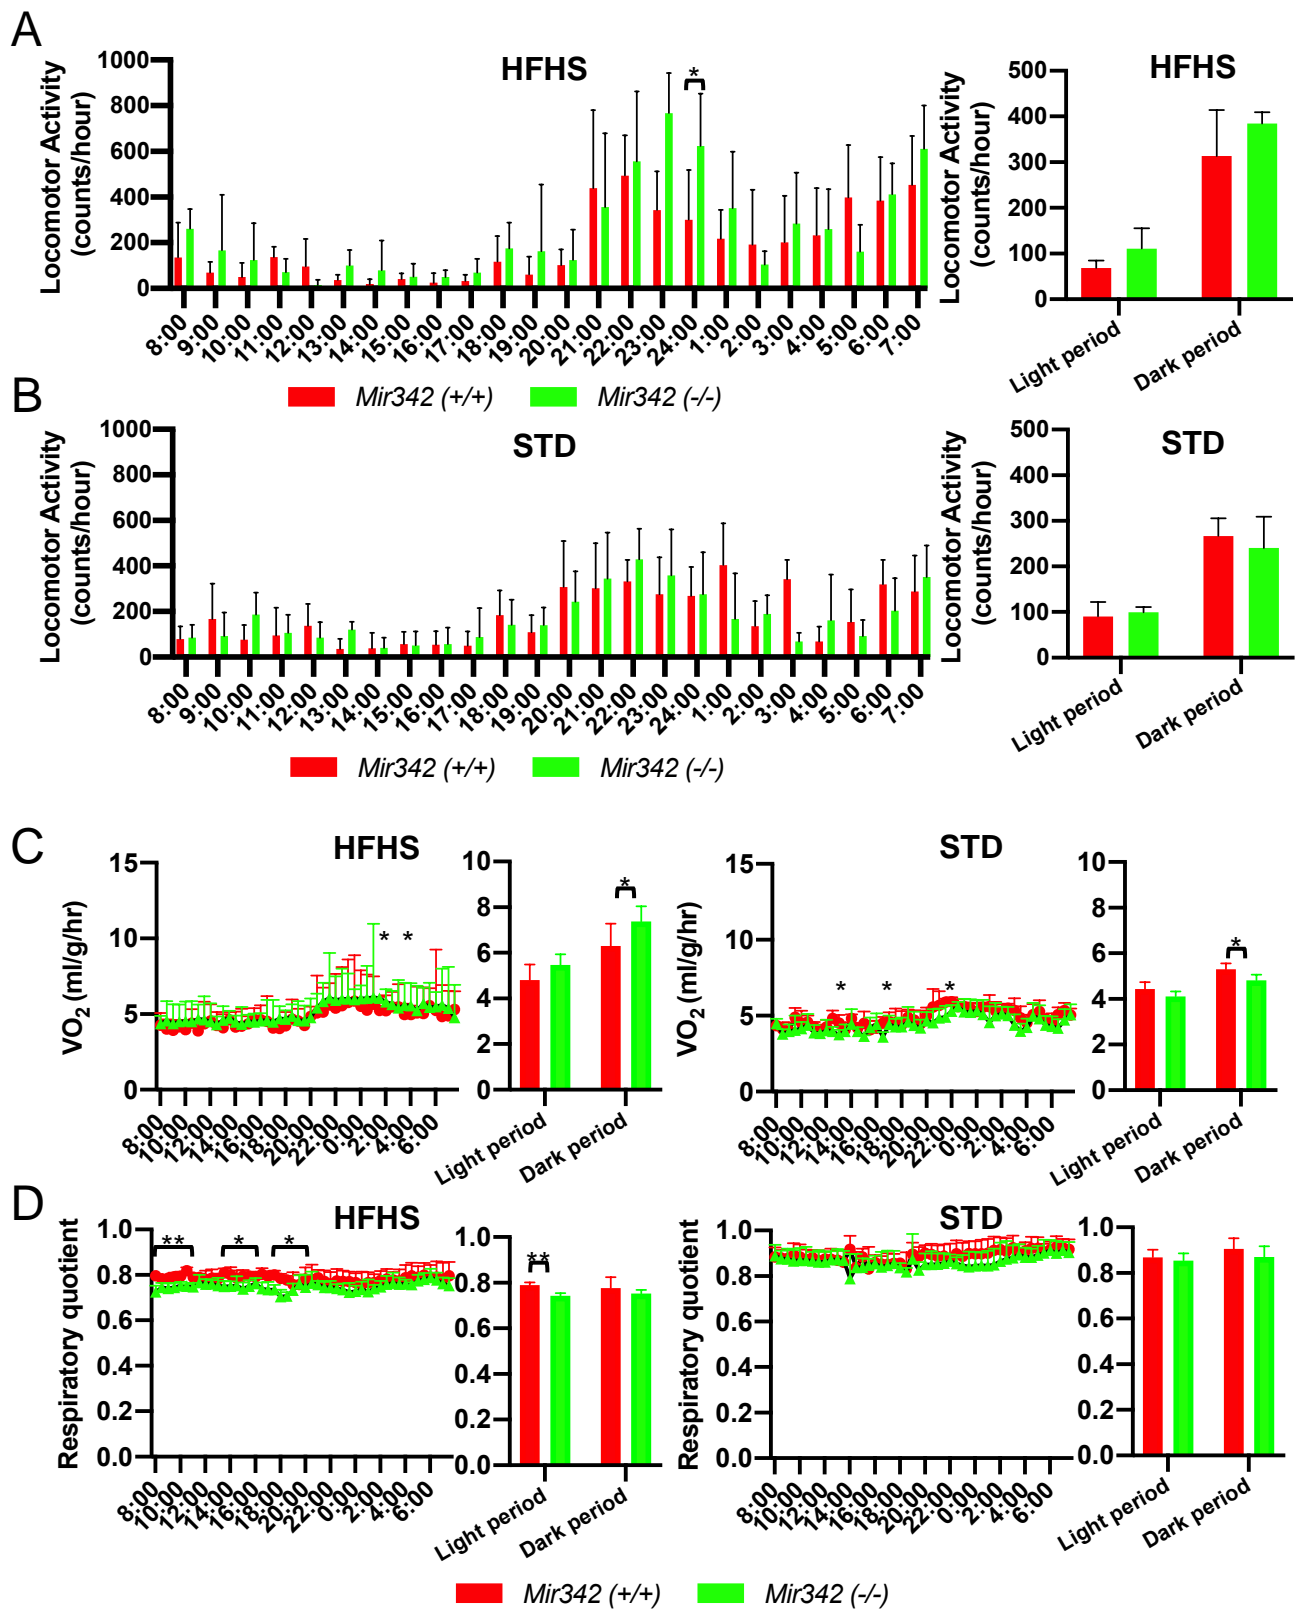

Supplementary Figure 2. Locomotor activity and basal metabolic rate. **(A)** Locomotor activity in *Mir342* (+/+) and *Mir342* (-/-) mice fed with high fat-high sucrose (HFHS) chow (n=4). **(B)** Locomotor activity in *Mir342* (+/+) and *Mir342* (-/-) mice fed with standard (STD) chow (n=4). **(C)** Oxygen consumption rate (VO₂) in *Mir342* (+/+) and *Mir342* (-/-) mice fed with HFHS and STD chow (n=4). **(D)** Respiratory quotient (RQ) *Mir342* (+/+) and *Mir342* (-/-) mice fed with HFHS and STD chow (n=4). Data shown as mean $\pm$ SD and analyzed by independent *t*-test (*p<0.05, **p<0.01).

Supplementary Figure 3

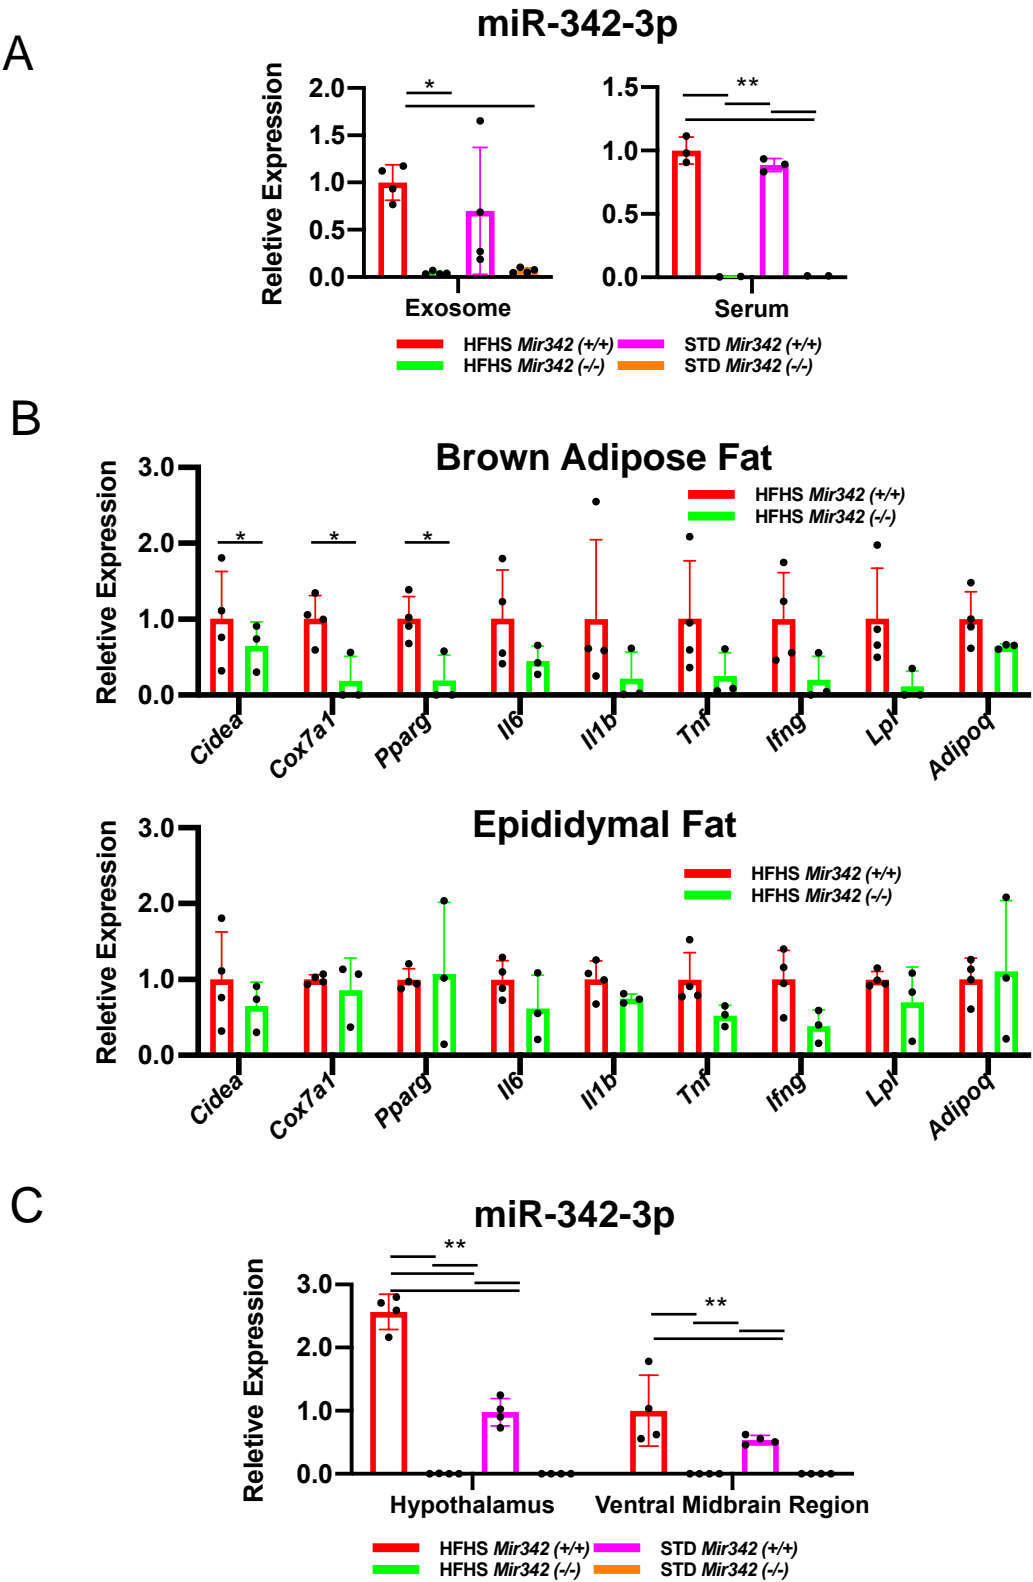

Supplementary Figure 3. Quantitative RT-PCR in serum and various tissues. **(A)** Concentration of miR-342-3p in exosome and total serum (normalized to snoRNA202 and snoRNA234 or cel-mir-39). Data analyzed by one-way ANOVA with a Tukey test. **(B)** Relative gene expression of various genes in brown adipose and epididymal adipose tissues (normalized to *Rplp0* and *Rn18s*) in HFHS chow. **(C)** Concentration of miR-342-3p in hypothalamus and ventral midbrain region (normalized to snoRNA202 and snoRNA234). Data shown as mean $\pm$ SD and analyzed by independent *t*-test (* $p < 0.05$, ** $p < 0.01$).

Supplemental Figure 4

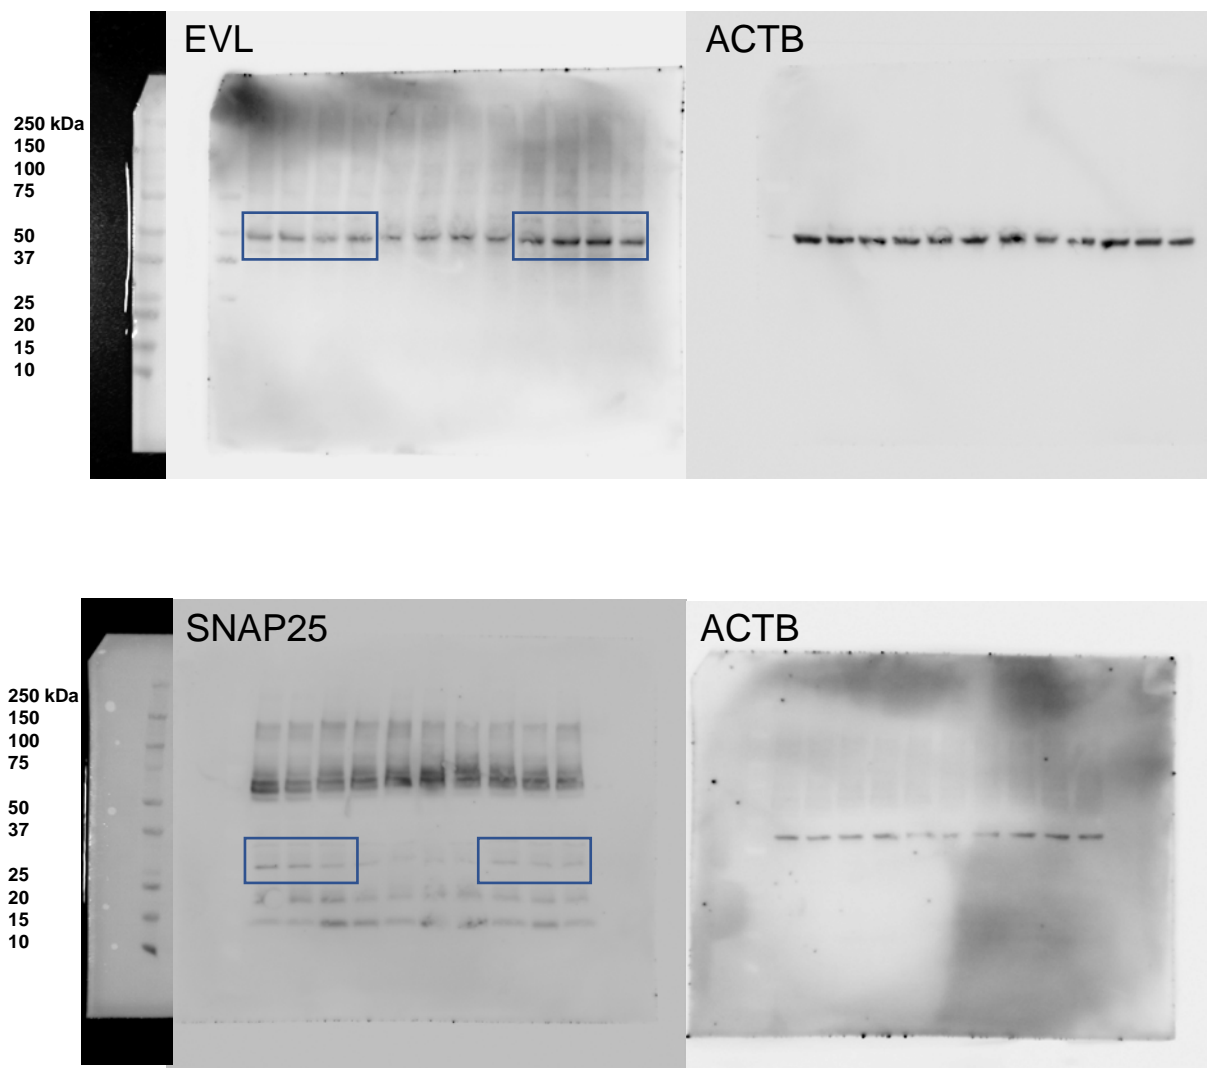

Supplementary Figure 4. Uncropped Western blot images of Enabled / Vasodilator-stimulated phosphoprotein (EVL), β -actin (ACTB) and synaptosomal-associated protein, 25kDa (SNAP25).

Supplementary Figure 5

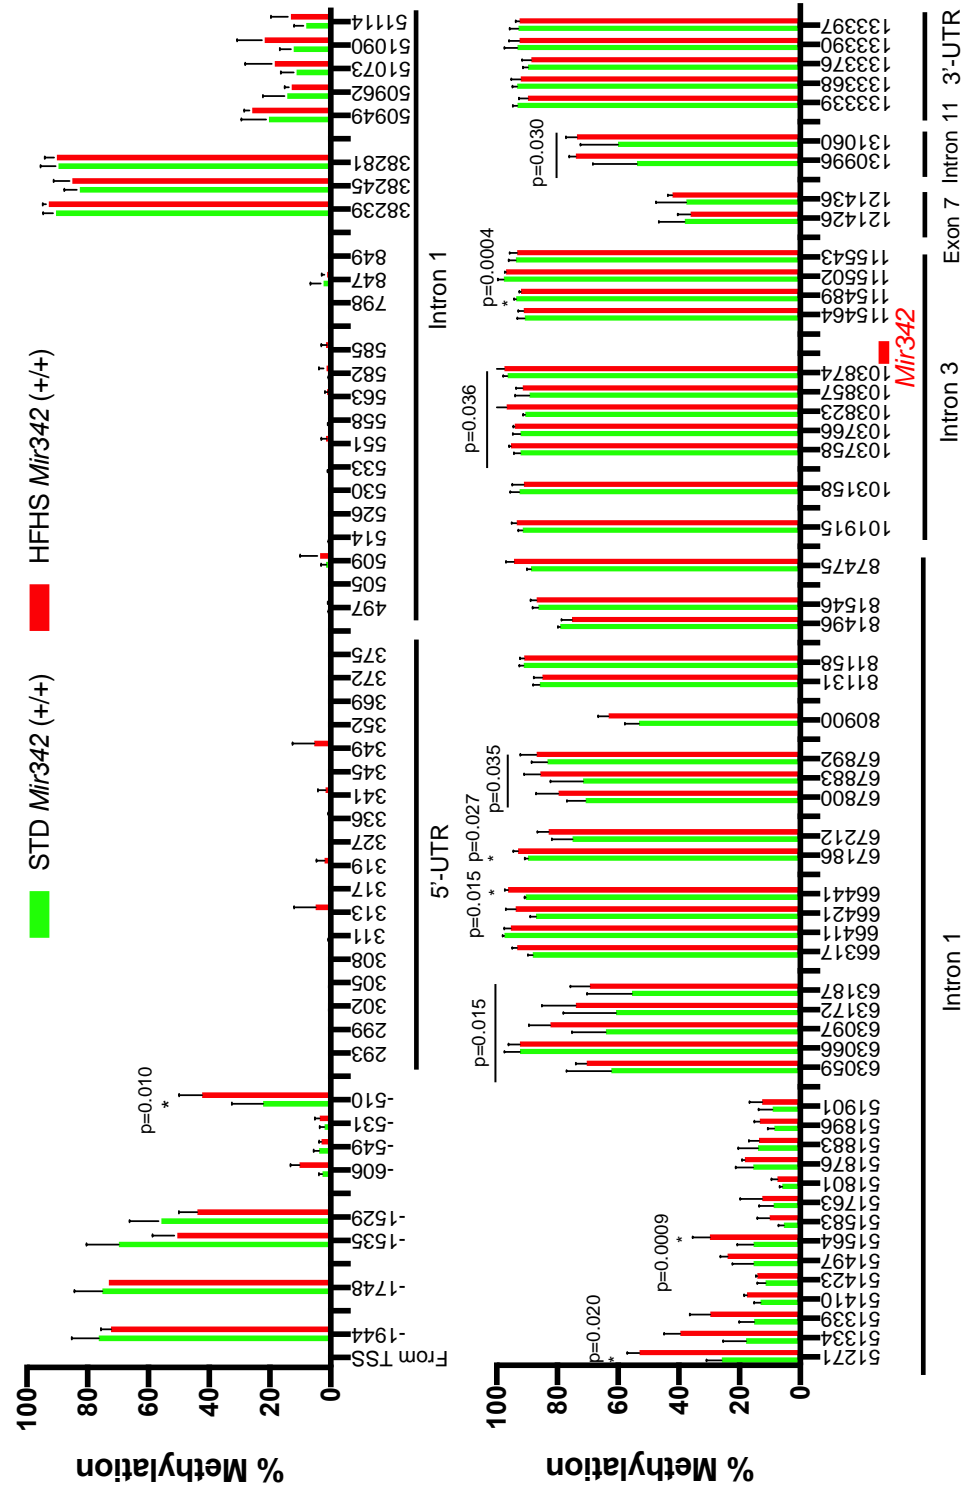

Supplementary Figure 5. Methylation status of *EVI* gene. Data shown as mean $\pm$ SD. Fisher's exact test was applied at each CpG site, and Mann-Whitney *U* test was used by NGS methylation assay (* $p<0.05$).

Supplementary Figure 6

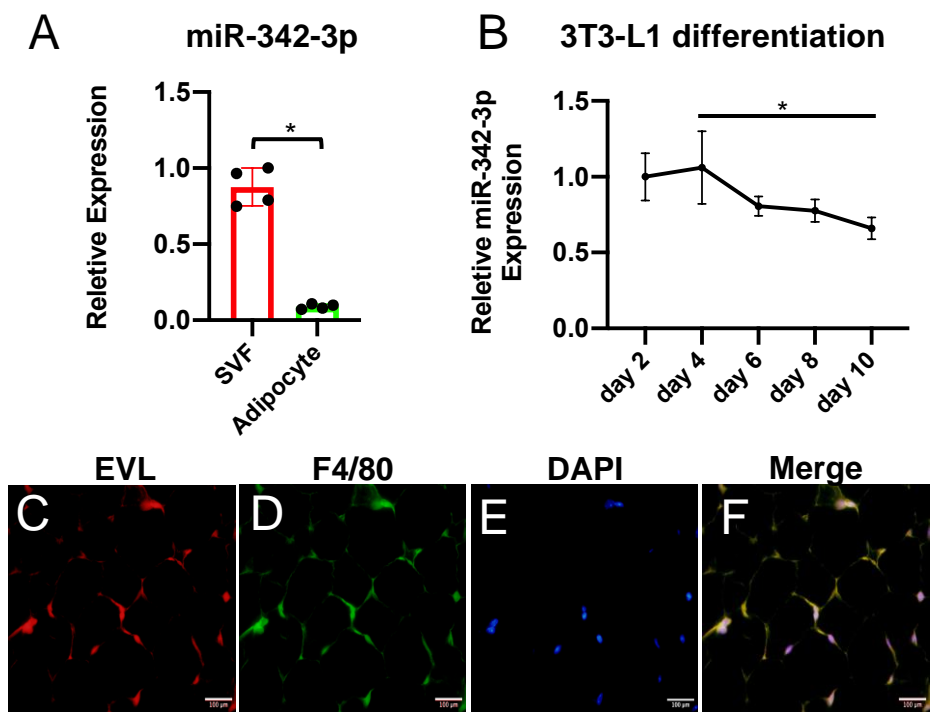

Supplementary Figure 6. Expression of *Mir342* in adipose tissues. **(A)** Levels of mmu-miR-342-3p in stromal vascular fraction (SVF) and mature adipocyte (n=4). **(B)** Expression of mmu-miR-342-3p declined during the differentiation of 3T3-L1 cells. **(C-F)** Triple immunostainings of EVL (C, red), F4/80 (D, green) and DAPI (E, blue) in epididymal adipose tissue derived from *Mir342* (+/+) mice are shown. Data shown as mean $\pm$ SD and analyzed by independent *t*-test (*p<0.05).

Supplementary Figure 7

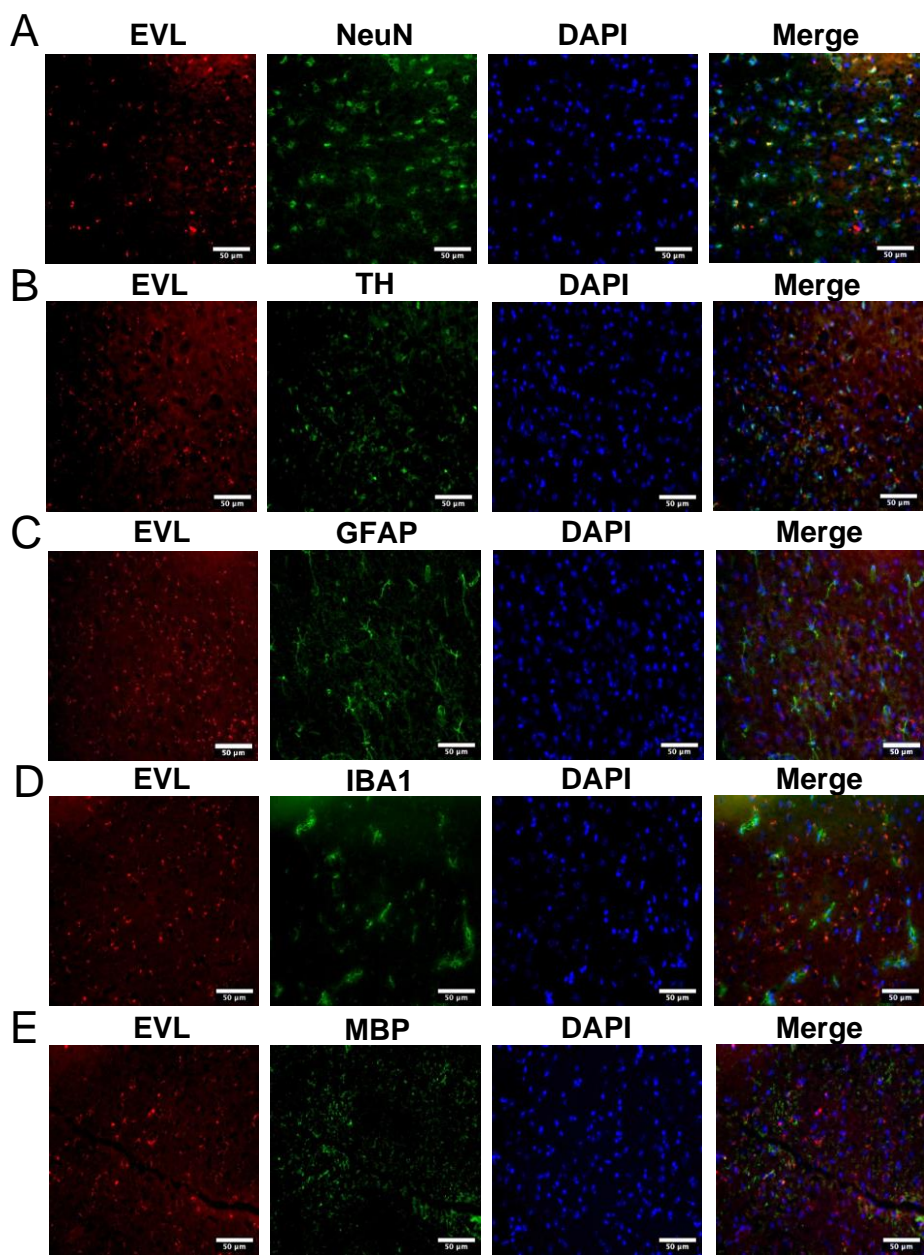

Supplementary Figure 7. Double immunostaining for EVL with various neuron and glial cell markers in cerebral cortex in *Mir342* (+/+) mice. EVL (red) staining with (A) NeuN (neuronal nuclei), (B) TH (tyrosine hydroxylase), (C) GFAP (glial fibrillary acidic protein), (D) IBA1 (ionized calcium binding adaptor molecule 1), (E) MBP (myeline basic protein), and DAPI (blue).

Supplementary Figure 8

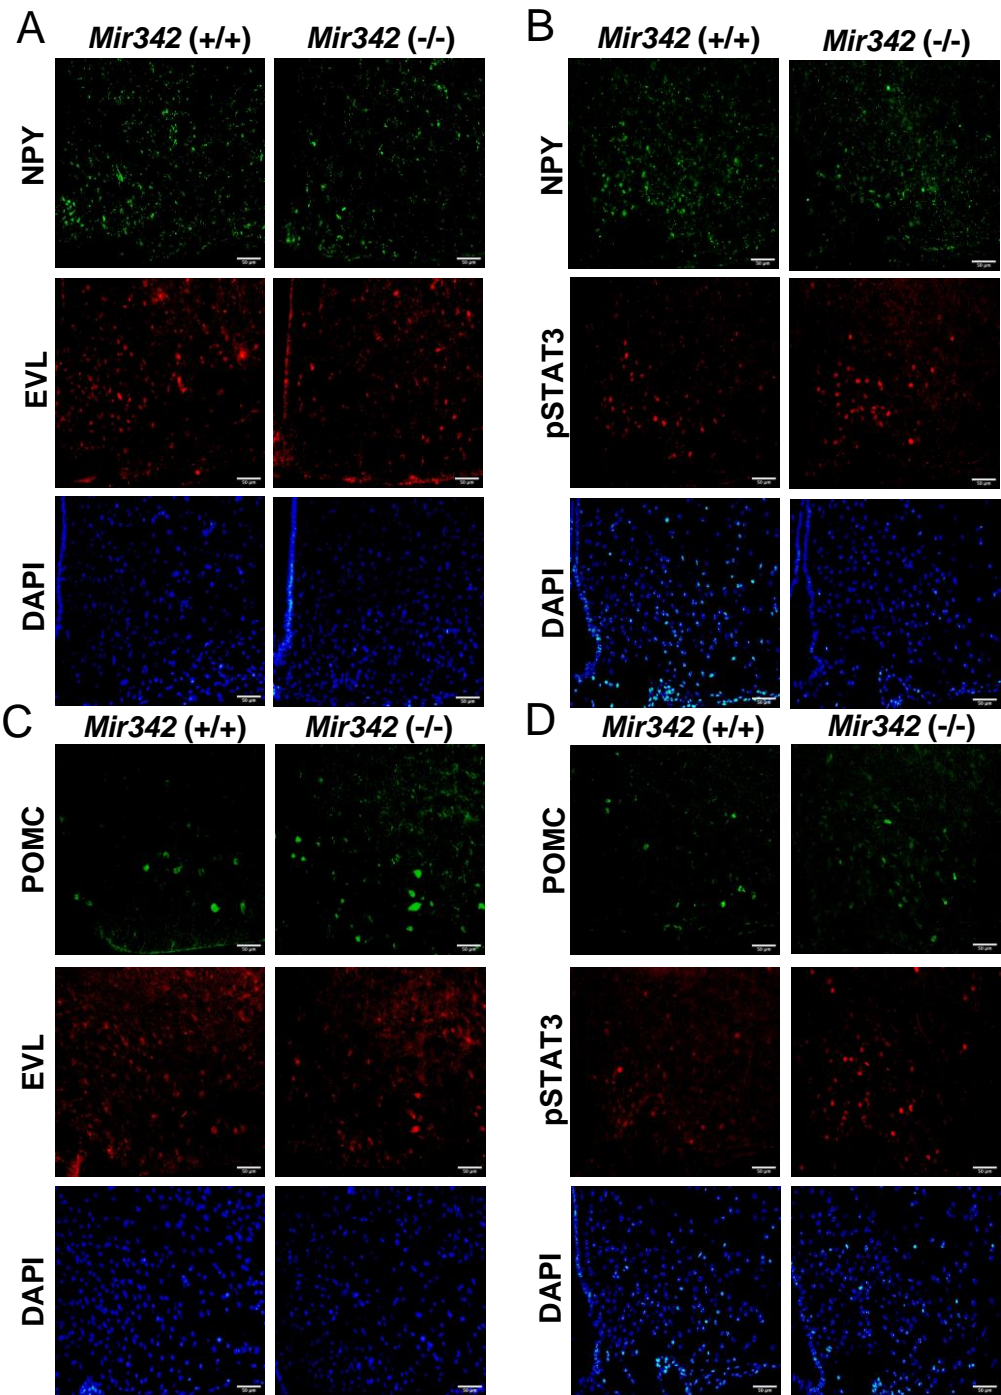

Supplementary Figure 8. Immunostaining of EVL, Neuropeptide Y (NPY), proopiomelanocortin (POMC), and phosphorylated signal transducer and activator of transcription 3 (pSTAT3) in hypothalamus derived from *Mir342* (+/+) and *Mir342* (-/-) mice fed with HFHS chow. (A) Immunostaining of EVL (red), NPY (green), and DAPI (blue). (B) Immunostaining of pSTAT3 (red), NPY (green), and DAPI (blue). (C) Immunostaining of EVL (red), POMC (green), and DAPI (blue). (D) Immunostaining of pSTAT3 (red), POMC (green), and DAPI (blue).

Supplementary Figure 9

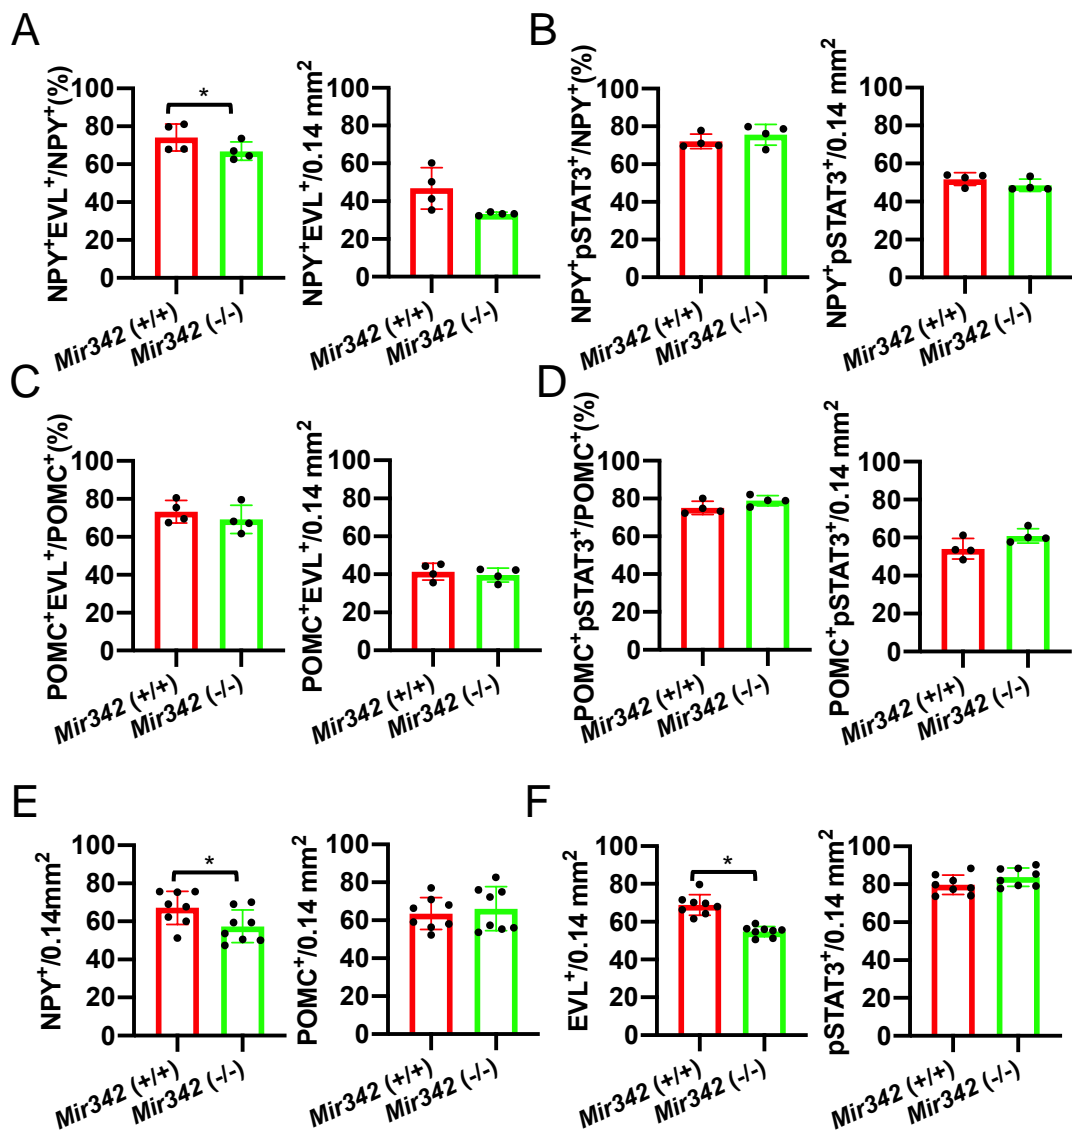

Supplementary Figure 9. The activation of NPY and POMC neurons by leptin injection in mice fed with STD chow. (A) The percentage and total numbers of NPY⁺EVL⁺ cells are shown. (B) The percentage and total numbers of NPY⁺pSTAT3⁺ cells are shown. (C) The percentage and total numbers of POMC⁺EVL⁺ cells are shown. (D) The percentage and total numbers of POMC⁺pSTAT3⁺ cells are shown. (E) Average cell numbers of NPY⁺ (n=8) and POMC⁺ (n=8) cells detected in hypothalamus. (F) Average cell numbers of EVL⁺ (n=8) and pSTAT3⁺ (n=8) cells detected in hypothalamus. Data shown as mean ± SD and analyzed by independent t-test (*p<0.05).

Supplementary Figure 10

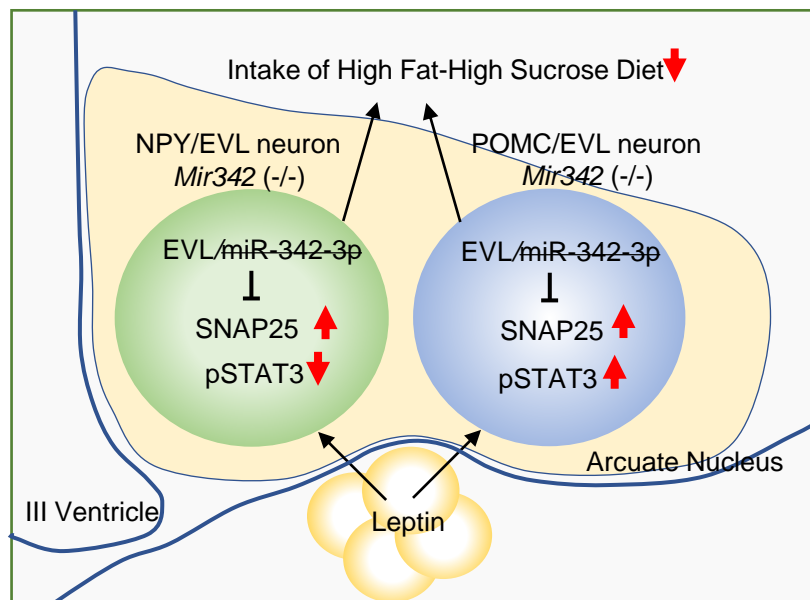

Supplementary Figure 10. Schematic drawing of mechanism of reduced food intake in *Mir342* (-/-) mice. miR-342-3p and its host gene *Evl* are highly upregulated in arcuate nucleus neurons. *Mir342* knockout mice showed reduced NPY+pSTAT3+ and increased POMC+pSTAT3+ hypothalamic neurons and were protected from diet-induced obesity and diabetes. The inhibition of miR-342-3p may be beneficial in appetite control in obesity.

# Supplementary material for: Upregulation of Mir342 in Diet-Induced Obesity Mouse and the Hypothalamic Appetite Control
**Source:** Front Endocrinol (Lausanne). 2021 Aug 30;12:727915. doi: 10.3389/fendo.2021.727915
**Supplement:** Supplementary file 3

Supplementary Table 1. RNA sequencing data of sera, liver and epididymal fat tissues in C57BL/6J mice fed with standard (STD) and high fat-high sucrose chow (HFHS).

miRBase Name	miRBase Accession	LINK	s1(Serum-High fat high sucrose chow)	s2(Liver-High fat high sucrose chow)	s3 (Epididymal fat-High fat high sucrose chow)	s5 (Serum-Normal chow)	s6 (Liver-Normal chow)	s7 (Epididymal fat-Normal chow)	Total	s1/s5	s2/s6	s3/s7
mmu-mir-22	MI0000570	miRBase LINK	338,851	3,965,596	4,079,202	420,007	4,183,928	2,763,563	15,751,147	0.807	0.948	1.476
mmu-mir-10b	MI0000221	miRBase LINK	54,948	1,404	2,277,812	74,813	2,390	2,626,307	5,037,674	0.734	0.587	0.867
mmu-mir-143	MI0000257	miRBase LINK	26,388	278,402	2,360,422	31,475	452,685	2,327,301	5,476,673	0.838	0.615	1.014
mmu-mir-30a	MI0000144	miRBase LINK	138,290	1,092,020	1,250,491	195,513	1,174,404	1,551,606	5,402,324	0.707	0.930	0.806
mmu-mir-10a	MI0000685	miRBase LINK	43,250	244,759	1,008,625	60,325	314,615	935,762	2,607,336	0.717	0.778	1.078
mmu-mir-26a-2	MI0000706	miRBase LINK	20,875	307,684	793,505	25,269	366,153	780,703	2,294,189	0.826	0.840	1.016
mmu-mir-26a-1	MI0000573	miRBase LINK	20,871	307,545	793,290	25,267	365,994	780,582	2,293,549	0.826	0.840	1.016
mmu-let-7f-2	MI0000563	miRBase LINK	16,610	684,828	778,838	25,149	593,665	604,641	2,703,731	0.660	1.154	1.288
mmu-let-7f-1	MI0000562	miRBase LINK	11,642	621,181	731,371	17,964	543,185	572,647	2,497,990	0.648	1.144	1.277
mmu-mir-21	MI0000569	miRBase LINK	33,913	675,905	833,457	57,300	872,282	459,536	2,932,393	0.592	0.775	1.814
mmu-mir-181a-1	MI0000697	miRBase LINK	50,781	54,617	675,748	91,806	53,250	380,583	1,306,785	0.553	1.026	1.776
mmu-mir-181a-2	MI0000223	miRBase LINK	50,960	54,780	672,973	92,313	53,412	380,437	1,304,875	0.552	1.026	1.769
mmu-mir-378	MI0000795	miRBase LINK	37,243	237,812	234,917	55,688	171,521	366,144	1,103,325	0.669	1.386	0.642
mmu-let-7c-2	MI0000560	miRBase LINK	72,776	164,719	345,608	118,692	170,389	313,353	1,185,537	0.613	0.967	1.103
mmu-let-7c-1	MI0000559	miRBase LINK	72,525	161,513	342,882	118,216	167,212	311,496	1,173,844	0.613	0.966	1.101
mmu-mir-126	MI0000153	miRBase LINK	13,581	210,617	507,382	15,175	201,422	301,182	1,249,359	0.895	1.046	1.685
mmu-mir-148a	MI0000550	miRBase LINK	10,609	903,788	326,358	11,294	998,441	270,135	2,520,625	0.939	0.905	1.208
mmu-let-7a-1	MI0000556	miRBase LINK	22,232	229,736	311,658	32,557	244,268	263,340	1,103,691	0.683	0.941	1.183
mmu-let-7a-2	MI0000557	miRBase LINK	22,147	227,308	310,107	32,488	242,059	262,321	1,096,430	0.682	0.939	1.182
mmu-mir-30d	MI0000549	miRBase LINK	86,140	170,538	352,452	146,223	200,896	251,104	1,207,353	0.589	0.849	1.404
mmu-mir-30c-2	MI0000548	miRBase LINK	45,632	194,924	210,330	53,221	169,668	214,907	888,682	0.857	1.149	0.979
mmu-mir-30c-1	MI0000547	miRBase LINK	45,487	191,433	207,508	53,007	166,348	209,769	873,552	0.858	1.151	0.989
mmu-mir-27b	MI0000142	miRBase LINK	22,994	253,279	390,605	29,301	245,960	193,911	1,136,050	0.785	1.030	2.014
mmu-mir-191	MI0000233	miRBase LINK	65,738	70,411	197,169	98,887	77,767	166,952	676,924	0.665	0.905	1.181
mmu-mir-103-2	MI0000588	miRBase LINK	27,499	42,040	142,351	29,023	28,914	164,768	434,595	0.947	1.454	0.864
mmu-mir-103-1	MI0000587	miRBase LINK	27,496	41,808	140,803	29,020	28,764	163,598	431,489	0.947	1.453	0.861
mmu-mir-486	MI0003493	miRBase LINK	1,715,391	31,647	92,856	2,085,838	21,114	157,644	4,104,490	0.822	1.499	0.589
mmu-mir-16-1	MI0000565	miRBase LINK	270,173	109,350	189,081	274,399	112,265	113,203	1,068,471	0.985	0.974	1.670
mmu-mir-16-2	MI0000566	miRBase LINK	270,034	108,238	187,705	274,225	111,159	112,639	1,064,000	0.985	0.974	1.666
mmu-let-7i	MI0000138	miRBase LINK	36,717	37,261	191,131	43,314	35,448	103,687	447,558	0.848	1.051	1.843
mmu-mir-29a	MI0000576	miRBase LINK	10,752	77,404	98,142	13,359	82,945	99,229	381,831	0.805	0.933	0.989
mmu-let-7g	MI0000137	miRBase LINK	24,376	121,676	109,960	28,263	143,036	88,635	515,946	0.862	0.851	1.241
mmu-mir-30e	MI0000259	miRBase LINK	61,653	170,748	125,889	80,846	193,521	86,176	718,833	0.763	0.882	1.461
mmu-mir-125a	MI0000151	miRBase LINK	4,192	10,692	72,514	6,653	16,382	84,101	194,534	0.630	0.653	0.862
mmu-mir-151	MI0000173	miRBase LINK	9,486	31,203	95,030	15,283	27,328	78,781	257,111	0.621	1.142	1.206
mmu-mir-130a	MI0000156	miRBase LINK	4,735	34,984	61,132	6,012	27,528	71,682	206,073	0.788	1.271	0.853
mmu-mir-26b	MI0000575	miRBase LINK	4,225	87,418	89,191	4,349	85,187	70,989	341,359	0.971	1.026	1.256
mmu-mir-92a-1	MI0000719	miRBase LINK	261,995	104,687	72,981	307,148	106,440	66,478	919,729	0.853	0.984	1.098
mmu-let-7b	MI0000558	miRBase LINK	8,013	34,832	68,099	13,088	33,239	66,095	223,366	0.612	1.048	1.030
mmu-let-7d	MI0000405	miRBase LINK	19,639	51,637	74,003	28,501	42,117	64,215	280,112	0.689	1.226	1.152
mmu-mir-199a-2	MI0000713	miRBase LINK	4,297	18,289	111,987	9,449	25,297	55,364	224,683	0.455	0.723	2.023
mmu-mir-199a-1	MI0000241	miRBase LINK	4,296	18,270	111,847	9,449	25,278	55,294	224,434	0.455	0.723	2.023
mmu-mir-199b	MI0000714	miRBase LINK	4,178	17,125	107,930	9,223	24,025	54,220	216,701	0.453	0.713	1.991
mmu-mir-451	MI0001730	miRBase LINK	175,527	26,684	63,120	155,992	15,663	52,887	489,873	1.125	1.704	1.193
mmu-mir-150	MI0000172	miRBase LINK	36,117	2,616	40,846	54,152	1,326	50,744	185,801	0.667	1.973	0.805
mmu-mir-25	MI0000689	miRBase LINK	195,450	19,655	47,352	192,381	19,725	49,959	524,522	1.016	0.996	0.948
mmu-mir-30b	MI0000145	miRBase LINK	13,651	52,808	70,119	16,874	43,695	46,626	243,773	0.809	1.209	1.504
mmu-mir-497	MI0004636	miRBase LINK	905	5,291	62,720	1,108	5,683	44,269	119,976	0.817	0.931	1.417
mmu-mir-101a	MI0000148	miRBase LINK	1,277	88,769	58,100	1,312	74,119	43,132	266,709	0.973	1.198	1.347
mmu-mir-27a	MI0000578	miRBase LINK	2,777	8,389	65,837	3,388	8,827	42,164	131,382	0.820	0.950	1.561
mmu-mir-145	MI0000169	miRBase LINK	527	4,783	34,032	739	6,085	40,619	86,785	0.713	0.786	0.838
mmu-mir-127	MI0000154	miRBase LINK	1,751	714	68,083	3,850	1,120	38,800	114,318	0.455	0.638	1.755
mmu-mir-125b-2	MI0000152	miRBase LINK	1,701	6,853	31,682	3,133	7,909	37,227	88,505	0.543	0.866	0.851
mmu-mir-125b-1	MI0000725	miRBase LINK	1,654	5,705	27,240	3,087	6,755	33,021	77,462	0.536	0.845	0.825
mmu-mir-186	MI0000228	miRBase LINK	20,174	17,459	51,457	22,453	16,000	31,850	159,393	0.898	1.091	1.616
mmu-mir-193	MI0000235	miRBase LINK	60	20,655	24,669	55	13,998	30,595	90,032	1.091	1.476	0.806
mmu-mir-23a	MI0000571	miRBase LINK	4,046	3,914	44,281	7,353	5,152	28,227	92,973	0.550	0.760	1.569
mmu-mir-93	MI0000581	miRBase LINK	42,293	14,738	27,822	42,227	14,053	28,003	167,136	1.002	1.049	1.070
mmu-let-7e	MI0000561	miRBase LINK	534	3,481	28,628	1,146	5,389	23,560	62,738	0.466	0.646	1.215
mmu-mir-142	MI0000167	miRBase LINK	37,026	17,590	58,187	39,676	9,631	22,754	184,864	0.933	1.826	2.557
mmu-mir-99b	MI0000147	miRBase LINK	1,551	2,466	21,502	2,364	3,736	21,904	53,523	0.656	0.660	0.982
mmu-mir-107	MI0000684	miRBase LINK	21,491	29,102	18,384	21,360	16,679	21,326	128,342	1.006	1.745	0.862
mmu-mir-181b-2	MI0000823	miRBase LINK	3,670	2,242	28,133	6,614	2,261	19,128	62,048	0.555	0.992	1.471
mmu-mir-101b	MI0000649	miRBase LINK	1,894	215,325	19,259	1,459	154,713	18,731	411,381	1.298	1.392	1.028
mmu-mir-181b-1	MI0000723	miRBase LINK	3,625	2,174	27,208	6,530	2,188	18,561	60,286	0.555	0.994	1.466
mmu-mir-181c	MI0000724	miRBase LINK	5,818	5,782	34,967	8,210	10,013	18,384	83,174	0.709	0.577	1.902
mmu-mir-434	MI0001526	miRBase LINK	2,057	403	37,349	5,758	670	18,279	64,516	0.357	0.601	2.043
mmu-mir-195	MI0000237	miRBase LINK	245	2,198	23,070	321	2,860	16,523	45,217	0.763	0.769	1.396
mmu-mir-140	MI0000165	miRBase LINK	47,426	11,017	18,802	58,767	7,978	16,400	160,390	0.807	1.381	1.146
mmu-mir-24-2	MI0000572	miRBase LINK	790	3,781	25,120	1,311	4,695	15,056	50,753	0.603	0.805	1.668
mmu-mir-411	MI0001163	miRBase LINK	136	350	35,343	272	498	14,732	51,331	0.500	0.703	2.399
mmu-mir-192	MI0000551	miRBase LINK	55,437	2,530,616	20,099	55,249	2,670,751	14,550	5,346,702	1.003	0.948	1.381
mmu-mir-423	MI0004637	miRBase LINK	55,077	14,248	16,921	89,556	11,061	13,761	200,624	0.615	1.288	1.230
mmu-mir-99a	MI0000146	miRBase LINK	275	3,886	10,906	526	4,188	13,606	33,387	0.523	0.928	0.802
mmu-mir-100	MI0000692	miRBase LINK	269	1,910	12,916	476	2,406	12,493	30,470	0.565	0.794	1.034
mmu-mir-98	MI0000586	miRBase LINK	1,262	8,984	18,009	1,521	8,447	11,921	50,144	0.830	1.064	1.511
mmu-mir-92a-2	MI0000580	miRBase LINK	99,452	9,614	12,718	113,997	8,089	11,624	255,494	0.872	1.189	1.094
mmu-mir-203	MI0000246	miRBase LINK	1,701	23,074	11,688	4,293	23,155	11,380	75,291	0.396	0.997	1.027
mmu-mir-15a	MI0000564	miRBase LINK	13,121	19,585	20,015	1						

mmu-mir-146b	MI0004665	miRBase LINK	663	676	20,505	1,766	859	6,707	31,176	0.375	0.787	3.057
mmu-mir-320	MI0000704	miRBase LINK	6,202	2,127	6,702	8,368	2,369	6,222	31,990	0.741	0.898	1.077
mmu-mir-805			66	34,480	8,415	105	50,488	6,215	99,769	0.629	0.683	1.354
mmu-mir-152	MI0000174	miRBase LINK	183	2,975	10,113	298	2,440	6,141	22,150	0.614	1.219	1.647
mmu-mir-139	MI0000693	miRBase LINK	339	2,056	9,577	382	1,835	6,106	20,295	0.887	1.120	1.568
mmu-mir-872	MI0005549	miRBase LINK	680	3,287	8,002	1,134	3,115	5,662	21,880	0.600	1.055	1.413
mmu-mir-144	MI0000168	miRBase LINK	1,799	4,959	6,557	2,217	2,337	5,264	23,133	0.811	2.122	1.246
mmu-mir-676	MI0005003	miRBase LINK	3,001	1,716	5,549	4,209	1,221	5,249	20,945	0.713	1.405	1.057
mmu-mir-133a-1	MI0000159	miRBase LINK	41,161	90	2,675	79,581	146	4,555	128,208	0.517	0.616	0.587
mmu-mir-133a-2	MI0000820	miRBase LINK	41,106	89	2,673	79,491	146	4,553	128,058	0.517	0.610	0.587
mmu-mir-193b	MI0005484	miRBase LINK	168	120	2,000	265	111	4,108	6,772	0.634	1.081	0.487
mmu-mir-744	MI0004124	miRBase LINK	5,312	3,379	5,628	8,151	2,647	4,085	29,202	0.652	1.277	1.378
mmu-mir-484	MI0003491	miRBase LINK	4,496	1,844	4,994	5,858	1,315	4,045	22,552	0.767	1.402	1.235
mmu-mir-351	MI0000643	miRBase LINK	272	2,552	5,554	463	2,370	3,998	15,209	0.587	1.077	1.389
mmu-mir-34c	MI0000403	miRBase LINK	230	153	7,548	295	357	3,585	12,168	0.780	0.429	2.105
mmu-mir-136	MI0000162	miRBase LINK	182	185	8,157	428	288	3,543	12,783	0.425	0.642	2.302
mmu-mir-339	MI0000621	miRBase LINK	312	1,102	2,563	491	1,106	3,206	8,780	0.635	0.996	0.799
mmu-mir-223	MI0000703	miRBase LINK	1,534	857	7,087	2,369	671	3,189	15,707	0.648	1.277	2.222
mmu-mir-328	MI0000603	miRBase LINK	4,943	730	2,213	6,840	696	3,091	18,513	0.723	1.049	0.716
mmu-mir-15b	MI0000140	miRBase LINK	3,219	1,918	5,791	3,407	1,569	3,074	18,978	0.945	1.222	1.884
mmu-mir-34a	MI0000584	miRBase LINK	31	784	5,181	63	427	2,838	9,324	0.492	1.836	1.826
mmu-mir-146a	MI0000170	miRBase LINK	2,113	2,851	9,532	4,266	4,742	2,822	26,326	0.495	0.601	3.378
mmu-mir-222	MI0000710	miRBase LINK	1,039	1,763	22,488	2,231	1,578	2,759	31,858	0.466	1.117	8.151
mmu-mir-204	MI0000247	miRBase LINK	242	1	2,752	376	0	2,661	6,032	0.644	#DIV/0!	1.034
mmu-mir-301a	MI0000401	miRBase LINK	1,103	1,619	4,351	1,210	1,203	2,629	12,115	0.912	1.346	1.655
mmu-mir-381	MI0000798	miRBase LINK	155	59	4,680	340	85	2,600	7,919	0.456	0.694	1.800
mmu-mir-574	MI0005518	miRBase LINK	1,276	1,495	3,443	2,826	1,397	2,512	12,949	0.452	1.070	1.371
mmu-mir-29b-1	MI0000143	miRBase LINK	74	3,496	2,779	103	3,291	2,396	12,139	0.718	1.062	1.160
mmu-mir-29b-2	MI0000712	miRBase LINK	82	3,524	2,730	111	3,061	2,393	11,901	0.739	1.151	1.141
mmu-mir-410	MI0001161	miRBase LINK	149	51	5,073	477	40	2,383	8,173	0.312	1.275	2.129
mmu-mir-342	MI0000627	miRBase LINK	2,027	1,124	19,320	3,427	707	2,040	28,645	0.591	1.590	9.471
mmu-mir-148b	MI0000617	miRBase LINK	513	3,255	3,523	540	2,943	1,992	12,766	0.950	1.106	1.769
mmu-mir-106b	MI0000407	miRBase LINK	15,968	493	1,681	16,387	347	1,948	36,824	0.974	1.421	0.863
mmu-mir-361	MI0000761	miRBase LINK	636	1,706	2,271	802	1,446	1,938	8,799	0.793	1.180	1.172
mmu-mir-215	MI0000974	miRBase LINK	32,484	494	245	50,380	685	1,930	86,218	0.645	0.721	0.127
mmu-mir-669a-1	MI0004523	miRBase LINK	165	512	4,545	668	416	1,880	8,186	0.247	1.231	2.418
mmu-mir-149	MI0000171	miRBase LINK	1,128	2,485	2,990	1,681	598	1,635	10,517	0.671	4.156	1.829
mmu-mir-19b-1	MI0000718	miRBase LINK	1,366	5,002	2,546	1,374	5,222	1,633	17,143	0.994	0.958	1.559
mmu-mir-19b-2	MI0000546	miRBase LINK	1,368	5,031	2,540	1,375	5,241	1,632	17,187	0.995	0.960	1.556
mmu-mir-350	MI0000640	miRBase LINK	340	422	1,977	429	427	1,619	5,214	0.793	0.988	1.221
mmu-mir-218-1	MI0000700	miRBase LINK	30	19	1,432	41	23	1,488	3,033	0.732	0.826	0.962
mmu-mir-300	MI0000400	miRBase LINK	65	41	2,666	179	53	1,469	4,473	0.363	0.774	1.815
mmu-mir-218-2	MI0000701	miRBase LINK	22	19	1,392	34	23	1,458	2,948	0.647	0.826	0.955
mmu-mir-194-1	MI0000236	miRBase LINK	646	159,842	2,109	615	142,468	1,435	307,115	1.050	1.122	1.470
mmu-mir-181d	MI0005450	miRBase LINK	1,317	353	2,840	2,036	506	1,429	8,481	0.647	0.698	1.987
mmu-mir-194-2	MI0000733	miRBase LINK	636	160,390	2,112	566	142,987	1,393	308,084	1.124	1.122	1.516
mmu-mir-685			728	1,949	1,744	1,116	1,585	1,382	8,504	0.652	1.230	1.262
mmu-mir-689-1			1,919	2,643	2,029	2,160	2,465	1,349	12,565	0.888	1.072	1.504
mmu-mir-17	MI0000687	miRBase LINK	1,299	1,972	2,333	1,142	1,540	1,340	9,626	1.137	1.281	1.741
mmu-mir-326	MI0000598	miRBase LINK	212	287	2,204	313	417	1,335	4,768	0.677	0.688	1.651
mmu-mir-214	MI0000698	miRBase LINK	170	682	3,121	250	655	1,245	6,123	0.680	1.041	2.507
mmu-mir-615	MI0005004	miRBase LINK	18	1	1,077	55	3	1,222	2,376	0.327	0.333	0.881
mmu-mir-20a	MI0000568	miRBase LINK	239	2,168	1,656	306	1,918	1,114	7,401	0.781	1.130	1.487
mmu-mir-345	MI0000632	miRBase LINK	202	830	660	238	935	1,106	3,971	0.849	0.888	0.597
mmu-mir-671	MI0004133	miRBase LINK	149	1,253	987	220	993	1,060	4,662	0.677	1.262	0.931
mmu-mir-138-2	MI0000164	miRBase LINK	271	98	1,608	488	60	1,059	3,584	0.555	1.633	1.518
mmu-mir-210	MI0000695	miRBase LINK	296	369	709	278	348	1,038	3,038	1.065	1.060	0.683
mmu-mir-132	MI0000158	miRBase LINK	471	396	1,704	621	356	1,010	4,558	0.758	1.112	1.687
mmu-mir-338	MI0000619	miRBase LINK	58	581	1,375	64	681	910	3,669	0.906	0.853	1.511
mmu-mir-450a-1	MI0001653	miRBase LINK	22	514	1,665	16	547	903	3,667	1.375	0.940	1.844
mmu-mir-450a-2	MI0003537	miRBase LINK	22	512	1,654	17	549	901	3,655	1.294	0.933	1.836
mmu-mir-182	MI0000224	miRBase LINK	1,221	16,422	1,562	1,891	12,825	888	34,809	0.646	1.280	1.759
mmu-mir-409	MI0001160	miRBase LINK	125	25	1,891	374	40	857	3,312	0.334	0.625	2.207
mmu-mir-674	MI0004611	miRBase LINK	417	377	1,656	623	267	836	4,176	0.669	1.412	1.981
mmu-mir-324	MI0000595	miRBase LINK	372	297	956	432	198	775	3,030	0.861	1.500	1.234
mmu-mir-467a			8	170	1,476	8	171	716	2,549	1.000	0.994	2.061
mmu-mir-421	MI0005496	miRBase LINK	2,166	285	1,204	2,543	263	694	7,155	0.852	1.084	1.735
mmu-mir-128-1	MI0000155	miRBase LINK	3,329	596	1,171	5,477	450	688	11,711	0.608	1.324	1.702
mmu-mir-450b	MI0004705	miRBase LINK	35	278	1,238	37	257	670	2,515	0.946	1.082	1.848
mmu-mir-224	MI0000711	miRBase LINK	86	57	723	145	74	664	1,749	0.593	0.770	1.089
mmu-mir-32	MI0000691	miRBase LINK	22	1,000	1,235	7	656	650	3,570	3.143	1.524	1.900
mmu-mir-374	MI0004125	miRBase LINK	124	744	892	138	797	622	3,317	0.899	0.934	1.434
mmu-mir-652	MI0004965	miRBase LINK	1,121	348	1,394	1,288	265	616	5,032	0.870	1.313	2.263
mmu-mir-431	MI0001524	miRBase LINK	41	11	1,110	158	9	579	1,908	0.259	1.222	1.917
mmu-mir-337	MI0000615	miRBase LINK	53	11	1,263	115	21	574	2,037	0.461	0.524	2.200
mmu-mir-155	MI0000177	miRBase LINK	123	122	1,336	251	105	542	2,479	0.490	1.162	2.465
mmu-mir-128-2	MI0000726	miRBase LINK	2,971	452	944	4,817	322	540	10,046	0.617	1.404	1.748
mmu-mir-330	MI0000607	miRBase LINK	57	128	505	118	111	524	1,443	0.483	1.153	0.964
mmu-mir-331	MI0000609	miRBase LINK	59	313	543	66	246	497	1,724	0.894	1.272	1.093
mmu-mir-185	MI0000227	miRBase LINK	91	1,001	765	91	901	462	3,311	1.000	1.111	1.656
mmu-mir-1198	MI0006306	miRBase LINK	1,567	320	489	1,670	268	456	4,770	0.938	1.194	1.072
mmu-mir-511	MI0005554	miRBase LINK	332	663	985	683	687	439	3,789	0.486	0.965	2.244
mmu-mir-329	MI0000605	miRBase LINK	21	10	888	72	14	424	1,429	0.292	0.714	2.094
mmu-mir-341	MI0000625	miRBase LINK	25	8	662	69	5	397	1,166	0.362	1.600	1.668
mmu-mir-362	MI0000763	miRBase LINK	19	379	709	16	348	392	1,863	1.188	1.089	1.809
mmu-mir-379	MI0000796	miRBase LINK	1	10	784	11	25	356	1,187	0.091	0.400	2.202
mmu-mir-582	MI0006127	miRBase LINK	108	360	465	268	84	346	1,631	0.403	4.286	1.344
mmu-mir-500	MI0004702	miRBase LINK	34	141	627	74	162	337	1,375	0.459	0.870	1.861
mmu-mir-187	MI0000229	miRBase LINK	83	383	315	125	526	326	1,758	0.664	0.728	0.966
mmu-mir-455	MI0004679	miRBase LINK	54	4,687	882	5						

mmu-mir-190	MI0000232	miRBase LINK	1	485	713	0	325	231	1,755	#DIV/0!	1.492	3.087
mmu-mir-540	MI0003518	miRBase LINK	55	6	497	147	8	222	935	0.374	0.750	2.239
mmu-mir-7a-1	MI0000728	miRBase LINK	51	465	333	33	492	217	1,591	1.545	0.945	1.535
mmu-mir-429	MI0001642	miRBase LINK	421	833	177	887	1,335	215	3,868	0.475	0.624	0.823
mmu-mir-33	MI0000707	miRBase LINK	40	725	244	44	431	212	1,696	0.909	1.682	1.151
mmu-mir-196b	MI0001151	miRBase LINK	12	4	122	19	6	211	374	0.632	0.667	0.578
mmu-mir-154	MI0000176	miRBase LINK	7	6	294	14	14	206	541	0.500	0.429	1.427
mmu-mir-212	MI0000696	miRBase LINK	42	76	326	75	64	196	779	0.560	1.188	1.663
mmu-mir-200b	MI0000243	miRBase LINK	69	965	216	171	1,558	188	3,167	0.404	0.619	1.149
mmu-mir-18a	MI0000567	miRBase LINK	754	261	410	823	214	181	2,643	0.916	1.220	2.265
mmu-mir-669a-2	MI0004667	miRBase LINK	15	49	439	62	41	180	786	0.242	1.195	2.439
mmu-mir-700	MI0004684	miRBase LINK	27	52	258	23	72	163	595	1.174	0.722	1.583
mmu-mir-485	MI0003492	miRBase LINK	48	7	338	157	3	160	713	0.306	2.333	2.113
mmu-mir-200a	MI0000554	miRBase LINK	230	718	156	332	1,377	159	2,972	0.693	0.521	0.981
mmu-mir-699			8	122	195	30	144	158	657	0.267	0.847	1.234
mmu-mir-382	MI0000799	miRBase LINK	7	4	333	38	8	150	540	0.184	0.500	2.220
mmu-mir-188	MI0000230	miRBase LINK	10	58	218	32	49	148	515	0.313	1.184	1.473
mmu-mir-466c			24	33	276	21	45	144	543	1.143	0.733	1.917
mmu-mir-196a-2	MI0000553	miRBase LINK	6	4	208	15	0	142	375	0.400	#DIV/0!	1.465
mmu-mir-501	MI0004703	miRBase LINK	60	65	342	106	66	141	780	0.566	0.985	2.426
mmu-mir-376b	MI0001162	miRBase LINK	3	9	362	11	14	136	535	0.273	0.643	2.662
mmu-mir-668	MI0004134	miRBase LINK	27	0	224	96	2	136	485	0.281	0.000	1.647
mmu-mir-677	MI0004634	miRBase LINK	5	364	237	22	363	135	1,126	0.227	1.003	1.756
mmu-mir-467d	MI0005513	miRBase LINK	14	27	182	19	10	133	385	0.737	2.700	1.368
mmu-mir-133b	MI0000821	miRBase LINK	525	2	99	844	5	133	1,608	0.622	0.400	0.744
mmu-mir-376a	MI0000793	miRBase LINK	7	7	366	0	10	132	522	#DIV/0!	0.700	2.773
mmu-mir-877	MI0005553	miRBase LINK	141	41	169	245	25	128	749	0.576	1.640	1.320
mmu-mir-134	MI0000160	miRBase LINK	16	5	239	101	9	124	494	0.158	0.556	1.927
mmu-mir-376c	MI0003533	miRBase LINK	2	8	249	6	3	120	388	0.333	2.667	2.075
mmu-mir-598	MI0005556	miRBase LINK	12	162	264	5	176	118	737	2.400	0.920	2.237
mmu-mir-9-3	MI0000721	miRBase LINK	3	25	259	9	6	116	418	0.333	4.167	2.233
mmu-mir-9-1	MI0000720	miRBase LINK	3	25	259	9	6	115	417	0.333	4.167	2.252
mmu-mir-9-2	MI0000157	miRBase LINK	3	25	259	9	6	115	417	0.333	4.167	2.252
mmu-mir-196a-1	MI0000552	miRBase LINK	1	4	166	10	0	115	296	0.100	#DIV/0!	1.443
mmu-mir-495	MI0004639	miRBase LINK	0	8	220	9	8	114	359	0.000	1.000	1.930
mmu-mir-377	MI0000794	miRBase LINK	11	2	271	11	3	103	401	1.000	0.667	2.631
mmu-mir-7a-2	MI0000729	miRBase LINK	3	335	171	5	328	99	941	0.600	1.021	1.727
mmu-mir-496	MI0004589	miRBase LINK	2	1	262	11	6	97	379	0.182	0.167	2.701
mmu-mir-19a	MI0000688	miRBase LINK	151	444	149	147	382	93	1,366	1.027	1.162	1.602
mmu-mir-874	MI0005479	miRBase LINK	46	243	85	46	114	90	624	1.000	2.132	0.944
mmu-mir-669a-3	MI0004668	miRBase LINK	15	23	157	48	6	82	331	0.313	3.833	1.915
mmu-mir-1-1			30	3	77	38	6	81	235	0.789	0.500	0.951
mmu-mir-1-2			25	3	75	32	6	81	222	0.781	0.500	0.926
mmu-mir-466e	MI0005506	miRBase LINK	16	16	142	16	18	78	286	1.000	0.889	1.821
mmu-mir-487b	MI0003534	miRBase LINK	15	1	208	26	0	77	327	0.577	#DIV/0!	2.701
mmu-mir-433	MI0001525	miRBase LINK	21	0	191	45	2	76	335	0.467	0.000	2.513
mmu-mir-667	MI0004196	miRBase LINK	18	1	123	51	1	76	270	0.353	1.000	1.618
mmu-mir-380	MI0000797	miRBase LINK	1	6	207	5	6	68	293	0.200	1.000	3.044
mmu-mir-494	MI0003532	miRBase LINK	4	3	252	29	5	67	360	0.138	0.600	3.761
mmu-mir-122	MI0000256	miRBase LINK	723	392,484	409	494	367,471	65	761,646	1.464	1.068	6.292
mmu-mir-1191	MI0006296	miRBase LINK	8	54	77	3	50	64	256	2.667	1.080	1.203
mmu-mir-296	MI0000394	miRBase LINK	287	10	454	387	20	63	1,221	0.742	0.500	7.206
mmu-mir-666	MI0004553	miRBase LINK	2	1	108	6	0	62	179	0.333	#DIV/0!	1.742
mmu-mir-219-1	MI0000702	miRBase LINK	77	119	62	76	112	62	508	1.013	1.063	1.000
mmu-mir-344-1	MI0000630	miRBase LINK	3	2	45	19	1	62	132	0.158	2.000	0.726
mmu-mir-344-2	MI0005495	miRBase LINK	3	2	45	19	1	62	132	0.158	2.000	0.726
mmu-mir-505	MI0004706	miRBase LINK	28	79	112	27	58	59	363	1.037	1.362	1.898
mmu-mir-467b	MI0004671	miRBase LINK	1	16	104	1	17	58	197	1.000	0.941	1.793
mmu-mir-190b	MI0005478	miRBase LINK	8	37	48	14	49	58	214	0.571	0.755	0.828
mmu-mir-184	MI0000226	miRBase LINK	20	15	98	73	50	57	313	0.274	0.300	1.719
mmu-mir-669c	MI0004673	miRBase LINK	1	18	91	10	7	57	184	0.100	2.571	1.596
mmu-mir-467e	MI0006128	miRBase LINK	3	9	72	2	14	56	156	1.500	0.643	1.286
mmu-mir-31	MI0000579	miRBase LINK	297	8,935	189	382	11,471	55	21,329	0.777	0.779	3.436
mmu-mir-183	MI0000225	miRBase LINK	128	655	75	334	426	55	1,673	0.383	1.538	1.364
mmu-mir-363	MI0000765	miRBase LINK	21	5	110	71	3	52	262	0.296	1.667	2.115
mmu-mir-141	MI0000166	miRBase LINK	273	404	88	370	272	42	1,449	0.738	1.485	2.095
mmu-mir-543	MI0003519	miRBase LINK	0	3	102	21	3	41	170	0.000	1.000	2.488
mmu-mir-466b-2	MI0005503	miRBase LINK	8	9	72	8	9	39	145	1.000	1.000	1.846
mmu-mir-466a	MI0002401	miRBase LINK	8	8	71	7	10	38	142	1.143	0.800	1.868
mmu-mir-449a	MI0001649	miRBase LINK	16	2	45	9	2	35	109	1.778	1.000	1.286
mmu-mir-205	MI0000248	miRBase LINK	2,127	108	71	6,337	43	32	8,718	0.336	2.512	2.219
mmu-mir-702	MI0004686	miRBase LINK	10	10	38	19	2	30	109	0.526	5.000	1.267
mmu-mir-504	MI0005515	miRBase LINK	5	0	1,177	5	0	29	1,216	1.000	#DIV/0!	40.586
mmu-mir-147	MI0005482	miRBase LINK	4	4	96	7	6	29	146	0.571	0.667	3.310
mmu-mir-679	MI0004638	miRBase LINK	3	1	90	7	1	29	131	0.429	1.000	3.103
mmu-mir-466b-3	MI0005504	miRBase LINK	7	6	54	8	6	27	108	0.875	1.000	2.000
mmu-mir-692-2	MI0004661	miRBase LINK	10	328	66	56	254	26	740	0.179	1.291	2.538
mmu-mir-467c	MI0005512	miRBase LINK	1	5	43	0	4	26	79	#DIV/0!	1.250	1.654
mmu-mir-665	MI0004171	miRBase LINK	1	0	42	10	0	25	78	0.100	#DIV/0!	1.680
mmu-mir-483	MI0003484	miRBase LINK	6	1	5	21	0	24	57	0.286	#DIV/0!	0.208
mmu-mir-499	MI0004676	miRBase LINK	56	9	82	109	5	23	284	0.514	1.800	3.565
mmu-mir-452	MI0001734	miRBase LINK	0	3	36	6	4	22	71	0.000	0.750	1.636
mmu-mir-370	MI0001165	miRBase LINK	7	0	53	6	0	20	86	1.167	#DIV/0!	2.650
mmu-mir-672	MI0004258	miRBase LINK	25	2	29	48	3	20	127	0.521	0.667	1.450
mmu-mir-669b	MI0004666	miRBase LINK	0	6	29	0	0	20	55	#DIV/0!	#DIV/0!	1.450
mmu-mir-20b	MI0003536	miRBase LINK	5	6	57	10	6	19	103	0.500	1.000	3.000
mmu-mir-323	MI0000592	miRBase LINK	1	1	39	14	0	18	73	0.071	#DIV/0!	2.167
mmu-mir-297a-4	MI0005489	miRBase LINK	0	8	36	10	1	17	72	0.000	8.000	2.118
mmu-mir-297a-3	MI0005488	miRBase LINK	0	7	36	10	1	17	71	0.000	7.000	2.118
mmu-mir-301b	MI0004122	miRBase LINK	80	7	91	107	4	16	305	0.748	1.750	5.688
mmu-mir-701	MI0004685	miRBase LINK	0	0	15	0	2	16	33	#DIV/0!	0.000	0.938
mmu-mir-217	MI0000731	miRBase LINK	5	6	7	8	0	15	41	0.625	#DIV/0!	0.467
mmu-mir-466h	MI0005511	miRBase LINK	1	3	16	8	3	14	45	0.125	1.000	1.143
mmu-mir-682	MI0004644	miRBase LINK	26	76	14	33	102	14	265	0.788	0.745	1.000
mmu-mir-297b	MI0004674	miRBase LINK	1	9	30	0	0	13	53	#DIV/0!	#DIV/0!	2.308
mmu-mir-466d	MI0005546	miRBase LINK	2	4	28	11	5	13	63	0.182	0.800	2.154
mmu-mir-129-2	MI0000585	miRBase LINK	26	17	19	32	23	13	130	0.813	0.739	1.462
mmu-mir-758	MI0004129	miRBase LINK	0	0	16	0	0	13	29	#DIV/0!	#DIV/0!	1.231
mmu-mir-297c	MI0005492	miRBase LINK	0	7	26	0	0	12	45	#DIV/0!	#DIV/0!	2.167
mmu-mir-449c	MI0004645											

mmu-mir-200c	MI0000694	miRBase LINK	72	54	22	119	40	11	318	0.605	1.350	2.000
mmu-mir-491	MI0004680	miRBase LINK	0	5	13	0	5	10	33	#DIV/0!	1.000	1.300
mmu-mir-493	MI0005514	miRBase LINK	0	1	11	8	1	9	30	0.000	1.000	1.222
mmu-mir-384	MI0001146	miRBase LINK	3	1	3	0	0	9	16	#DIV/0!	#DIV/0!	0.333
mmu-mir-297a-6	MI0005491	miRBase LINK	0	0	18	20	2	8	48	0.000	0.000	2.250
mmu-mir-669f	MI0006287	miRBase LINK	0	4	12	0	2	8	26	#DIV/0!	2.000	1.500
mmu-mir-490	MI0005002	miRBase LINK	99	6	8	194	16	8	331	0.510	0.375	1.000
mmu-mir-216a	MI0000699	miRBase LINK	14	11	6	9	1	8	49	1.556	11.000	0.750
mmu-mir-1199	MI0006307	miRBase LINK	8	8	22	9	4	7	58	0.889	2.000	3.143
mmu-mir-106a	MI0000406	miRBase LINK	3	2	16	3	1	7	32	1.000	2.000	2.286
mmu-mir-539	MI0003520	miRBase LINK	2	0	14	0	0	7	23	#DIV/0!	#DIV/0!	2.000
mmu-mir-297a-5	MI0005490	miRBase LINK	0	0	12	10	1	7	30	0.000	0.000	1.714
mmu-mir-129-1	MI0000222	miRBase LINK	22	42	10	23	47	7	151	0.957	0.894	1.429
mmu-mir-694	MI0004664	miRBase LINK	0	5	8	6	4	7	30	0.000	1.250	1.143
mmu-mir-715			24	7	6	43	3	7	90	0.558	2.333	0.857
mmu-mir-138-1	MI0000722	miRBase LINK	7	0	6	23	1	7	44	0.304	0.000	0.857
mmu-mir-592	MI0004127	miRBase LINK	27	66	25	24	348	6	496	1.125	0.190	4.167
mmu-mir-375	MI0000792	miRBase LINK	8,270	137	12	4,163	133	6	12,721	1.987	1.030	2.000
mmu-mir-879	MI0005472	miRBase LINK	0	56	9	3	34	6	108	0.000	1.647	1.500
mmu-mir-466f-2	MI0005508	miRBase LINK	2	0	9	4	0	6	21	0.500	#DIV/0!	1.500
mmu-mir-135b	MI0000646	miRBase LINK	0	0	4	0	0	6	10	#DIV/0!	#DIV/0!	0.667
mmu-mir-802	MI0004249	miRBase LINK	167	33,519	25	64	7,020	5	40,800	2.609	4.775	5.000
mmu-mir-692-1	MI0004660	miRBase LINK	3	76	16	7	63	5	170	0.429	1.206	3.200
mmu-mir-1197	MI0006305	miRBase LINK	0	0	7	0	0	5	12	#DIV/0!	#DIV/0!	1.400
mmu-mir-219-2	MI0000741	miRBase LINK	5	21	2	1	13	5	47	5.000	1.615	0.400
mmu-mir-1193	MI0006298	miRBase LINK	0	0	26	0	1	4	31	#DIV/0!	0.000	6.500
mmu-mir-297a-1	MI0000395	miRBase LINK	0	0	9	10	1	4	24	0.000	0.000	2.250
mmu-mir-297a-2	MI0000397	miRBase LINK	0	0	9	10	1	4	24	0.000	0.000	2.250
mmu-mir-201	MI0000244	miRBase LINK	4	58	7	3	52	4	128	1.333	1.115	1.750
mmu-mir-466f-3	MI0005509	miRBase LINK	2	0	6	0	1	4	13	#DIV/0!	0.000	1.500
mmu-mir-135a-2	MI0000715	miRBase LINK	3	0	1	3	0	4	11	1.000	#DIV/0!	0.250
mmu-mir-135a-1	MI0000161	miRBase LINK	1	0	1	2	0	4	8	0.500	#DIV/0!	0.250
mmu-mir-713	MI0004698	miRBase LINK	0	0	0	0	0	4	4	#DIV/0!	#DIV/0!	0.000
mmu-mir-551b	MI0004131	miRBase LINK	3	116	8	1	27	3	158	3.000	4.296	2.667
mmu-mir-1-2-as			0	2	5	0	2	3	12	#DIV/0!	1.000	1.667
mmu-mir-466f-1	MI0005507	miRBase LINK	2	0	4	0	0	3	9	#DIV/0!	#DIV/0!	1.333
mmu-mir-670	MI0004295	miRBase LINK	0	0	1	0	0	3	4	#DIV/0!	#DIV/0!	0.333
mmu-mir-1192	MI0006297	miRBase LINK	0	9	0	0	5	3	17	#DIV/0!	1.800	0.000
mmu-mir-669d	MI0006281	miRBase LINK	0	0	12	0	0	2	14	#DIV/0!	#DIV/0!	6.000
mmu-mir-684-1	MI0004647	miRBase LINK	1	3	6	0	10	2	22	#DIV/0!	0.300	3.000
mmu-mir-684-2	MI0004648	miRBase LINK	1	3	6	0	10	2	22	#DIV/0!	0.300	3.000
mmu-mir-325	MI0000597	miRBase LINK	0	0	3	0	0	2	5	#DIV/0!	#DIV/0!	1.500
mmu-mir-653	MI0005557	miRBase LINK	4	0	2	6	1	2	15	0.667	0.000	1.000
mmu-mir-466f-4	MI0006291	miRBase LINK	2	1	2	0	0	2	7	#DIV/0!	#DIV/0!	1.000
mmu-mir-7b	MI0000730	miRBase LINK	0	0	2	0	0	2	4	#DIV/0!	#DIV/0!	1.000
mmu-mir-208b	MI0005552	miRBase LINK	11	0	1	35	1	2	50	0.314	0.000	0.500
mmu-mir-703	MI0004687	miRBase LINK	1	112	13	4	170	1	301	0.250	0.659	13.000
mmu-mir-211	MI0000708	miRBase LINK	17	18	7	23	9	1	75	0.739	2.000	7.000
mmu-mir-18b	MI0005483	miRBase LINK	4	3	7	7	0	1	22	0.571	#DIV/0!	7.000
mmu-mir-412	MI0001164	miRBase LINK	0	0	4	0	0	1	5	#DIV/0!	#DIV/0!	4.000
mmu-mir-704	MI0004688	miRBase LINK	1	2	3	2	8	1	17	0.500	0.250	3.000
mmu-mir-669e	MI0006300	miRBase LINK	0	0	3	0	0	1	4	#DIV/0!	#DIV/0!	3.000
mmu-mir-547	MI0003523	miRBase LINK	0	1	2	0	10	1	14	#DIV/0!	0.100	2.000
mmu-mir-669h	MI0006289	miRBase LINK	0	0	2	0	0	1	3	#DIV/0!	#DIV/0!	2.000
mmu-mir-137	MI0000163	miRBase LINK	0	273	1	0	179	1	454	#DIV/0!	1.525	1.000
mmu-mir-153	MI0000175	miRBase LINK	6	1	1	0	4	1	13	#DIV/0!	0.250	1.000
mmu-mir-292	MI0000390	miRBase LINK	0	6	1	0	0	1	8	#DIV/0!	#DIV/0!	1.000
mmu-mir-686	MI0004650	miRBase LINK	0	2	1	0	1	1	5	#DIV/0!	2.000	1.000
mmu-mir-693	MI0004662	miRBase LINK	1	1	1	0	0	1	4	#DIV/0!	#DIV/0!	1.000
mmu-mir-124-1	MI0000716	miRBase LINK	0	0	1	2	0	1	4	0.000	#DIV/0!	1.000
mmu-mir-124-2	MI0000717	miRBase LINK	0	0	1	2	0	1	4	0.000	#DIV/0!	1.000
mmu-mir-124-3	MI0000150	miRBase LINK	0	0	1	2	0	1	4	0.000	#DIV/0!	1.000
mmu-mir-873	MI0005550	miRBase LINK	0	1	1	0	0	1	3	#DIV/0!	#DIV/0!	1.000
mmu-mir-871	MI0005471	miRBase LINK	9	70	0	5	99	1	184	1.800	0.707	0.000
mmu-mir-216b	MI0004126	miRBase LINK	37	10	0	8	3	1	59	4.625	3.333	0.000
mmu-mir-206	MI0000249	miRBase LINK	0	1	0	10	0	1	12	0.000	#DIV/0!	0.000
mmu-mir-720	MI0004678	miRBase LINK	5	2	0	0	0	1	8	#DIV/0!	#DIV/0!	0.000
mmu-mir-207	MI0000250	miRBase LINK	0	0	0	0	0	1	1	#DIV/0!	#DIV/0!	0.000

Supplementary Table 2.**A. Baseline clinical parameters.**

Clinical parameters	T2D (n=65)	NFG (n=45)	<i>p</i> -value
miR342-3p	2.1 ± 3.4	2.2 ± 2.2	0.815
Log miR342-3p	0.7 ± 1.0	0.8 ± 0.68	0.875
Age (year-old)	65.8 ± 9.9	46.0 ± 8.2	4.15×10 ^{-13**}
Male (%)	63.1	46.7	
Height (cm)	162.4 ± 8.0	163.6 ± 10.2	0.831
Body weight (kg)	65.3 ± 11.6	64.6 ± 15.7	0.818
Body mass index (kg/m ²)	24.7 ± 3.7	23.9 ± 4.3	0.435
HbA1c (%)	7.4 ± 1.0	5.7 ± 0.3	9.63×10 ^{-19**}
Serum creatinine (mg/dL)	0.9 ± 0.4	0.7 ± 0.1	0.007*
Uric acid (mg/dl)	5.1 ± 1.2	5.2 ± 1.3	0.861
Total cholesterol (mg/dl)	190.0 ± 44.1	207.4 ± 28.5	0.006**
HDL cholesterol (mg/dl)	61.8 ± 18.5	78.1 ± 23.6	5.40×10 ^{-5**}
Triglyceride (mg/dl)	130.1 ± 59.8	86.8 ± 53.6	0.001**
LDL cholesterol (mg/dl)	109.4 ± 30.6	123.1 ± 28.0	0.013*
Hypertension (%)	52.3	-	
OHA/Insulin (%)	63/37	-	
Medications<br>(SU/TZD/BG/αGI/GLP1, %)	26/17/34/35/6	-	

B. miR-342-3p level in T2D patients with or without medications.

	miR342-3p		
	T2D with medication	T2D without medication	<i>p</i> -value
SU	2.1 ± 2.0	2.2 ± 3.6	0.842
TZD	2.2 ± 2.3	2.2 ± 3.5	0.967
BG	2.2 ± 2.0	2.2 ± 3.8	0.985
αGI	2.4 ± 1.9	2.1 ± 3.8	0.791
GLP1	2.1 ± 3.9	2.2 ± 3.3	0.930

Abbreviations

T2D, type 2 diabetes; NFG, normal fasting glucose; OHA, oral hypoglycemic agents; Insulin, insulin therapy including basal-supported oral therapy; SU, sulfonylureas; TZD, thiazolidinediones; BG, biguanide (Metformin); αGI, alpha-glucosidase inhibitors; GLP1, glucagon-like peptide 1 receptor agonists. Hypertension was defined as blood pressure ≥ 140/90 mmHg or any antihypertensive drug treatment. *p*-value was determined by independent *t*-test (*p < 0.05; **p < 0.01).

Supplementary Table 3. The comparison of global mRNA expression in epididymal adipose tissues of *Mir342* (-/-) and *Mir342* (+/+) mice fed with standard (STD) c

[illegible]

17239090	291.9802	321.9822	0.90620024	-0.141104	0	main	NM_138697.Tba2	TGF-beta exo.NM_138697.RefSeq	Mus musculus	FALSE	68652	Mm.193041.0	O99R90	chv10	GO:000755:heart dev	GO:000563:cytosol	GO:000551:liprotein bind	GO:000553:transcription	GO:000563:nucleus	GO:000072:DNA binding	
17469678	90.34766	34.15378	0.90600474	-0.141454	0	main	NM_001311.Hkxat1	homeobox.FNM_001311.RefSeq	Mus musculus	FALSE	15394	Mm.1917	P19022	chv6	GO:000563:transcription	GO:000563:nucleus	GO:000072:DNA binding	GO:000553:transcription	GO:000563:nucleus	GO:000072:DNA binding	
17414802	45.92561	50.1262	0.90603158	-0.141486	0	main	NM_013862.Pep3a	pregnancy-nm.NM_013862.RefSeq	Mus musculus	FALSE	18491	Mm.17854	OR8A9K	chv6	GO:000553:transcription	GO:000563:nucleus	GO:000072:DNA binding	GO:000553:transcription	GO:000563:nucleus	GO:000072:DNA binding	
17285438	24.98438	27.60077	0.90520891	-0.143821	0	main	NM_003806.Bifd	myelin basic.NM_003806.RefSeq	Mus musculus	FALSE	16323	Mm.8042	Q04568	chv3	GO:000553:transcription	GO:000563:nucleus	GO:000072:DNA binding	GO:000553:transcription	GO:000563:nucleus	GO:000072:DNA binding	
17523852	158.6608	175.4357	0.90407369	-0.145487	0	main	NM_001291.Bncv2	baculoviral.NM_001291.RefSeq	Mus musculus	FALSE	11797	Mm.23599	066210	chv9	GO:000021:protein poly	GO:000174:XY body	GO:000037:transcription	GO:000021:protein poly	GO:000174:XY body	GO:000037:transcription	
17404074	43.94984	48.6448	0.90348691	-0.146244	0	main	NM_010044.Fam22a	family with 22.NM_010044.RefSeq	Mus musculus	FALSE	43340	Mm.194212	GP2RHA	chv10	GO:000181:regulation	GO:000563:nucleus	GO:000072:DNA binding	GO:000181:regulation	GO:000563:nucleus	GO:000072:DNA binding	
17339630	424.9077	471.4325	0.90131586	-0.146856	0	main	NM_007565.Bmf5	baculoviral.NM_007565.RefSeq	Mus musculus	FALSE	12211	Mm.42584	CB8T38	chv17	GO:000181:regulation	GO:000563:nucleus	GO:000072:DNA binding	GO:000181:regulation	GO:000563:nucleus	GO:000072:DNA binding	
17448487	57.61747	64.05509	0.89907762	-0.1534824	0	main	NM_001164.Bend4	BEN domain.NM_001164.RefSeq	Mus musculus	FALSE	69638	Mm.101339	P86174	chv5	GO:000181:regulation	GO:000563:nucleus	GO:000072:DNA binding	GO:000181:regulation	GO:000563:nucleus	GO:000072:DNA binding	
17470060	123.5286	137.5229	0.89823239	-0.154604	0	main	NM_001045.Besad1	Bes adpase.NM_001045.RefSeq	Mus musculus	FALSE	213391	Mm.25793	OR8296	chv6	GO:000181:regulation	GO:000563:nucleus	GO:000072:DNA binding	GO:000181:regulation	GO:000563:nucleus	GO:000072:DNA binding	
17218233	26.82391	29.63811	0.89829686	-0.154731	0	main	NM_177756.Cola2t2	collagen bet.NM_177756.RefSeq	Mus musculus	FALSE	269132	Mm.23782	GN0VJ7	chv1	GO:000181:regulation	GO:000563:nucleus	GO:000072:DNA binding	GO:000181:regulation	GO:000563:nucleus	GO:000072:DNA binding	
17417437	225.2356	251.1756	0.89674716	-0.157205	0	main	NM_029868.Gdpb1m	Gc-rich chn.NM_029868.RefSeq	Mus musculus	FALSE	77110	Mm.41715	GN2PZ2	chv1	GO:000353:transcription	GO:000563:nucleus	GO:000072:DNA binding	GO:000353:transcription	GO:000563:nucleus	GO:000072:DNA binding	
17427892	111.31174	124.1533	0.89534964	-0.157903	0	main	NM_007815.Bncp2	capase-2.NM_007815.RefSeq	Mus musculus	FALSE	12586	Mm.3521	P2584	chv6	GO:000553:transcription	GO:000563:nucleus	GO:000072:DNA binding	GO:000553:transcription	GO:000563:nucleus	GO:000072:DNA binding	
17505109	27.1242	30.27794	0.89584034	-0.158665	0	main	XM_006510.Nm	neurotrophin.XM_006510.RefSeq	Mus musculus	PREDICTED	FALSE	235106	Mm.283138	OP9FJ0	chv9	GO:000175:cell adhesion	GO:000563:nucleus	GO:000072:DNA binding	GO:000175:cell adhesion	GO:000563:nucleus	GO:000072:DNA binding
17500608	286.9461	313.8358	0.89587088	-0.1597106	0	main	NM_001177.Bp1	WW domain.NM_001177.RefSeq	Mus musculus	FALSE	226178	Mm.32695	OR8296	chv19	GO:000181:regulation	GO:000563:nucleus	GO:000072:DNA binding	GO:000181:regulation	GO:000563:nucleus	GO:000072:DNA binding	
17296268	83.87103	93.69073	0.89519502	-0.1597242	0	main	NM_001007.Samd4	sterile alpha.NM_001007.RefSeq	Mus musculus	FALSE	14480	Mm.21454	ORC3Y1	chv1	GO:000181:regulation	GO:000563:nucleus	GO:000072:DNA binding	GO:000181:regulation	GO:000563:nucleus	GO:000072:DNA binding	
17467608	146.815	166.2211	0.89490823	-0.1615238	0	main	NM_004286.Rnmvd4	required for.NM_004286.RefSeq	Mus musculus	FALSE	68477	Mm.28474	OR0Y08	chv5	GO:000181:regulation	GO:000563:nucleus	GO:000072:DNA binding	GO:000181:regulation	GO:000563:nucleus	GO:000072:DNA binding	
17292021	151.786	163.2639	0.89374327	-0.1620547	0	main	NM_001130.Cpnt1	zinc cad.NM_001130.RefSeq	Mus musculus	FALSE	14652	Mm.32687	OR8296	chv16	GO:000181:regulation	GO:000563:nucleus	GO:000072:DNA binding	GO:000181:regulation	GO:000563:nucleus	GO:000072:DNA binding	
17486263	456.4928	511.3192	0.89356469	-0.162202	0	main	NM_183020.Alxn2	ataxin 2.NM_183020.RefSeq	Mus musculus	FALSE	233871	Mm.231450	Q7TQD0	chv7	GO:000181:regulation	GO:000563:nucleus	GO:000072:DNA binding	GO:000181:regulation	GO:000563:nucleus	GO:000072:DNA binding	
17488052	49.88062	55.86045	0.89255414	-0.163342	0	main	NM_030715.Poh1	polyamine.NM_030715.RefSeq	Mus musculus	FALSE	89005	Mm.31555	OS8JJO	chv10	GO:000373:transcription	GO:000563:nucleus	GO:000072:DNA binding	GO:000373:transcription	GO:000563:nucleus	GO:000072:DNA binding	
17253237	62.98566	70.1622	0.89186461	-0.1637215	0	main	NM_001035.Cdnt1	digestive.NM_001035.RefSeq	Mus musculus	FALSE	103449	Mm.171335	Q1VJ42	chv10	GO:000553:transcription	GO:000563:nucleus	GO:000072:DNA binding	GO:000553:transcription	GO:000563:nucleus	GO:000072:DNA binding	
17257405	9.37141	102.7492	0.88926639	-0.1693124	0	main	NM_181017.Tanc2	tetratrans.NM_181017.RefSeq	Mus musculus	FALSE	77097	Mm.22501	AZ4860	chv11	GO:000172:in utero	GO:000557:cytosol	GO:000072:DNA binding	GO:000172:in utero	GO:000557:cytosol	GO:000072:DNA binding	
17537756	144.03376	162.36	0.88704212	-0.1728525	0	main	NM_027870.Armc3	armadillo.NM_027870.RefSeq	Mus musculus	FALSE	71703	Mm.87949	OP89V8	chvX	GO:000341:cellular proc	GO:000162:membrane	GO:000553:transcription	GO:000341:cellular proc	GO:000162:membrane	GO:000553:transcription	
17241454	267.7275	256.1082	0.88535705	-0.1755987	0	main	NM_053163.Dead4	DEAD (AP)N.NM_053163.RefSeq	Mus musculus	FALSE	94213	Mm.114116	OP98J9	chv10	GO:000181:regulation	GO:000563:nucleus	GO:000072:DNA binding	GO:000181:regulation	GO:000563:nucleus	GO:000072:DNA binding	
17523360	85.16828	96.2431	0.88426629	-0.1756366	0	main	NM_176833.Pom17f	protein phosph.NM_176833.RefSeq	Mus musculus	FALSE	68606	Mm.20208	ORC6AD	chv16	GO:000464:negative reg	GO:000562:intracellular	GO:000382:catalytic act	GO:000464:negative reg	GO:000562:intracellular	GO:000382:catalytic act	
17260150	89.54877	101.2187	0.88474554	-0.176731	0	main	NM_001062.BncV3	zinc cad.NM_001062.RefSeq	Mus musculus	FALSE	407621	Mm.216313	Q55337	chv11	GO:000181:regulation	GO:000563:nucleus	GO:000072:DNA binding	GO:000181:regulation	GO:000563:nucleus	GO:000072:DNA binding	
17403681	133.3605	150.9372	0.88345698	-0.178617	0	main	NM_001062.Z32	zinc finger.NM_001062.RefSeq	Mus musculus	FALSE	19846	Mm.37592	OR8A9K	chv1	GO:000353:transcription	GO:000563:nucleus	GO:000072:DNA binding	GO:000353:transcription	GO:000563:nucleus	GO:000072:DNA binding	
17430777	79.47932	90.25462	0.88061221	-0.1834213	0	main	NM_001122.Grebz1	glycylserine.NM_001122.RefSeq	Mus musculus	FALSE	58609	Mm.103649	DLJL0	chv1	GO:000353:transcription	GO:000563:nucleus	GO:000072:DNA binding	GO:000353:transcription	GO:000563:nucleus	GO:000072:DNA binding	
17231188	89.03208	101.7586	0.87611349	-0.1832252	0	main	NM_145415.Dmf5	digestive.NM_145415.RefSeq	Mus musculus	FALSE	215193	Mm.173738	QB8T16	chv1	GO:000353:transcription	GO:000563:nucleus	GO:000072:DNA binding	GO:000353:transcription	GO:000563:nucleus	GO:000072:DNA binding	
17471290	125.4935	143.1911	0.87434864	-0.1937222	0	main	NM_181040.Axnp1f	ATP synthase.NM_181040.RefSeq	Mus musculus	FALSE	23696	Mm.109680	DLJL0	chv4	GO:000464:protein com	GO:000573:mitochondrion	GO:000382:catalytic act	GO:000464:protein com	GO:000573:mitochondrion	GO:000382:catalytic act	
17349590	247.9711	283.639	0.87424966	-0.1938428	0	main	NM_018912.Dbn2a2	deaf1.NM_018912.RefSeq	Mus musculus	FALSE	18150	Mm.16895	OR8A91	chv18	GO:000022:protein poly	GO:000193:TORC2	GO:000072:DNA binding	GO:000022:protein poly	GO:000193:TORC2	GO:000072:DNA binding	
17378722	30.15714	34.5436	0.87323491	-0.1955338	0	main	NM_001291.Snap25	synaptotagm.NM_001291.RefSeq	Mus musculus	FALSE	20614	Mm.45953	P06879	chv18	GO:000685:exocytosis	GO:000573:cytosol	GO:000014:RNAse	GO:000685:exocytosis	GO:000573:cytosol	GO:000014:RNAse	
17523532	37.33142	42.75389	0.87323048	-0.1955566	0	main	NM_001159.Pep2	purinergic.NM_001159.RefSeq	Mus musculus	FALSE	18440	Mm.8032	OS4083	chv16	GO:000685:transcription	GO:000563:nucleus	GO:000072:DNA binding	GO:000685:transcription	GO:000563:nucleus	GO:000072:DNA binding	
17214841	321.2827	369.881	0.86881096	-0.2034175	0	main	NM_001311.OAq1	alpha-act.NM_001311.RefSeq	Mus musculus	FALSE	74538	Mm.433408	OR8296	chv16	GO:000072:transcription	GO:000563:nucleus	GO:000072:DNA binding	GO:000072:transcription	GO:000563:nucleus	GO:000072:DNA binding	
17512846	148.5157	171.0528	0.86804179	-0.2041636	0	main	NM_001062.Axnp1	ataxin 1.NM_001062.RefSeq	Mus musculus	FALSE	52335	Mm.276770	POC7T6	chv18	GO:000012:negative reg	GO:000563:nucleus	GO:000072:DNA binding	GO:000012:negative reg	GO:000563:nucleus	GO:000072:DNA binding	
17525502	315.3126	338.6229	0.86809611	-0.2043143	0	main	NM_025207.Spf	specple-type.NM_025207.RefSeq	Mus musculus	FALSE	20747	Mm.28454	OR8V98	chv11	GO:000181:regulation	GO:000563:nucleus	GO:000072:DNA binding	GO:000181:regulation	GO:000563:nucleus	GO:000072:DNA binding	
17397439	188.0245	218.6257	0.86710784	-0.2057096	0	main	NM_02300152.Axnp1	alpha-act.NM_02300152.RefSeq	Mus musculus	FALSE	74538	Mm.276770	POC7T6	chv18	GO:000012:negative reg	GO:000563:nucleus	GO:000072:DNA binding	GO:000012:negative reg	GO:000563:nucleus	GO:000072:DNA binding	
17536382	227.9577	321.4487	0.86498889	-0.2097303	0	main	NM_001081.Kem2a	lysine.KM.NM_001081.RefSeq	Mus musculus	FALSE	21462	Mm.2389	P55200	chv1	GO:000353:transcription	GO:000563:nucleus	GO:000072:DNA binding	GO:000353:transcription	GO:000563:nucleus	GO:000072:DNA binding	
17528401	166.9523	180.7654	0.86498889	-0.2097303	0	main	NM_001017.Kem2a	lysine.KM.NM_001017.RefSeq	Mus musculus	FALSE	21462	Mm.2389	P55200	chv1	GO:000353:transcription	GO:000563:nucleus	GO:000072:DNA binding	GO:000353:transcription	GO:000563:nucleus	GO:000072:DNA binding	
17523402	122.8773	143.9555	0.86066666	-0.2164735	0	main	NM_011546.Zen1	zinc finger.ENM_011546.RefSeq	Mus musculus	FALSE	21617	Mm.3929	OR6A318	chv18	GO:000012:negative reg	GO:000563:nucleus	GO:000072:DNA binding	GO:000012:negative reg	GO:000563:nucleus	GO:000072:DNA binding	
17469073	281.7638	304.6029	0.85936116	-0.2218603	0	main	NM_001025.Axnp1	arylglytrich.NM_001025.RefSeq	Mus musculus	FALSE	17107	Mm.216321	Q2ZAP5	chv7	GO:000181:regulation	GO:000563:nucleus	GO:000072:DNA binding	GO:000181:regulation	GO:000563:nucleus	GO:000072:DNA binding	
17211321	1005.34	1070.624	0.85844121	-0.2220208	0	main	NM_007565.Bmf5	ring finger.NM_007565.RefSeq	Mus musculus	FALSE	12268	Mm.7108	Q38072	chv1	GO:000181:regulation	GO:000563:nucleus	GO:000072:DNA binding	GO:000181:regulation	GO:000563:nucleus	GO:000072:DNA binding	
17468723	508.008	625.5967	0.85679828	-0.2229708	0	main	NM_001159.Kcmf1	potassium.CNM_001159.RefSeq	Mus musculus	FALSE	74287	Mm.29174	OR8V12	chv1	GO:000181:regulation	GO:000563:nucleus	GO:000072:DNA binding	GO:000181:regulation	GO:000563:nucleus	GO:000072:DNA binding	
17523615	286.4705	300.392	0.85476204	-0.2303597	0	main	NM_008729.Bnc1	sorting.NM_008729.RefSeq	Mus musculus	FALSE	18150	Mm.16895	OR8A91	chv18	GO:000181:regulation	GO:000563:nucleus	GO:000072:DNA binding	GO:000181:regulation	GO:000563:nucleus	GO:000072:DNA binding	
17344472	62.14121	72.66191	0.85521025	-0.225649	0	main	NM_001142.Axnp1	alpha tubulin.NM_001142.RefSeq	Mus musculus	FALSE	73242	Mm.27315	OS8K341	chv17	GO:000028:spermatoz	GO:000573:cytosol	GO:000167:transcription	GO:000028:spermatoz	GO:000573:cytosol	GO:000167:transcription	
17307367	44.64502	52.31484	0.85341005	-0.226889	0	main	NM_134081.DnaA2	DnaA (Hsp).NM_134081.RefSeq	Mus musculus	FALSE	108671	Mm.2871	QW1N1	chv14	GO:000372:positive reg	GO:000561:extracellular	GO:000173:thetash	GO:000372:positive reg	GO:000561:extracellular	GO:000173:thetash	
17287394	138.4841	162.8556	0.85014401	-0.2342723	0	main	NM_001114.Dbn2a2	deaf													

Supplementary Table 4. The comparison of global mRNA expression in epididymal adipose tissues of *Mir342* (-/-) and *Mir342* (+/+) mice fed with high fat-high sucrose (HFHS) chow

[illegible]

How the deposited data were processed for this re-analysis (not part of the article)

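Epididymal fat of male mice at 16 weeks of age was profiled on 4 GeneChip Mouse Gene 2.0 ST arrays, 1 for each group of *Mir342* (+/+) and *Mir342* (-/-) mice on STD or HFHS chow. The paper names 3 individual animals from each group. Every array was assigned to its group from the genotype and diet of its sample labels, and 0 columns of the table were left out. The deposited values are log2 expression values per transcript cluster; the authors' table holds arrays of close but unequal distributions, and the method of summarization and normalization is not given in the sources used here. The values were used as deposited. Array values have no read depth, so precision is limited by the number of arrays, 1 per group.

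Of 41345 probes, 23521 carry 1 gene symbol, 1814 several and 16010 none in the annotation supplied for the array, and the first were used. Where a gene had several probes (1082 genes), the one with the highest mean over the 4 arrays was kept, which gave 22180 genes. A floor of 5.06 was set at the 95th percentile of the means of 1443 receptor probes (olfactory, vomeronasal and taste), and 12963 genes with a mean above it were compared. No genome was used, so no coordinates are given.

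The choices described here were fixed before the data were examined, unless said otherwise. The genotype difference is *Mir342* (-/-) minus *Mir342* (+/+) on each diet, and the diet difference HFHS minus STD in each genotype. Genes at least 2-fold apart were counted. No test between groups was made for these, and no p is given. Across all 4 arrays, limma fitted genotype and diet as additive terms, with 1 residual degree of freedom and 5.45 prior degrees of freedom, and p values were adjusted by Benjamini-Hochberg over the 12963 genes, with a threshold of 0.05. Where said, p values were also adjusted within 1 list alone, beside the planned adjustment and without correction across lists. Agreement between comparisons is a Pearson r across genes, which are not replicates. A total of 35 gene lists and the predicted targets (300 symbols, 279 on the array, 231 above the floor) were compared with 10000 random lists matched in 20 bins of mean expression; lists with fewer than 5 genes above the floor were not called. For the genes of Supplementary Table 7, the 1000 genes nearest in mean expression served as neighbours. A further 4 lists were added after the data were examined and are used in the closing section alone.

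Named genes are those the paper names for these samples and those of Supplementary Table 7, whose values had been seen; for each genotype difference the 10 largest increases and 10 largest decreases and for each diet difference the 8 largest of each, leaving out unnamed genes, receptors, antigen receptor segments, small RNAs and pseudogenes; up to 4 members per list and comparison; the 10 predicted targets with the largest increase and the 5 with the largest decrease on each diet; and, for a factor with more than 20 genes under an adjusted p of 0.05, the 10 with the smallest p. The text names a part of these. Some genes of the paper's tables are not reported here.

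The alternatives were quantile normalization of the arrays, centring each array on its median, no floor, a floor raised by 1, a floor on the higher of the compared arrays, a 1.5-fold threshold, the mean of a gene's probes, Spearman's rho, random lists not matched on expression, the target list without the Supplementary Table 7 genes, a 1.2-fold threshold on both diets, and limma with a trend and robust variances. Setting values under the floor to the floor, for the counts at 2-fold and for named genes, and centring together with a 1.5-fold threshold were added after the data were examined.

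The steps were tested on simulated data of the same size with a standard deviation of 0.142 per array. This spread was the same for every simulated gene, and genes varied independently of each other. Genes changed for genotype were changed alike on both diets. The recovered shares therefore check that the steps run as intended and do not give the power of the fit on the real arrays. The additive fit recovered 100% of 200 genes changed by 1.5 for genotype, with 13 wrong calls, and 100% of 200 changed by 2 for diet, with 11 wrong calls. The 2-fold rule found 99.0% of 200 genes. A list of 25 genes shifted by 0.3 reached percentile 100 and an unchanged one percentile 93.3. Supplementary Tables 3–5 were not used here. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.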

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

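The tests on *Snap25* and the second condition of the fasting test below were chosen after the results were seen, and the members of the 4 added lists were written down after the patterns were noticed but before the members' values were seen.

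*Snap25* drew attention because its genotype difference on HFHS exceeded that on STD by 1.78 on the log2 scale as read, where its STD *Mir342* (-/-) value lies under the floor; the difference between diets was not tested. Nervous tissue in the HFHS *Mir342* (-/-) fat is argued against as the whole source. The other 20 neuron markers on the array had a median genotype difference on HFHS of 0.29. Of these, 0 were at least 2-fold higher, although the largest, at 0.95 as read, came close. The 10 above the floor in their mean had a median of 0.29 as well, the largest being 0.70. The abundant neuronal genes *Stmn2* and *Uchl1* were at 0.25 and -0.02. As the list is at percentile 100, a small share of nerve stays open. Pancreas is argued against too, since the largest difference among 15 of its markers was 0.56, although only 4 of them lie above the floor in their mean, too few for a list call. Loss of repression by miR-342-3p, the explanation the design gives, cannot be told apart from other differences between these single arrays. The predicted targets lay at percentile 5.47 on HFHS, but a list's median does not decide for 1 gene. *Snap25* was at -0.20 on STD, but its STD *Mir342* (-/-) value lies under the floor. The paper also reports less of this miRNA in epididymal fat on STD than on HFHS chow, so the STD value does not decide either.

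A set of 50 genes, among them *Mmp7*, *Cuzd1*, *Plet1* and *Prom1*, was at least 2-fold higher in the STD *Mir342* (+/+) array than in each of the other arrays, and the main text of the paper does not discuss them. Epithelial tissue beside the fat pad is a candidate source. The 31 genes of ciliated cells had a median of 0.31 over the mean of the other arrays (percentile 100). Of these, 8 were at least 2-fold higher as read, such as *Rsph4a* and *Dnah5*, which read under the floor in the other arrays. The 26 genes of duct epithelium had a median of 0.37 (percentile 100). Of these, 7 were at least 2-fold higher as read, such as *Lrp2* and, under the floor in the other arrays, *Epcam* and *Pax8*. With the floor in place of values under it, only *Dnah5* of the 8 stays at least 2-fold higher. Of the 7, *Elf3*, *Epcam* and *Pax8* then fall short of 2-fold. Both medians fall between 0.2, under which the explanation would have been dropped, and the 0.5 it needed, so ciliated cells and duct epithelium cannot be told apart from each other or from a change within the fat. In the mean of the other arrays, 9 and 10 genes of these lists lie above the floor; 3 of the duct genes are among the 50, and 2 are in the lists fixed beforehand. The fixed list of epididymis and vas deferens had 3 genes above the floor, too few for a call, with a median genotype difference on STD of 0.02. Beyond these lists, no explanation was tested.

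In the same array *Fasn*, *Lep* and other genes of fat synthesis were low and *Irf4* was high, so that *Irf4* had a genotype difference of -1.64 on STD and 0.89 on HFHS, apart by 2.53 and not tested. A shorter time since feeding in the other mice may contribute: 19 genes that fasting induces in fat had a median of 0.24 over the mean of the other arrays at percentile 99.6, which meets the bound set beforehand, the top 2.5% of random lists. Because 2 of these 3 arrays are from HFHS chow, a second condition was added after the values were seen, that the list also be lower in STD *Mir342* (-/-) than in STD *Mir342* (+/+); there its median was 0.03 (percentile 92.7), and HFHS minus STD it was -0.31 in both genotypes, so time since feeding cannot be told apart from diet. A different time of day at sampling also cannot be told apart: 3 of 15 clock genes differed at least 2-fold, a smaller share than was set beforehand, namely *Arntl* (1.05) and *Npas2* (1.05) higher and *Dbp* lower (7.04 against 8.01 to 8.09); *Nr1d1* and *Per3*, set beforehand to go with *Dbp*, were at -0.055 and -0.39, *Per1* and *Nr1d2* were at 0.30 and 0.22, and the whole list had a median of 0.13 (percentile 93.0). Genotype and diet themselves stay open, untested against these.

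*Sfrp5* had a genotype difference of 1.15 on STD and -0.95 on HFHS, apart by -2.10, and *Rgs2* -0.65 and 0.65, apart by 1.29; both have opposite signs on the 2 diets, and the differences were not tested. *Slc5a7* was at -1.84 on HFHS and under the floor in both STD arrays, so that its 2 differences, apart by -2.45 as read, cannot be compared. *Ighg3*, which the main text of the paper does not discuss, had a genotype difference on HFHS of 3.59 or more (4.35 as read), from a value of 8.65 in HFHS *Mir342* (-/-) against values under the floor in the other arrays. The main text of the paper describes no diet effect on the array; in the additive fit 237 genes passed for diet, and the number was 0 under quantile normalization and 0 without the floor.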

How the results depend on the processing

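The counts with values under the floor set to the floor were added after the data were examined; at 2-fold they were 26 higher and 101 lower for genotype on STD, 9 and 19 on HFHS, 226 and 148 for diet in *Mir342* (+/+) and 68 and 20 in *Mir342* (-/-). With 1 array per group, each difference rests on 2 arrays, and signal near the floor limits most genes of Supplementary Table 7. For the causes of the changes below, the cause was not tested except where fewer or more genes pass a filter or a threshold. Genes at least 2-fold higher in *Mir342* (-/-) on STD numbered 50 after median centring, 50 without the floor, 19 with the floor raised by 1 and 232 at 1.5-fold. Those lower numbered 186 without the floor, 54 with the floor raised, 160 with the floor on the higher array and 512 at 1.5-fold. On HFHS, 25, 6 and 58 were higher without the floor, with it raised and at 1.5-fold, and 110 were lower at 1.5-fold. For diet in *Mir342* (+/+), 846 were higher at 1.5-fold, and 257, 94 and 606 lower without the floor, with it raised and at 1.5-fold. In *Mir342* (-/-), 405 were higher and 170 lower at 1.5-fold, and 43 lower after median centring. With median centring and 1.5-fold together, also added after the data were examined, 463 were higher and 321 lower for genotype on STD, 78 and 87 on HFHS, 789 and 652 for diet in *Mir342* (+/+) and 274 and 259 in *Mir342* (-/-), so that on STD the balance of directions turned. The limma count for diet was 0 under quantile normalization and 0 without the floor, and the agreement of diet differences across genotypes was 0.40 without the floor. The target list on STD was at percentile 2.68 without the floor and 3.43 with it raised, no longer called; on HFHS it was at 1.55 against unmatched random lists and 2.44 without the Supplementary Table 7 genes, then called lower. The number of targets higher on both diets was at percentile 16.1 without the floor and, at 1.2-fold or more, at 80.1, not called in either case. *Snap25* on STD was at -0.087 after median centring. The call of the cytokine list in *Mir342* (+/+) by diet was lost with the floor raised, at percentile 48.5. Of 37 list calls higher and 13 lower, 35 and 13 held under quantile normalization, 33 and 13 without the floor and 34 and 13 against unmatched lists; with the floor raised, 24 of the higher and all 13 lower held, 4 were lost and 9 had too few genes to be called. Of the lists not called, 6 were called under quantile normalization, and 2 without the floor, 2 with it raised and 2 against unmatched lists. Of 132 differences of named genes of 2-fold or more, 128 moved by less than 0.1 under quantile normalization and 0 reversed; median centring moves all genes of a comparison alike. Without the STD *Mir342* (+/+) array the additive fit has no residual degree of freedom and gives no count.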

Differences from the paper's values

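On the linear scale, the probe named *Msi1* gave 30.3 in STD *Mir342* (-/-), where the paper's reported value in Supplementary Table 7 is 14.5, 28.8 in STD *Mir342* (+/+), where the paper's is 12.2, 30.3 in HFHS *Mir342* (-/-), where the paper's is 16.2, and 29.1 in HFHS *Mir342* (+/+), where the paper's is 10.7. The values differed as much under quantile normalization, median centring and the mean of the probes, the 3 alternatives set before the data were examined that apply. The paper's 4 values of *Msi1* match a probe that carries no gene symbol in the annotation used here, and the values of the other 12 genes examined from that table match the probe of their own symbol, with a largest deviation of 0.0043%.

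The paper states that *Snap25* ranked first among the genes raised in *Mir342* (-/-) mice on both diets. Of 13 genes of Supplementary Table 7 examined here, 11 have a ratio over 1 on STD in the paper's own values, and *Snap25* is not one of them: its STD ratio is 0.873 here and in the paper's table. On HFHS it was first among the 279 predicted targets on the array, as the paper ranks it, and on STD it was at rank 194 of 279. Its log2 difference on STD was -0.20, and it remained below 0 under quantile normalization, median centring (-0.087) and the mean of the probes. By RT-qPCR, the paper reports *Snap25* mRNA raised in epididymal fat of *Mir342* (-/-) mice on both diets. Its general methods have organs taken at an older age than the fat for the arrays, so this is not a direct comparison with the STD arrays. *Pygb*, a predicted target of Supplementary Table 6 with a genotype difference of 0.50 on STD and 0.46 on HFHS, is absent from Supplementary Table 7, although its HFHS ratio of 1.37 exceeds the lowest ratio there.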

Other observations

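Of the 10 genes with the smallest p for genotype in limma's additive fit, 3 were immunoglobulin kappa segments higher in *Mir342* (-/-) on both diets, named here after their values were seen: *Igkv4-70*, under the floor in both *Mir342* (+/+) arrays, was at 1.37 or more on STD and 0.60 or more on HFHS (adjusted p 0.272), *Igkv15-103* at 1.09 and 1.61 and *Igkv5-43* at 1.70 and 0.87 (both adjusted p 0.576). None passed an adjusted p of 0.05. The list of B and plasma cell markers had 3 genes above the floor, too few for a call, with a median genotype difference of -0.16 on STD and 0.37 on HFHS. Of the same 10 genes, and also named after their values were seen, *Thbs2*, a matricellular protein, was at 0.95 and 0.82, and *Mmrn1*, which endothelium expresses, at -1.71 and -0.95; *Smad7*, an inhibitor of TGF-beta signalling, was at -0.78 and -1.08.

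Lists of lipid handling beyond synthesis were called in none of the 4 comparisons. The genotype medians on STD and HFHS were 0.11 and 0.04 for lipolysis and the lipid droplet, -0.03 and -0.14 for fatty acid uptake and 0.02 and 0.03 for fatty acid oxidation. Under quantile normalization, fatty acid uptake (percentile 2.43) and oxidation (percentile 98.7) were called on HFHS. ER stress (-0.18 and 0.02) and hypoxia (-0.10 and -0.08) were not called either, apart from ER stress on STD under quantile normalization (percentile 1.88). By diet, neuron markers (0.19, percentile 99.0) and genes of SNARE proteins and exocytosis (0.17, percentile 97.7) were called higher on HFHS in *Mir342* (-/-), where both lists hold *Snap25*; neither call held under every setting, the lowest being percentile 95.6 for neurons against unmatched random lists and 89.7 for exocytosis with the floor raised by 1. Markers of smooth muscle and pericytes were called lower there (-0.11, percentile 1.70), and mesothelial markers higher on HFHS in *Mir342* (+/+) (0.31, percentile 99.6; 96.2 with the floor raised by 1). In the HFHS *Mir342* (+/+) array alone, 15 genes were at least 2-fold higher than in each other array, among them *Lipf*, *Slc5a7*, *Fos* and *Oxtr*.

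The array also holds genes that the paper measured by RT-qPCR in other samples. The genotype difference on HFHS was 0.09 for *Cidea*, -0.40 for *Cox7a1*, 0.06 for *Pparg*, -0.09 for *Lpl* and 0.11 for *Adipoq*. *Il6* (mean 2.88), *Il1b* (3.51), *Tnf* (4.65), *Ifng* (4.75) and *Nhlh2* (3.78) lay below the floor in the mean of the 4 arrays. The diet difference of *Evl* was 0.10 in *Mir342* (+/+) and 0.52 in *Mir342* (-/-). The reference gene *Rplp0* differed by -0.02 between genotypes on STD and by -0.20 on HFHS.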
